# Metabolic reprogramming by Acly inhibition using SB-204990 alters glucoregulation and modulates molecular mechanisms associated with aging

**DOI:** 10.1038/s42003-023-04625-4

**Published:** 2023-03-08

**Authors:** Alejandro Sola-García, María Ángeles Cáliz-Molina, Isabel Espadas, Michael Petr, Concepción Panadero-Morón, Daniel González-Morán, María Eugenia Martín-Vázquez, Álvaro Jesús Narbona-Pérez, Livia López-Noriega, Guillermo Martínez-Corrales, Raúl López-Fernández-Sobrino, Alejandro Castillo-Peña, Lina M. Carmona-Marin, Enrique Martínez-Force, Oscar Yanes, Maria Vinaixa, Daniel López-López, José Carlos Reyes, Joaquín Dopazo, Franz Martín, Benoit R. Gauthier, Morten Scheibye-Knudsen, Vivian Capilla-González, Alejandro Martín-Montalvo

**Keywords:** Type 2 diabetes, Ageing, Energy metabolism

## Abstract

ATP-citrate lyase is a central integrator of cellular metabolism in the interface of protein, carbohydrate, and lipid metabolism. The physiological consequences as well as the molecular mechanisms orchestrating the response to long-term pharmacologically induced Acly inhibition are unknown. We report here that the Acly inhibitor SB-204990 improves metabolic health and physical strength in wild-type mice when fed with a high-fat diet, while in mice fed with healthy diet results in metabolic imbalance and moderated insulin resistance. By applying a multiomic approach using untargeted metabolomics, transcriptomics, and proteomics, we determined that, in vivo, SB-204990 plays a role in the regulation of molecular mechanisms associated with aging, such as energy metabolism, mitochondrial function, mTOR signaling, and folate cycle, while global alterations on histone acetylation are absent. Our findings indicate a mechanism for regulating molecular pathways of aging that prevents the development of metabolic abnormalities associated with unhealthy dieting. This strategy might be explored for devising therapeutic approaches to prevent metabolic diseases.

## Abstract (web summary)

A multiomic approach shows that long-term exposure to the Acly inhibitor SB-204990 modulates molecular mechanisms associated with aging.

## Introduction

During the last century, humans have reached the longest life expectancy in history. However, it is remarkable that the increase in life expectancy is associated with a plethora of age-related pathologies, and it is estimated that only ~45% of humans reaching 75 years of age describe a good quality of life^1^. These data indicate the need to develop novel effective therapies to prevent and treat age-related complications in order to promote healthy aging. From a biological point of view, aging is the consequence of the accumulation of a great variety of molecular and cellular modifications over time, which leads to a gradual decrease in physical, metabolic, and mental capacities, as well as an increased risk of disease and death. In mammals, most of the main age-related pathologies that shorten health and life expectancy, such as atherosclerosis, diabetes mellitus, sarcopenia, and hepatic steatosis, can be derived from improper metabolic control^2–4^.

Acetyl-coenzyme A (Ac-CoA) is a central metabolite produced from all energy sources, such as amino acids, fatty acids, and carbohydrates^5^. This small molecule plays a key role in a great number of essential cellular processes, including the endogenous synthesis of fatty acids, cholesterol, and coenzyme Q^5,6^. Moreover, Ac-CoA is the universal acetyl group donor for protein acetylation, a post-translational modification that controls protein stability, localization, and function. ATP-citrate lyase (Acly) is the enzyme catalyzing the generation of nuclear-cytosolic Ac-CoA and oxaloacetate from citrate in the presence of ATP and coenzyme A. It is expressed ubiquitously, although greater expression is found in lipogenic tissues^7–9^. Moreover, several cancers have been shown to exhibit aberrantly increased Acly activity^10–12^. Acly is an essential enzyme, as demonstrated by the lack of viability of homozygous Acly knockout mice^8^. However, heterozygous Acly knockout mice are healthy and fertile and exhibit normal lipid metabolism. These results have supported that a partial loss of Acly activity is compatible with an optimal quality of life.

The central role of Acly in de novo lipogenesis has fostered a need to generate therapeutic strategies based on the use of pharmacological inhibitors as a hypolipidemic strategy for metabolic syndrome and cancer treatment^13^. Studies using short-term administrations of Acly inhibitors have reported promising results in refraining tumor growth or ameliorating metabolic parameters in mammals^14–17^. Remarkably, research using bempedoic acid, a dual Ampk activator/Acly inhibitor developed for the treatment of dyslipidemia and cardio-metabolic disease^17^, has provided positive results in lowering low-density lipoprotein cholesterol in clinical trials, and it is currently in the market^18–20^. However, the mechanisms that govern the handling of sustained Acly inhibition, and particularly how such mechanisms orchestrate long-term cellular reprogramming, remain to be elucidated.

Here we assessed the consequences of long-term exposure to the Acly inhibitor SB-204990 in mice^15^. We performed an unbiased multiomic approach integrating transcriptomics, proteomics, and untargeted metabolomics in murine hepatic tissue, given its central role in the maintenance of metabolic homeostasis. Analyses uncovered effects on energy metabolism, mitochondrial function, lipid metabolism, mTOR activity, as well as in the control of the folate cycle. Epigenetic studies indicated that these effects are not associated with global modulations in histone and non-histone protein acetylation. SB-204990 recapitulates certain effects of mTOR inhibitors in standard (STD)-fed mice and produces favorable effects in mice fed with a high-fat diet (HFD), which might provide therapeutic benefits against the current pandemic proportions of obesity-related metabolic disorders that predispose to unhealthy aging.

## Results

### Hepatic Acly expression is increased in aging mice

To define age-dependent metabolic changes that contribute to promote aging processes as well as to cause premature death, we evaluated different parameters of glucose homeostasis at different ages in healthy STD-fed wild-type mice. Body weight and the weight of several tissues were greater in adult and old mice (Fig. 1a, b). The assessment of oral glucose tolerance indicated the absence of major age-dependent alterations in glucose or insulin levels during the tests among young and old mice. However, significant differences, specifically in adult vs. old mice, in circulating insulin levels were observed (Fig. 1c–f). The analysis of pyruvate tolerance and insulin sensitivity indicated a reduced ability to promote hepatic gluconeogenesis as well as severe insulin resistance in aged mice (Fig. 1g–j). In fasting conditions, old mice exhibited hyperinsulinemia while maintaining normoglycemia, producing a greater index of the homeostatic model assessment of insulin resistance (HOMA-IR) (Fig. 1k–m). These data indicated that the most prominent effects of aging involve a deterioration of functionality in insulin-target tissues in the control of glucose metabolism, suggesting that these effects could contribute to the aging phenotype. We then focused on determining whether the expression levels of *Acly*, a gene that occupies a central role in the carbohydrate-lipid metabolism interface, are altered in an age-dependent manner in metabolic tissues. Remarkably, old mice exhibited higher levels of *Acly* expression and enzyme activity in the liver (Fig. 1n and Supplementary Fig. S1a). These data suggest that hepatic Acly could play an important role in the development of metabolic alterations that occur during the aging process.

**Fig. 1:**
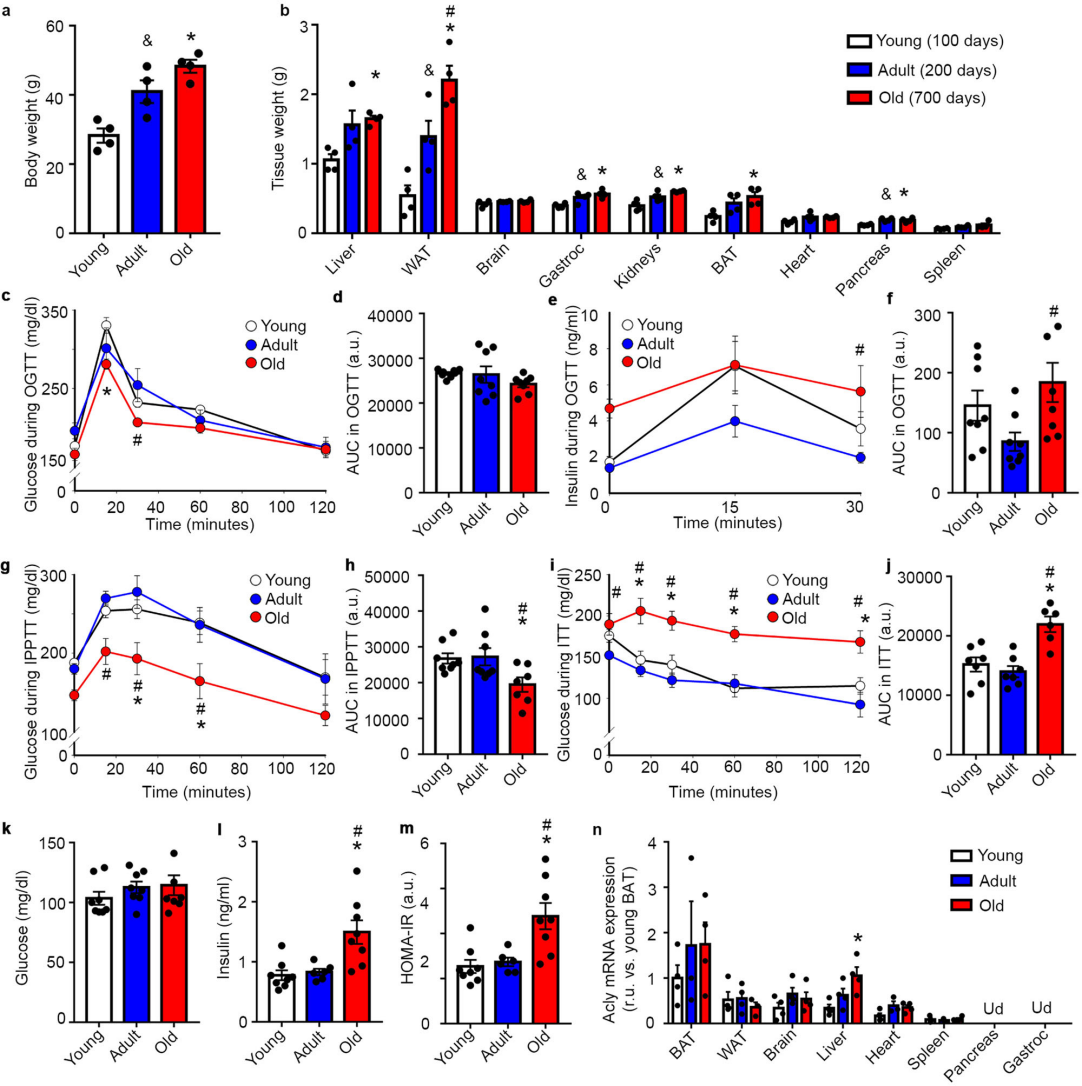
Hepatic Acly expression is increased in aging mice. **a** Body weight. *n* = 4. One-way ANOVA. **b** Tissue weight. *n* = 4. One-way ANOVA. **c** OGTT. *n* = 8. Two-way ANOVA repeated measures. **d** Area under the curve (AUC) of the OGTT. *n* = 8. One-way ANOVA. **e** Insulin levels during an OGTT. *n* = 8. Two-way ANOVA repeated measures. **f** AUC of insulin levels during an OGTT. *n* = 8. One-way ANOVA. **g** IPPTT. *n* = 8 for young, *n* = 8 for adult, *n* = 7 for old. Two-way ANOVA repeated measures. **h** AUC of the IPPTT. *n* = 8 for young, *n* = 8 for adult, *n* = 7 for old. One-way ANOVA. **i** Insulin tolerance test (ITT). *n* = 7 for young, *n* = 7 for adult, *n* = 6 for old. Two-way ANOVA repeated measures. **j** AUC of the ITT. *n* = 7 for young, *n* = 7 for adult, *n* = 6 for old. One-way ANOVA. **k** Circulating glucose levels at 16 h of fasting. *n* = 8. One-way ANOVA. **l** Circulating insulin levels at 16 h of fasting. *n* = 8 for young, *n* = 6 for adult, *n* = 8 for old. One-way ANOVA. **m** HOMA-IR index. *n* = 8 for young, *n* = 6 for adult, *n* = 8 for old. One-way ANOVA. **n** *Acly* gene expression. *n* = 3–4. a.u.: arbitrary units. r.u.: relative units. BAT: Brown adipose tissue. Gastroc: Gastrocnemius. Ud: Under the threshold of detection. Data shown are the means ± SEM. *p < 0.05 Old vs. Young; #*p* < 0.05 Adult vs. Old; &*p* < 0.05 Young vs. Adult.

### SB-204990 improves metabolic and physical function in HFD-fed mice

In physiological conditions, Acly has been proposed as the main producer of cytosolic Ac-CoA^5^. Cytosolic Ac-CoA is used for endogenous lipid production and for the production of malonyl-coenzyme A, an inhibitor of the carnitine palmitoyltransferase I, required for fatty acid uptake into the mitochondria^21^. Radiolabeled [H3]-glucose incorporation into lipids was measured to indirectly assess liponeogenesis in primary hepatocytes isolated from male wild-type mice. Results indicated that SB-204990 elicits a dose-dependent inhibition of glucose-dependent de novo lipogenesis (Supplementary Fig. S2a). Cell death measured via ELISA and urea secretion indicated that toxicity occurs at concentrations greater than 10 µM, with marked toxicity at 100 µM (Supplementary Fig. S2b, c). Experiments in primary pancreatic islets isolated from wild-type mice indicated lower susceptibility to alterations promoted by SB-204990 in functional and viability tests when compared to hepatocytes (Supplementary Fig. S2d–f). Altogether, these results show that the in vitro inhibition of fatty acid biosynthesis mediated by SB-204990 inhibition of Acly is achievable at nontoxic concentrations (i.e., ~10 µM).

Pharmacokinetic studies were performed to determine circulating SB-204990 levels upon oral administration in mice. Results indicated that a single dose of 30 mg/kg of body weight of SB-204990 rendered a ~4 µM plasma concentration 2 h post-ingestion in the range of nontoxic concentrations used in in vitro studies (Fig. 2a). These data led us to estimate the optimal dose of SB-204990 for long-term in vivo studies at 0.25 mg compound/g of food (~4 g of food intake/day) in mice. A first cohort of young wild-type mice (5-week-old) was used to evaluate early metabolic responses and spontaneous activity (5-week treatment) by indirect calorimetry, indicating the lack of significant effects of SB-204990 (Supplementary Fig. S2g–p). A second cohort of wild-type mice was fed with a healthy STD or cholesterol-free diabetogenic HFD and were treated or not with SB-204990 for 15 weeks starting at 26 weeks of age. As expected, in vivo treatment with the Acly inhibitor SB-204990 did not alter the enzymatic activity of Acly in liver tissue (Supplementary Fig. S2q)^15^. The body weight of STD-fed mice was lower than mice fed with HFD (Fig. 2b). HFD-SB-fed mice exhibited lower body weight starting at week 9 of treatment when compared to HFD-fed mice. Daily energy intake and lipid content in feces were not altered by SB-204990 supplementation (Supplementary Fig. S2r, s). However, fasting-induced energy intake was higher in STD-SB when compared to their untreated counterparts (Supplementary Fig. S2t). We next investigated the effects of SB-204990 on glucose homeostasis. An oral glucose tolerance test (OGTT) and an intraperitoneal pyruvate tolerance test (IPPTT) indicated that, although animals fed with the same diets started with similar circulating glucose values, SB-204990 produced a mild impairment in glucose and pyruvate tolerance in STD-SB mice, while the administration of the compound to the HFD-fed mice had the opposite effect (i.e., improvement) when compared to untreated HFD, indicating a pivotal role of Acly in hepatic tissue (Fig. 2c–f). When challenged with an intraperitoneal insulin injection, all groups displayed a deficit in their responses when compared to the STD group (Fig. 2g, h). The determination of insulin levels during an OGTT indicated that STD-SB mice responded with a potent insulin secretion upon glucose challenge, suggesting that insulin resistance is the main underlying cause of deregulated glucose homeostasis in STD-SB mice (Fig. 2i, j). HFD-SB mice exhibited similar insulin levels during the OGTT. The evaluation of glucose levels during a 24-hour fasting period indicated that STD-SB mice exhibited higher glucose levels when compared to STD mice, while HFD-fed mice exhibited similar levels irrespective of SB-204990 supplementation (Fig. 2k, l). Glucose levels and insulin levels in fasting conditions were greater in STD-SB mice when compared to STD-fed mice, which produced a greater HOMA-IR index (Fig. 3a–c). In contrast, HFD-fed mice treated with SB-204990 exhibited lower fasting glucose, fasting insulin, and HOMA-IR values when compared to their HFD-fed counterparts (Fig. 3a–c). The percentage of glycated hemoglobin indicated a trend towards reduced levels in HFD-SB-fed mice when compared to HFD-fed mice (*p* = 0.07 in two-way ANOVA), with no differences in mice fed with a healthy diet (Fig. 3d).

**Fig. 2:**
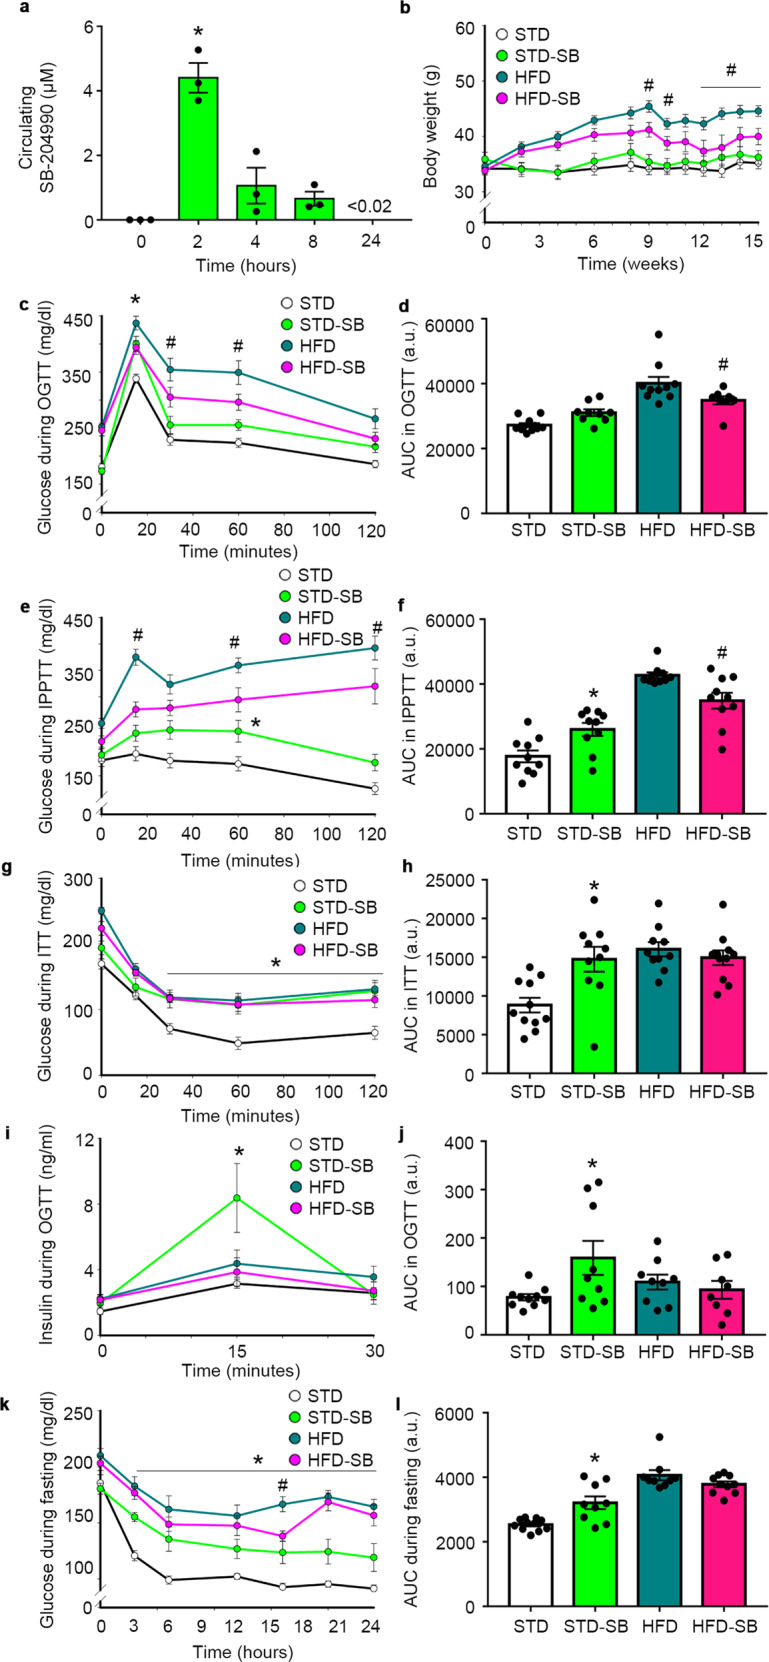
Long-term SB-204990 treatment improves metabolic health in mice fed with HFD and produces insulin resistance in STD-fed mice. **a** Pharmacokinetic evaluation of circulating SB-204990 levels in mice exposed to oral administration (30 mg/kg of body weight) of SB-204990. *n* = 3. One-way ANOVA on Ranks. **b** Body weight over the course of the study. *n* = 11 for STD and STD-SB. *n* = 10 for HFD. *n* = 11 for HFD-SB weeks 0–13 and *n* = 9 for weeks 13–15. Two-way ANOVA. **c** OGTT at week 13 of treatment. *n* = 11 for STD. *n* = 9 for STD-SB. *n* = 10 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA repeated measures. **d** AUC of the OGTT. *n* = 11 for STD. *n* = 9 for STD-SB. *n* = 10 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **e** IPPTT at week 9 of treatment. *n* = 10. Two-way ANOVA repeated measures. **f** AUC of the IPPTT. *n* = 10. Two-way ANOVA. **g** ITT at week 11 of treatment. *n* = 11 for STD. *n* = 10 for STD-SB. *n* = 10 for HFD. *n* = 11 for HFD-SB. Two-way ANOVA repeated measures. **h** AUC of the ITT. *n* = 11 for STD. *n* = 10 for STD-SB. *n* = 10 for HFD. *n* = 11 for HFD-SB. Two-way ANOVA. **i** Insulin levels during an OGTT at week 10 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA repeated measures. **j** AUC of insulin levels during an OGTT. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **k** Glucose levels during 24 h fasting at week 14 of treatment. *n* = 11 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA repeated measures. **l** AUC of glucose levels during 24 h fasting. *n* = 11 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high-fat diet. a.u.: arbitrary units. Data shown are the means ± SEM. *p < 0.05 different times vs. time 0 or STD-SB vs. STD. #*p* < 0.05 HFD-SB vs. HFD.

**Fig. 3:**
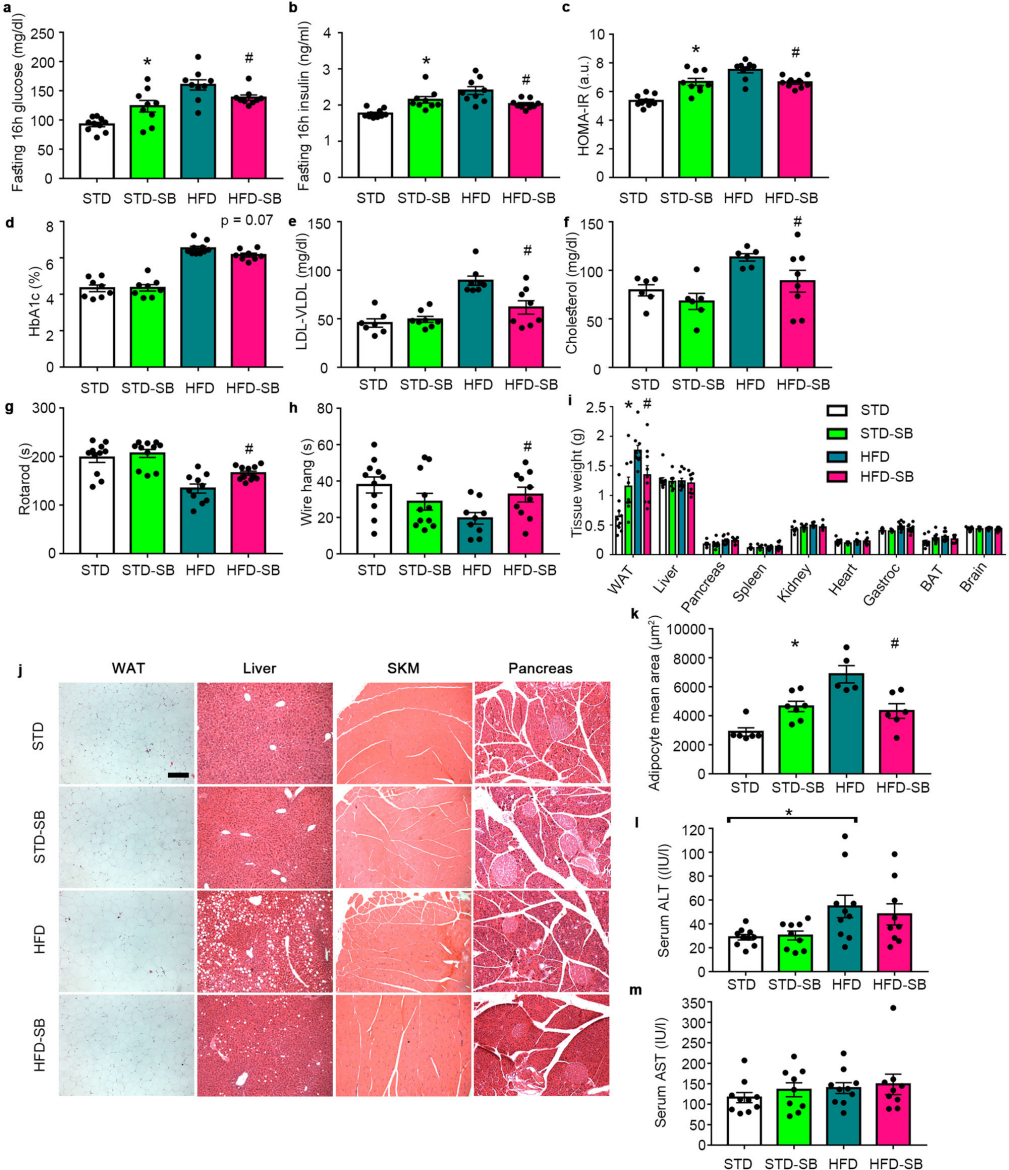
SB-204990 improves physical health in mice fed with HFD. **a** Circulating glucose levels in fasting conditions at week 14 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. **b** Circulating insulin levels in fasting conditions at week 14 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. **c** HOMA-IR index at week 14 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. **d** Percentage of glycated hemoglobin (HbA1c) in blood at week 15 of treatment. *n* = 8 for STD. *n* = 8 for STD-SB. *n* = 10 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **e** LDL/VLDL levels in serum at week 15 of treatment. *n* = 7 for STD. *n* = 8 for STD-SB. *n* = 8 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **f** Total cholesterol levels in serum at week 15 of treatment. *n* = 6 for STD. *n* = 6 for STD-SB. *n* = 6 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **g** Time to fall in an accelerating rotarod at week 8 of treatment. *n* = 11 for STD. *n* = 11 for STD-SB. *n* = 10 for HFD. *n* = 11 for HFD-SB. Two-way ANOVA. **h** Time to fall in wire hang test at week 10 of treatment. *n* = 11 for STD. *n* = 11 for STD-SB. *n* = 9 for HFD. *n* = 10 for HFD-SB. Two-way ANOVA. **i** Tissue weights. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 10 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. **j** Representative images of hematoxylin and eosin staining on several tissues. Scale 200 µm. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 6 for HFD-SB. **k** Adipocyte mean area. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 6 for HFD-SB. Two-way ANOVA. **l** Serum ALT levels in fasting conditions at week 14 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 10 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. **m** Serum AST levels in fasting conditions at week 14 of treatment. *n* = 10 for STD. *n* = 9 for STD-SB. *n* = 10 for HFD. *n* = 9 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high-fat diet. BAT: Brown adipose tissue. Gastroc: gastrocnemius. SKM: skeletal muscle. a.u.: arbitrary units. Data shown are the means ± SEM. Unless otherwise highlighted, *p < 0.05 STD-SB vs. STD. #*p* < 0.05 HFD-SB vs. HFD.

In order to elucidate whether SB-204990-mediated Acly inhibition influences cholesterol homeostasis, circulating levels of low-density/very low-density lipoproteins (LDL/VLDL) and total cholesterol levels were measured (Fig. 3e, f). The administration of SB-204990 in HFD reduced circulating levels of LDL/VLDL and total cholesterol, while no changes were detected in the SB-204990-treated mice under STD when compared to their untreated counterparts. Remarkably, in both cases, values in the HFD-SB group were comparable to healthy-fed STD mice, demonstrating that SB-204990 prevents the deleterious effects of HFD on cholesterol homeostasis.

We next focused on determining the effects on motor function outcomes. Rotarod and wire hang physical performance were improved by SB-204990 in HFD, indicating the overall healthier status of these animals when compared to HFD-fed mice (Fig. 3g, h). Spatial memory was not altered by SB-204990 supplementation, irrespective of the diet (Supplementary Fig. S3a–f). Noticeably, the expression levels of cytokine Ccl2, but not those of other inflammatory or apoptotic markers (e.g., Caspase 3, Tnfα, Nfκb, and Gfap), were already upregulated specifically in the brains of untreated HFD-fed mice at the time of sacrifice (i.e., 15 weeks of treatment) (Supplementary Fig. S3g). At this time, STD-fed mice treated with SB-204990 exhibited increased white adipose tissue (WAT) mass, while mice fed with HFD supplemented with SB-204990 displayed reduced WAT mass when compared to their respective untreated diet (Fig. 3i). Histological examination of tissues indicated a massive reduction in lipid content in hepatic tissue and lower adipocyte size in HFD-SB-treated mice, while no major effects were observed in skeletal muscle and pancreatic sections (Fig. 3j, k). Similar to mice lacking WAT Acly, healthy-fed mice treated with SB-204990 exhibited greater mean adipocyte size in the WAT^22^ (Fig. 3j, k). Serum levels of ALT (also known as Gpt) were increased in mice fed with HFD when compared to STD-fed mice, while serum AST (also known as Got) levels were not altered in HFD-fed mice. These makers of hepatic damage remained unaltered in mice treated with SB-2049990 in either STD or HFD (Fig. 3l, m). Altogether, these results show that SB-204990 has opposite effects depending on the diet provided. In healthy STD-fed mice, SB-204990 produces an impairment in glucose homeostasis due to insulin resistance, suggesting that a certain level of Acly activity is required to sustain metabolic health. However, under metabolically challenging conditions such as HFD feeding, the inhibition of Acly promoted by SB-204990 improves metabolic and physical health.

### Metabolic reprogramming induced by SB-204990 is independent of global changes in histone acetylation

Intrigued by the contribution of Acly in cellular reprogramming in different metabolic conditions, we evaluated whether restricted Acly activity promoted by SB-204990 could alter histone acetylation, a global mechanism controlling transcription^23^. Incubation of AML12 hepatocyte cells with acetate, a substrate of the cytoplasmic Ac-CoA synthetase (also known as Acs, AceCS1, or Acss2) to produce cytosolic Ac-CoA, in the order of portal vein concentrations^24,25^, produced maximal levels of histone acetylation on all core histones assessed (Fig. 4a and Supplementary Fig. S4a). Remarkably, an equimolar abundance of citrate, the substrate of the Acly, did not enhance histone acetylation, suggesting that citrate availability is not limiting acetylation events. Supraphysiologic levels of glucose, which could promote Ac-CoA generation via glycolysis-mitochondrial metabolism, did not result in consistent increases in histone acetylation, substantiating that net increases of histone acetylation might be more dependent on cytoplasmic Ac-CoA synthetase activity rather than Acly activity. Under these cellular conditions, SB-204990 treatment did not decrease histone acetylation levels (Fig. 4a and Supplementary Fig. S4a). Differences between the effects of acetate, citrate, and glucose and the lack of effects of SB-204990 support the notion that cytoplasmic Ac-CoA synthetase is a major source of Ac-CoA in the promotion of histone acetylation events that regulate chromatin structure in AML12 hepatocytes. In mouse liver, the analysis of histone acetylation, global levels of protein acetylation, and total Ac-CoA levels confirmed the lack of differences in SB-204990-treated mice fed with a healthy diet or with HFD (Fig. 4b–f). These data suggest that compensatory mechanisms potentiate Ac-CoA generation upon SB-204990-mediated Acly inhibition. Thus, modulation of global protein (including histone) acetylation is not the root cause of the metabolic effects of SB-204990.

**Fig. 4:**
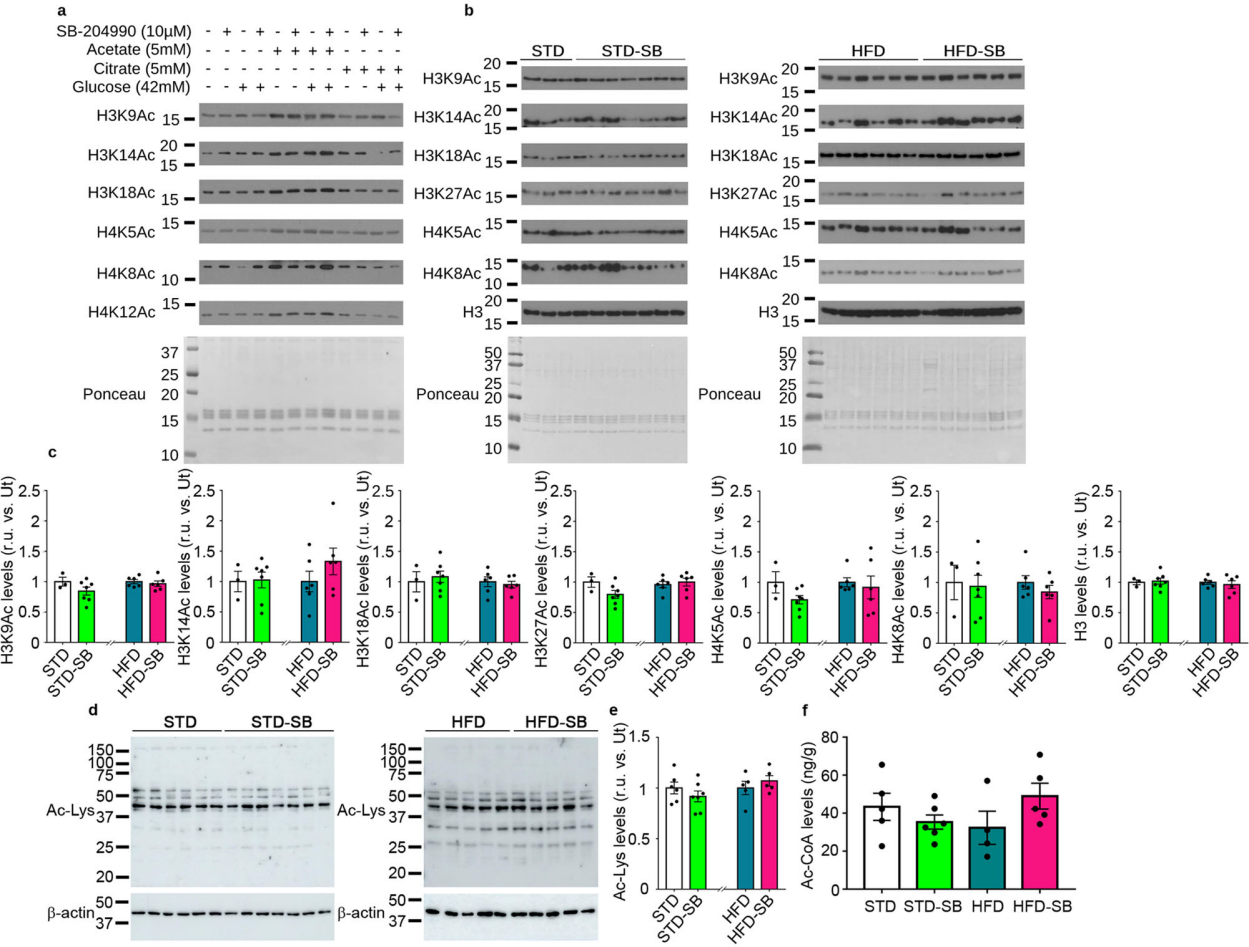
Hepatic levels of histone acetylation are not altered by SB-204990. **a** AML12 cells were cultured under standard conditions and were treated with indicated doses of acetate, citrate, and SB-204990 for 16 h. Glucose concentration in basal conditions is 17 mM, and supplemented is 42 mM. Acid histone isolations were performed, and histone acetylation levels were analyzed by western blot. Representative images of western blots and Ponceau staining are shown. *n* = 3. **b** Acid histone isolations were performed, and histone acetylation levels were analyzed by western blot in the livers of mice treated or not with SB-204990 for 15 weeks. Representative images of western blots and Ponceau staining are shown. *n* = 3 for STD. *n* = 7 for STD-SB. *n* = 6 for HFD. *n* = 6 for HFD-SB. **c** Quantification of histone acetylation levels of several residues is depicted. *n* = 3 for STD. *n* = 7 for STD-SB. *n* = 6 for HFD. *n* = 6 for HFD-SB. Student’s *t*-test. **d** Representative images of western blots of protein lysine acetylation are shown. Molecular weight markers are depicted on the left. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 5 for HFD-SB. **e** Densitometric quantification of hepatic protein lysine acetylation by western blot. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 5 for HFD-SB. Student’s *t*-test. **f** Total Ac-CoA levels in hepatic tissue. *n* = 5 for STD. *n* = 6 for STD-SB. *n* = 4 for HFD. *n* = 5 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high-fat diet. Ac-Lys: Acetylated lysine. r.u.: relative units. Ut: untreated. Data shown are the means ± SEM.*p < 0.05 STD-SB vs. STD. #*p* < 0.05 HFD-SB vs. HFD.

### Multiomic analysis of diet-induced and SB-204990-induced hepatic reprogramming

To gain insight into the underlying biology, we conducted a multiomic molecular profiling of the livers of mice treated with SB-204990 for 15 weeks. 

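Liver RNA from 14 mice was measured on mouse Clariom S arrays, a chip with probe sets for well-annotated genes. The groups were mice fed the standard diet (STD, n = 4), the standard diet with SB-204990 (STD-SB, n = 4), the high-fat diet (HFD, n = 3) and the high-fat diet with SB-204990 (HFD-SB, n = 3). SB-204990 inhibits ATP citrate lyase (Acly), the enzyme that makes acetyl-CoA from citrate outside the mitochondria, and was mixed into the diet at 250 mg per kg for 15 weeks, from 26 to 41 weeks of age. Livers were collected after 16 h of fasting. The transcript of Acly itself did not differ beyond its error: its log2 fold change was 0.03 (standard error 0.231) in STD-SB vs. STD, -0.16 without STD replicate 2 and -0.02 without STD replicate 3, and -0.26 (standard error 0.267) in HFD-SB vs. HFD. The authors labelled 50 ng of total RNA per liver, scanned 1 array per liver and deposited log2 expression values per probe set. Their processing notes name RMA, which corrects the background, normalizes between arrays and summarizes the probes of a set, and the Transcriptome Analysis Console, with no version. The values were used as deposited, with no further normalization. Array medians lay between 5.33 and 5.42 on the log2 scale, and the correlation of any array with any other across transcripts was between 0.969 and 0.987. The separation of positive from negative control probe sets, as an area under the curve where 1 is complete, ranged from 0.778 to 0.797 in STD, from 0.767 to 0.792 in STD-SB, from 0.785 to 0.797 in HFD and from 0.768 to 0.790 in HFD-SB. After 6640 control probe sets were left out, 22206 were tested, of which 19572 carry 1 gene symbol. Of those tested, 10368 (46.7%) had a mean under 5.12, the 95th percentile of 1456 probe sets for olfactory, vomeronasal and taste receptors, which liver is not known to use, so their signal cannot be told from background. Each comparison was tested with limma in 1 model of the 4 group means (10 residual degrees of freedom, prior degrees of freedom 7.49), with Benjamini-Hochberg adjustment over all probe sets tested. The 51 gene lists, the limma and camera tests of each comparison and the rule for the genes named were fixed before the data were examined, and lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Some lists cover pathways that the paper ranked with data that include these arrays, so their tests are not independent of the paper's. The number of arrays limits the precision: the median standard error of a log2 fold change was 0.264 in STD-SB vs. STD, 0.305 in HFD-SB vs. HFD and 0.285 in the comparisons across diets.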

The transcriptional profile was evaluated in total RNA samples using cDNA microarray analyses. Untargeted GC/MS-based metabolomics was performed using the same groups of mice. Additionally, isobaric tag for absolute and relative quantification (iTRAQ) proteomics was conducted using samples from the same cohort of mice. We next developed a multiomic analysis to determine the major pathways that could explain the responses to the different diets and the alterations promoted by SB-204990 treatment. As shown in the “butterfly” Venn diagrams, shared transcripts, metabolites, and proteins modulated by the different diets and SB-204990 treatment were identified (Fig. 5a). 

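For the high-fat diet alone, the smallest p was that of Scd1, the desaturase that makes monounsaturated fatty acids, whose log2 fold change in HFD vs. STD was -2.39 (standard error 0.362, limma adjusted p = 0.0878). Car3, an abundant liver carbonic anhydrase, was 1.71 higher (standard error 0.371) and Gprin3 was 1.11 higher (standard error 0.266). SB-204990 in STD mice went with higher Bcl3, a cofactor of NF-kB (1.32, standard error 0.286), and Tagln2, an actin-binding protein (0.90, standard error 0.239), and with lower Tdo2, the liver enzyme that opens tryptophan degradation (-1.18, standard error 0.307), and Hjurp, a centromere histone chaperone (-0.79, standard error 0.203). In HFD mice given SB-204990, Pltp, the phospholipid transfer protein, was 2.79 higher (standard error 0.627) and P2ry1, a receptor for ADP, was lower, at -1.37 (standard error 0.328). In HFD-SB vs. STD, Rcan2, a calcineurin regulator, was 1.17 higher (standard error 0.252) and Tor1a, an ATPase of the endoplasmic reticulum, was lower, at -1.14 (standard error 0.233). None of these genes passed the adjustment, with limma adjusted p of 0.596 or more apart from Scd1. At an unadjusted p under 0.05, limma gave 815 probe sets for STD-SB vs. STD (403 higher and 412 lower), 896 for HFD-SB vs. HFD (447 and 449), 947 for HFD vs. STD (454 and 493) and 1023 for HFD-SB vs. STD (518 and 505). Called in that comparison and in none of the other three were 561, 430, 501 and 539 of them, respectively. The 501 of HFD vs. STD were 758 in a fit of only the 2 groups compared and 832 with array weights, and the 539 of HFD-SB vs. STD were 915 without HFD-SB replicate 1. When probe sets under the background level were removed first, the calls were 256 higher and 189 lower, 159 and 251, 221 and 213, and 229 and 296, in the same order, and those in 1 comparison alone 323, 194, 245 and 277. Chance alone gives 1110.3 calls among 22206 probe sets, and at an adjusted p under 0.05 limma called 0 in each of the 4 comparisons. Among the olfactory, vomeronasal and taste receptors, 4.12%, 5.56%, 5.56% and 5.22% were called without adjustment. Without HFD-SB replicate 1, the unadjusted calls were 1384 for HFD-SB vs. HFD and 1864 for HFD-SB vs. STD, and Scd1 in HFD vs. STD had an adjusted p of 0.00213; without STD-SB replicate 2 that p was 0.0474. With all arrays, Scd1 in HFD vs. STD had a limma adjusted p of 0.0018 in a fit of only the 2 groups compared, 0.027 with trend and robust moderation and 0.0101 with array weights. For HFD-SB vs. HFD, limma called 1 probe set at an adjusted p under 0.05 without HFD-SB replicate 1 and 2 without HFD-SB replicate 2.

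**Figure D1:**
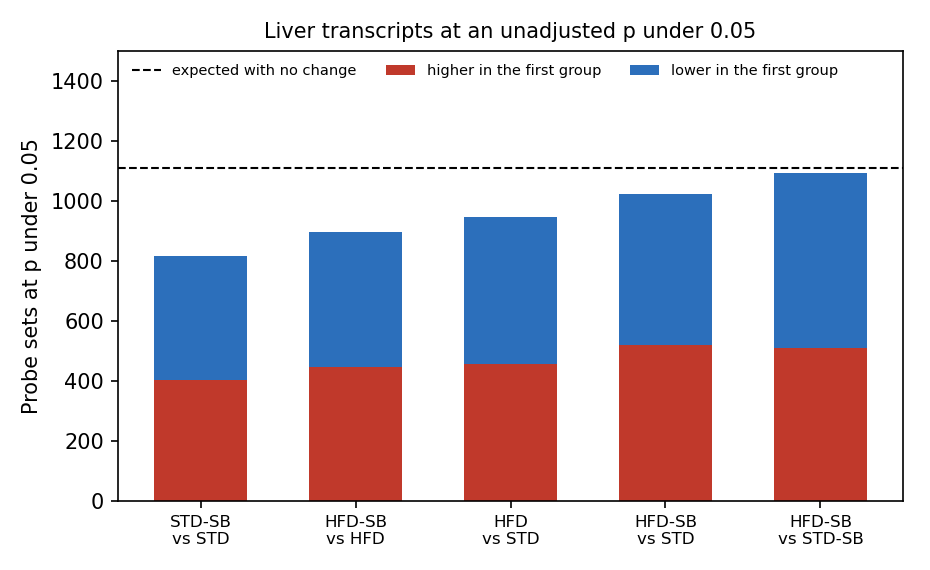
Number of liver probe sets at an unadjusted p under 0.05 (vertical axis) in each of 5 comparisons (horizontal axis), from limma. Red bars count those higher and blue bars those lower in the first group named, and the dashed line is the number expected with no change, 1110.3. All 5 bars, from 815 to 1094, end below the line.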

At the transcriptional level, we observed that a high proportion of significantly modulated transcripts (*p* ≤ 0.05) was specific to the different experimental conditions (425/891 HFD-SB vs. HFD; 502/948 HFD vs. STD; 539/1024 HFD-SB vs. STD; 557/814 STD-SB vs. STD). The analysis of GC/MS-based metabolomic changes revealed similar results (1/3 HFD-SB vs. HFD; 1/3 HFD vs. STD; 3/3 HFD-SB vs. STD; 7/10 STD-SB vs. STD). The analysis of iTRAQ (*p* ≤ 0.05) proteomics revealed a lower degree of specificity (141/999 HFD-SB vs. HFD; 13/751 HFD vs. STD; 50/277 HFD-SB vs. STD; 5/144 STD-SB vs. STD). Remarkably, the vast majority of modulations shared between the HFD-SB vs. HFD and HFD vs. STD were found to be reciprocal (205/206 transcripts; 1/1 metabolite; 731/731 proteins), indicating that changes promoted by HFD are partially reverted by SB-204990 in mice fed with HFD. 

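Scd1 is an example of a transcript lower in HFD than in STD and higher in HFD-SB than in HFD: its log2 level was 19.58 ± 0.199 (SD, n = 4) in STD, 17.19 ± 0.157 (SD, n = 3) in HFD and 19.16 ± 0.973 (SD, n = 3) in HFD-SB. Across the arrays, 206 probe sets had an unadjusted p under 0.05 in both HFD-SB vs. HFD and HFD vs. STD, and 205 of them (99.51%, 95% exact binomial interval 97.33% to 99.99%) had opposite signs. That interval takes probe sets as independent draws, so it is too narrow where genes measured on the same arrays vary together. Of the 206, 88 were above the background level of the receptors not used by liver, all with opposite signs, and 22 were olfactory, vomeronasal or taste receptors. Lists of these sizes drawn independently would share 38.2 probe sets, 19.1 of them with opposite signs. The same 3 HFD arrays enter both comparisons, once with each sign, so chance values are shared too. In 100 simulations of unchanged groups of these sizes with genes drawn independently, a median of 276 probe sets (range 234 to 312) were called in both comparisons and a median of 99.62% of them (range 97.29% to 100%) had opposite signs. In 100 that put the residuals of the arrays in a new order, which keeps the correlation between genes, the medians were 184 probe sets (range 0 to 964) and 100% (range 0% to 100%). The covariance of the log2 fold changes across probe sets was -0.05225, against a median of -0.06258 with independent genes, a difference of 0.01033, and of -0.05967 (range -0.1261 to 0.02535) with reordered residuals, a difference of 0.00742. When 1 HFD array was used for one comparison and the other two for the other, 39 to 67 probe sets were shared and 46.43% to 66.67% had opposite signs over the 6 ways to divide them. The covariance was then between -0.01045 and 0.005532, and below 0 in 4 of the 6 ways.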

We next performed a multiomic analysis to determine modulations promoted by SB-204990 treatments independent of the diet (HFD or STD) using the subsets (drop shape in butterfly Venn diagrams) of transcripts, metabolites, and proteins (Fig. 5b). 

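Srebf2, the transcription factor that turns on cholesterol synthesis and uptake when sterols are low, was higher with SB-204990 on both diets. Its log2 level was 11.46 ± 0.370 (SD, n = 4) in STD-SB and 10.71 ± 0.271 (SD, n = 4) in STD, and every STD-SB mouse was above every STD mouse (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). In HFD-SB it was 11.32 ± 0.482 (SD, n = 3) and in HFD 10.26 ± 0.513 (SD, n = 3), again without overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The paper lists Srebf2 as altered on both diets from these same arrays, so these permutation tests restate that selection. The log2 fold changes were 0.75 (standard error 0.275) and 1.06 (standard error 0.317), and limma's adjusted p was 1 and 0.999. Csad, which makes the taurine precursor hypotaurine, was 1.01 (standard error 0.439) and 2.21 (standard error 0.507) higher, respectively, with adjusted p of 1 and 0.734; in STD-SB vs. STD it was 0.54 higher without STD replicate 3. Gadd45g, a stress-inducible gene, was 1.12 and 1.43 higher, and Ptch1, the Hedgehog receptor, 0.79 and 0.89 higher. In all, 50 probe sets had an unadjusted p under 0.05 in both HFD-SB vs. HFD and STD-SB vs. STD, where independent lists of these sizes would share 32.9. In 100 simulations of unchanged groups with independent genes, a median of 104 were shared (range 78 to 126), and with reordered residuals, which keep the correlation between genes, 60.5 (range 0 to 328), with 50 or more in 67 of 100 draws. Of the 50, 15 were higher on both diets and 11 lower on both, while 24 had opposite signs; independent lists would give 8.11, 8.33 and 16.4. Lower on both diets were Bcat2, the mitochondrial branched-chain amino acid transaminase, Cox11, an assembly factor of cytochrome c oxidase, Fastkd1, a mitochondrial RNA-binding protein, and Cobl, an actin nucleator. The shared number was 33 without HFD replicate 3, 79 without HFD-SB replicate 1 and 79 without moderation of the variances. At an adjusted p under 0.05 limma called 0 probe sets in either comparison.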

Interestingly, among the common upregulated transcripts Srebf2, a master regulator of cholesterol biosynthesis, was included (Supplementary Data 1, Supplementary Table S1, and Supplementary Data 2). Using the joint pathway analysis (JPA) module from Metaboanalyst 5.0^26^, we found that the TCA cycle, oxidative phosphorylation, branched amino acid degradation, and Ppar signaling were among the most significant ranked with the highest impact modulated pathways (Fig. 5c). 

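Among these pathways, the lists of PPARa targets and of branched-chain amino acid degradation passed in STD-SB vs. STD at camera's preset correlation. Neither passed with an estimated correlation, and neither passed in HFD mice. Of 35 splits of the same arrays, the real one included, 8 gave as many passing lists or more, so chance cannot be excluded. PPARa targets, 27 of which were measured, are genes of fatty acid oxidation, ketogenesis and lipid storage that rise in fasted liver. They were higher in STD-SB than in STD, with a median log2 fold change of 0.27 and 22 of 27 members higher (camera adjusted p = 0.000694; adjusted p = 0.478 with an estimated correlation). Vnn1, a pantetheinase, was 1.44 higher (standard error 0.531), Fgf21, a fasting hormone, 1.41 higher (standard error 0.537), Pdk4, the kinase that turns off pyruvate dehydrogenase, 1.68 higher (standard error 0.719; 1.05 without STD-SB replicate 4) and Plin2, a lipid droplet coat protein, 0.83 higher (standard error 0.321). These 4 were the list's members at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone by limma. In HFD-SB vs. HFD the median was -0.02 and the mean 0.02, with 13 members higher and 14 lower (camera adjusted p = 0.959). The difference between the diets in this response, tested as an interaction, had a median of -0.30 (camera adjusted p = 0.0450; adjusted p = 0.973 with an estimated correlation). The 23 genes of valine, leucine and isoleucine degradation were lower in STD-SB, with a median of -0.32 and 19 of 23 members lower (camera adjusted p = 0.00218; adjusted p = 0.674 with an estimated correlation). Bcat2 was the 1 member at an unadjusted p under 0.05, at -0.55 (standard error 0.251) in STD-SB vs. STD and -0.67 (standard error 0.289) in HFD-SB vs. HFD. The list's median in HFD-SB vs. HFD was -0.09, with 16 of 23 members lower (camera adjusted p = 0.566), and the interaction did not pass (median 0.06, camera adjusted p = 0.544). The median in STD-SB vs. STD was -0.24 without STD replicate 3, -0.29 without STD-SB replicate 3 and -0.15 without STD-SB replicate 4, with camera adjusted p of 0.167, 0.123 and 0.241. STD-SB replicate 4 had the highest scores of all arrays for markers of Kupffer cells, endothelium and erythroid cells. No relation of these markers with the branched-chain list was tested. For PPARa targets the median was 0.51 without STD replicate 2 and 0.17 without STD replicate 3.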

Effects on mitochondrial function and fatty acid metabolism were also highlighted using the ToxList module of the Ingenuity Pathway Analysis (IPA) platform (Supplementary Fig. S5a). The analysis of Upstream regulators using IPA revealed Rictor and PPARα among the most significant effectors of SB-204990-induced modulations irrespective of the diet (Fig. 5d). 

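The transcripts of Rictor and Ppara did not pass limma's adjustment on either diet. Rictor, the subunit that defines mTOR complex 2, had a log2 level of 9.45 ± 0.0955 (SD, n = 4) in STD-SB and 9.17 ± 0.352 (SD, n = 4) in STD, a log2 fold change of 0.28 (standard error 0.219) that was 0.11 without STD replicate 1. In HFD-SB it was 9.55 ± 0.348 (SD, n = 3) and in HFD 9.54 ± 0.111 (SD, n = 3), a log2 fold change of 0.01 (standard error 0.253) whose sign turned with the scaling and with single arrays left out: it was -0.003357 with each array centred on its median, -0.02 without HFD replicate 2, -0.02 without HFD replicate 3 and -0.19 without HFD-SB replicate 3. Ppara, the fatty acid-sensing nuclear receptor PPARα, had a log2 fold change of -0.16 (standard error 0.230) in STD-SB vs. STD (from -0.30 without STD replicate 1 to -0.04 without STD-SB replicate 1) and -0.12 (standard error 0.266) in HFD-SB vs. HFD, the latter 0.08 without HFD-SB replicate 1. Limma's adjusted p was 0.999 or more for both genes on both diets. Of 32 measured members of the AMPK, mTOR and sirtuin pathways, the median log2 fold change was 0.01 in STD-SB vs. STD (17 higher and 15 lower, camera adjusted p = 0.849) and 0.03 in HFD-SB vs. HFD (mean -0.01, 18 higher and 14 lower, camera adjusted p = 0.957). Without adjustment 1 member passed in STD-SB vs. STD and 0 in HFD-SB vs. HFD by limma. An upstream regulator in the pathway software is scored from its known targets across transcripts and proteins, so the level of its own transcript is a separate measurement.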

We next took a different approach to understand the biology behind the responses to STD/HFD feeding and SB-204990 treatment in liver tissue. We evaluated the HFD vs. STD-responsive transcriptomic, metabolomic, and proteomic responses in the liver of mice treated or not with SB-204990. Then, we looked for signatures that were specific and common to untreated or SB-204990-treated mice^27^. 

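On the high-fat diet, 3 transcripts named here had lower means with and without SB-204990, at an unadjusted p under 0.05 by limma. None passed the adjustment. They include Ehhadh, a peroxisomal enzyme of fatty acid oxidation, and Elovl5, an elongase of polyunsaturated fatty acids. Apoa4, a lipoprotein that rises in fatty and fasted liver, was also among them. The log2 fold changes of Ehhadh were -0.98 (standard error 0.367) in HFD vs. STD and -1.51 (standard error 0.367) in HFD-SB vs. STD-SB, those of Elovl5 -0.87 and -0.85 (standard error 0.278 for each) and those of Apoa4 -1.69 and -1.32 (standard error 0.496 for each), with -0.97 in HFD vs. STD without HFD replicate 3. Limma's adjusted p was 0.995 or more for the 3 genes. Atf5, a stress-response transcription factor, was lower in HFD-SB than in STD-SB, at -1.58 (standard error 0.369), and Nox4, an NADPH oxidase, was 1.09 higher (standard error 0.250). Both had the same sign in HFD vs. STD, at -1.03 and 0.66, with an unadjusted p under 0.05. The comparison of HFD-SB with STD-SB gave 1094 probe sets at an unadjusted p under 0.05 (509 higher and 585 lower; 202 and 390 when probe sets under the background level were removed first), 1744 without HFD-SB replicate 1, and limma called 0 at an adjusted p under 0.05. Called without adjustment in both HFD vs. STD and HFD-SB vs. STD-SB were 78 probe sets, against 46.7 for independent lists of these sizes. Simulations of unchanged groups shared a median of 101 (range 78 to 128) with independent genes and 73 (range 0 to 426) with reordered residuals. Of the 78, 22 were higher in both, 33 lower in both and 23 opposite, where independent lists would give 23.3 opposite. The 55 of the same direction, for which the simulated medians were 51 (range 25 to 76) and 34 (range 0 to 426), were 30 without STD replicate 2 and 86 without HFD-SB replicate 1. Among the 48 above the background level, 38 had the same direction. Without STD replicate 2, 50 probe sets were shared. The difference between the diets in the response to SB-204990 was also tested itself, as the interaction of drug and diet: 910 probe sets had an unadjusted p under 0.05 and limma called 0 at an adjusted p under 0.05.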

Remarkably, only 56 transcripts, 1 metabolite, and 11 proteins were significantly altered in the same direction, indicating that SB-204990 elicits differential responses in STD and HFD diets (Fig. 5e, f). JPA analysis revealed that HFD specifically harnessed responses related to inflammatory pathways (bacterial invasion and phagosome), Ampk signaling, and retinol metabolism, whereas mice treated with SB-204990 reflected specific effects in atherosclerosis, insulin resistance, and metabolism of certain amino acids (Phenylalanine, Arginine, and Proline) (Fig. 5g, h and Supplementary Data 3). 

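The transcripts of retinol metabolism did not pass as a group in HFD relative to STD mice, and those of PPARa targets, a list outside the pathways named here, were lower on the high-fat diet in SB-204990-treated mice. Of 27 measured genes of retinol metabolism, 18 were lower in HFD than in STD and 5 at an unadjusted p under 0.05, with a median log2 fold change of -0.14 that did not pass (camera adjusted p = 0.0716). The 5 include Aox1, an aldehyde oxidase that can make retinoic acid (-0.65, standard error 0.227), Aldh1a7, an aldehyde dehydrogenase (-0.67, standard error 0.263), Rdh5, a retinol dehydrogenase (-0.68, standard error 0.260; -0.45 without HFD replicate 2), and Adh7, an alcohol dehydrogenase (-0.81, standard error 0.306). Of 33 phagosome and inflammatory genes the median was 0.0047 and the mean -0.05 in HFD vs. STD, with 17 higher and 16 lower (camera adjusted p = 0.718). For 32 members of the AMPK, mTOR and sirtuin pathways it was 0.09, with 19 higher and 13 lower (camera adjusted p = 0.490). In HFD-SB vs. STD-SB, the 22 measured genes of insulin signalling had a median of 0.05 (camera adjusted p = 0.882). The 25 genes of the urea cycle and of phenylalanine, tyrosine, arginine and proline metabolism had a median of -0.02, with 11 higher and 14 lower (camera adjusted p = 0.881). That list was lower in STD-SB vs. STD, with a median of -0.16 and 17 of 25 members lower (camera adjusted p = 0.0154; adjusted p = 0.638 with an estimated correlation), and in HFD-SB vs. STD, with a median of -0.19 and 18 of 25 lower (camera adjusted p = 0.0264; adjusted p = 0.834 with an estimated correlation). In STD-SB vs. STD the median was -0.29 without STD replicate 1 and -0.28 without STD-SB replicate 1, and the call was lost without STD replicate 2 (-0.16, adjusted p = 0.0890), STD replicate 3 (-0.06, 0.0696), STD replicate 4 (-0.19, 0.0756), STD-SB replicate 2 (-0.14, 0.0504) and STD-SB replicate 4 (-0.05, 0.241). In HFD-SB vs. STD the median was -0.40 without HFD-SB replicate 1, and the call was lost without STD replicate 2 (-0.21, adjusted p = 0.0980), STD replicate 3 (-0.15, 0.0768), STD replicate 4 (-0.22, 0.103), HFD-SB replicate 2 (-0.16, 0.267) and HFD-SB replicate 3 (-0.13, 0.173), without moderation (0.0772) and after quantile normalization again (0.0701). PPARa targets were lower in HFD-SB than in STD-SB, with a median of -0.56, 24 of 27 members lower and 6 lower when adjusted over the list alone (camera adjusted p = 1.21e-09; adjusted p = 0.266 with an estimated correlation). The same STD-SB arrays also gave this list's rise in STD-SB vs. STD, so these 2 results are not separate. The list's mean score was -0.01 in STD, 0.36 in STD-SB, -0.25 in HFD and -0.23 in HFD-SB. Plin2 was lower, at -1.20 (standard error 0.347), and so was Acot1, a cytosolic acyl-CoA thioesterase, at -1.47 (standard error 0.460). In HFD vs. STD mice the median of this list was -0.23 (camera adjusted p = 0.0262; adjusted p = 0.925 with an estimated correlation). That call was lost without STD replicate 2 (-0.12, adjusted p = 0.500), without STD replicate 4 (-0.18, adjusted p = 0.0915) without HFD replicate 3 (-0.14, adjusted p = 0.345), without moderation (adjusted p = 0.0691) and after quantile normalization again (-0.18, adjusted p = 0.0997), and the median in HFD-SB vs. STD-SB was -0.37 without STD-SB replicate 1 and -0.28 without HFD-SB replicate 2.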

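The Rictor transcript had a log2 fold change of 0.37 (standard error 0.237) in HFD vs. STD, with a mean of 9.54 in 3 HFD mice and 9.17 in 4 STD mice (exact two-sided permutation test, p = 0.114), and of 0.20 without STD replicate 1.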

The analysis of upstream regulators using IPA highlighted Rictor as the most significantly altered regulator in untreated mice (Fig. 5i). Interestingly, Rictor was not found among the top regulators in mice treated with SB-204990 (Fig. 5j). These results indicate that the Acly inhibitor SB-204990 modulates central pathways of cellular metabolism.

**Fig. 5:**
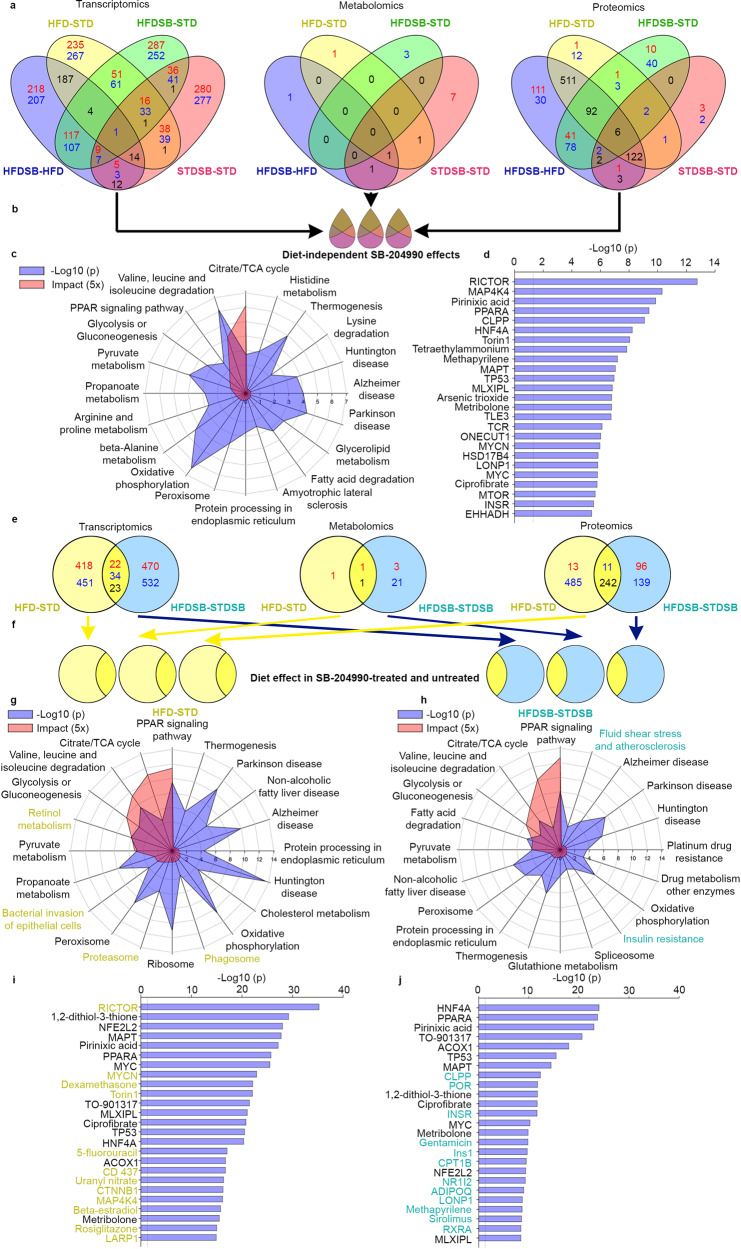
Multiomic analysis of the effects of SB-204990 in the liver; a major role in longevity pathways. **a** Multiomics analysis in liver samples using transcriptomics, proteomics, and GC/MS-based metabolomics. Significantly altered transcripts, proteins, and metabolites are shown in Venn diagrams. Upregulation (red), downregulation (blue), and reciprocal regulation (black). **b** Drop shape analysis indicating diet-independent significant modulation in transcripts, proteins, and metabolites altered by SB-204990 in STD and HFD. **c** The JPA from MetaboAnalyst 5.0 was used to generate plots indicating the *p*-value and impact of the top 20 pathways with the lowest *p*-value according to the analytical scheme shown in Fig. 7b. **d** The Upstream Regulators module of IPA was used to generate plots depicting the top 25 upstream regulators with the lowest *p*-value according to the analytical scheme shown in Fig. 7b. **e** Significantly altered transcripts, proteins, and metabolites are shown in Venn diagrams depicting the effects the HFD vs. STD-responsive transcriptomic, metabolomic, and proteomic responses in the liver of mice treated or not with SB-204990. Upregulation (red), downregulation (blue), and reciprocal regulation (black). **f** Diagram indicating significant transcriptomic, metabolomic, and proteomic responses promoted by HFD in the liver of mice treated or not with SB-204990. **g** JPA plots indicating the *p*-value and impact of the top 20 pathways with the lowest *p*-value of HFD vs. STD according to the analytical scheme shown in Fig. 7f. Specific pathways are highlighted in yellow. **h** JPA plots indicating the *p*-value and impact of the top 20 pathways with the lowest *p*-value of HFD-SB vs. STD-SB according to the analytical scheme shown in Fig. 7f. Specific pathways are highlighted in blue. **i** Upstream Regulators plots depicting the top 25 upstream regulators with the lowest *p*-value according to the analytical scheme shown in Fig. 7f. Specific regulators are highlighted in yellow. **j** Upstream Regulators plots depicting the top 25 upstream regulators with the lowest *p*-value according to the analytical scheme shown in Fig. 7f. Specific regulators are highlighted in blue. Transcriptomic analysis; *n* = 4 for STD. *n* = 4 for STD-SB. *n* = 3 for HFD. *n* = 3 for HFD-SB. iTRAQ proteomic analysis *n* = 4. Metabolomic GC/MS analysis; *n* = 5 for STD. *n* = 7 for STD-SB. *n* = 6 for HFD. *n* = 6 for HFD-SB. SB: SB-204990. STD: standard diet. HFD: high-fat diet.

### Cholesterogenesis and one-carbon metabolism/folate cycle are major effectors of SB-204990 action

In order to investigate the impact of the Acly inhibitor SB-204990 in each diet, we next investigated modulation in healthy-fed (STD diet) mice as well as in unhealthy-fed (HFD) mice treated or not with SB-204990 (Fig. 6a, b and Supplementary Fig. S6a–f). 

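In STD mice, SB-204990 went with higher transcripts of genes that SREBP2 regulates and lower transcripts of bile acid genes. Of 9 measured SREBP2-regulated genes outside the synthesis pathway, 7 were higher in STD-SB, with a median log2 fold change of 0.47 (camera adjusted p = 0.00218; adjusted p = 0.333 with an estimated correlation). Aacs, which activates acetoacetate for cholesterol synthesis, was 1.36 higher (standard error 0.458), and every STD-SB mouse was above every STD mouse (exact two-sided permutation test, p = 0.0286). Aacs was named for its small p within this list, so that test restates the choice. Its limma adjusted p was 0.998 or more under every alternative. Of 16 genes of bile acid synthesis and transport, 14 were lower and the median was -0.38 (camera adjusted p = 0.000961; adjusted p = 0.333 with an estimated correlation). The camera adjusted p was 0.0556 for SREBP2-regulated genes without STD replicate 1 and 0.0502 for bile acid genes without STD-SB replicate 4, with medians of 0.36 and -0.25. STD-SB replicate 4 had the lowest bile acid score of its group, at -0.77, and the highest scores of all arrays for markers of Kupffer cells (0.557), endothelium (0.5912) and erythroid cells (0.5648). Within groups, the mean score of these markers had Pearson's r of -0.505 with the bile acid score (permutation test, p = 0.066, adjusted p = 0.087). Without the 2 arrays farthest from the median r was 0.0458, so a link of these markers to the fall is not shown. This relation was chosen after the result was seen. Between the diets, the response of SREBP2-regulated genes did not differ in the test of the interaction (median 0.31, camera adjusted p = 0.525), and that of bile acid genes did (median 0.31, camera adjusted p = 0.0365; adjusted p = 0.973 with an estimated correlation). For glycolysis, gluconeogenesis and pyruvate metabolism, 19 of 30 genes were higher and the median was 0.18, which did not pass (camera adjusted p = 0.131). Pklr, the pyruvate kinase of liver, was 1.05 higher (standard error 0.350). The lists of oxidative phosphorylation, which for complex IV include assembly factors such as Cox11, did not pass for any complex. The median was -0.09 over 35 genes of complex I (camera adjusted p = 0.315), -0.05 over 4 of complex II (0.733), -0.08 over 9 of complex III (0.656), -0.06 over 17 of complex IV (0.750) and -0.05 over 15 of complex V (0.849). Cox11 was the 1 complex IV gene at an unadjusted p under 0.05, at -0.73 (standard error 0.223, limma adjusted p = 1).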

Multiomic analyses using transcriptomics, metabolomics (LC/MS- and GC/MS-based), and proteomics indicated that pyruvate metabolism, cholesterol metabolism, and oxidative phosphorylation were among the most significantly altered pathways in STD mice treated with SB-204990 (Fig. 6a and Supplementary Table S2). A similar analysis in mice fed HFD exposed to SB-204990 indicated that mitochondria-related alterations/diseases exhibited the highest significance (Fig. 6b and Supplementary Data 4). 

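In HFD mice given SB-204990, transcripts for subunits of complex I, the entry point of electrons from NADH into the respiratory chain, were lower. Of 35 measured subunits, 27 were lower in HFD-SB than in HFD and the median log2 fold change was -0.27 (camera adjusted p = 0.00279; adjusted p = 0.967 with an estimated correlation). Ndufa10 was the 1 subunit at an unadjusted p under 0.05, and also when adjusted over the list alone: its log2 level was 11.93 ± 0.170 (SD, n = 3) in HFD-SB and 12.77 ± 0.125 (SD, n = 3) in HFD, a log2 fold change of -0.84 (standard error 0.215, limma adjusted p = 0.994). Its difference between diets, the interaction, was -0.78 (standard error 0.284). No other complex passed: the median was 0.07 over 4 genes of complex II, 0.04 over 9 of complex III (where the mean was -0.04), -0.03 over 17 of complex IV and -0.13 over 15 of complex V, with camera adjusted p of 0.902, 0.876, 0.787 and 0.670. The 18 genes that regulate or mark mitochondrial content had a median of -0.10 (camera adjusted p = 0.915). The interaction of drug and diet for complex I had a median of -0.17 and did not pass (camera adjusted p = 0.245). The complex I median was -0.10 without HFD replicate 1 (adjusted p = 0.452), -0.07 without HFD-SB replicate 3 (adjusted p = 0.597) and -0.47 without HFD-SB replicate 1. HFD-SB replicate 3 had a complex I score of -0.4451 beside scores of 0.5217 for erythroid, 0.3955 for endothelial and 0.1883 for Kupffer cell markers. With the arrays' separation of control probe sets as a covariate, chosen after seeing the data, it was -0.20 (camera adjusted p = 0.0946).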

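Transcripts of the citrate cycle and of the folate one-carbon pool did not shift as groups on either diet. Of 27 measured genes of the citrate cycle with pyruvate dehydrogenase, the median log2 fold change was -0.05 in STD-SB vs. STD (11 higher and 16 lower, camera adjusted p = 0.135) and -0.03 in HFD-SB vs. HFD, where the mean was 0.0052 (13 higher and 14 lower, camera adjusted p = 0.876). In STD mice, 2 of them were lower at an unadjusted p under 0.05: Idh3a, the catalytic subunit of NAD-dependent isocitrate dehydrogenase, at 9.47 ± 0.268 (SD, n = 4) in STD-SB and 10.33 ± 0.103 (SD, n = 4) in STD, a log2 fold change of -0.86 (standard error 0.260), and Fh1, fumarase, with a log2 fold change of -1.02 (standard error 0.394), and -0.61 without STD-SB replicate 4. In HFD mice, Fh1 had a log2 fold change of -0.55 (standard error 0.455; -0.84 without HFD replicate 1, -0.29 without HFD replicate 2 and -0.28 without HFD-SB replicate 3) and Idh1, the NADP-dependent enzyme of the cytosol, 0.38 (standard error 0.249). Of 23 genes of the folate one-carbon pool, 12 were higher and 11 lower in STD-SB vs. STD (camera adjusted p = 0.840), and 11 were higher and 12 lower in HFD-SB vs. HFD, with a median of -0.05 (camera adjusted p = 0.935). The 2 at an unadjusted p under 0.05 in STD mice were Shmt1, the cytosolic serine hydroxymethyltransferase, at -0.71 (standard error 0.279), and Aldh1l1, which oxidizes formyltetrahydrofolate, at -0.58 (standard error 0.242). In HFD mice limma called 0 of the 23 without adjustment. Limma's adjusted p was 0.999 or more for each gene named here.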

Citrate/TCA cycle and one-carbon pool by folate, which have been identified as key metabolic nodes to enhance healthspan and lifespan, were highlighted with the highest impact by Metaboanalysist JPA in both diets (Fig. 6a, b)^27,28^. 

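Genes of the methionine cycle, methyl transfer and transsulfuration were lower with SB-204990 in STD mice. Of 26 measured, 20 were lower and the median log2 fold change was -0.17 (camera adjusted p = 0.00169; adjusted p = 0.333 with an estimated correlation). Without adjustment, 5 were lower and 1, Csad, was higher, more calls than among other genes (Fisher's exact test, two-sided, adjusted p = 0.00908). In STD-SB vs. STD, 4 of 51 lists passed that test. The others were xenobiotic metabolism and hepatocytes near the central and the portal vein. PPARa targets, branched-chain degradation and bile acid genes did not pass it. Cth, which makes cysteine from cystathionine, was at -1.38 (standard error 0.344) and was the 1 member of the methionine list that passed when adjusted over that list alone. Nnmt, which methylates nicotinamide, was at -1.33 (standard error 0.433), Tpmt, which methylates thiopurines, at -1.16 (standard error 0.435; -0.76 without STD-SB replicate 4) and Gnmt, the glycine methyltransferase that buffers S-adenosylmethionine, at -0.55 (standard error 0.220). In HFD mice the list's median was 0.02 (camera adjusted p = 0.566), and the test of the difference between diets is the interaction, with a median of 0.28 (camera adjusted p = 0.00518; adjusted p = 0.973 with an estimated correlation). The median in STD mice was -0.10 without STD-SB replicate 2. Of 22 genes of fatty acid oxidation, 17 were higher in STD-SB vs. STD, with a median of 0.16 (camera adjusted p = 0.131), and 14 were lower in HFD-SB vs. HFD, with a median of -0.12 (camera adjusted p = 0.670). Limma called 0 of them without adjustment on either diet. The 34 genes of peroxisomes had medians of 0.03 and -0.01 (camera adjusted p = 0.978 and 0.963). In STD mice, the 18 genes that regulate or mark mitochondrial content had a median of -0.14, with 12 lower (camera adjusted p = 0.131).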

ToxList using the IPA platform, as well as wikipathways analysis using the Transcriptional Analysis Console (TAC) platform, supported alterations in fatty acid metabolism, mitochondrial function, one-carbon metabolism, and methylation (Supplementary Fig. S6a–d). 

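Insr, the insulin receptor, differed by less than its error on both diets: its log2 level was 14.74 ± 0.166 (SD, n = 4) in STD-SB and 14.53 ± 0.397 (SD, n = 4) in STD, a log2 fold change of 0.21 (standard error 0.222) that ranged from 0.08 without STD replicate 1 to 0.35 without STD replicate 4. In HFD-SB it was 14.68 ± 0.171 (SD, n = 3) and in HFD 14.65 ± 0.217 (SD, n = 3), a log2 fold change of 0.03 (standard error 0.257) that was -0.09 without HFD replicate 2 and -0.03 without HFD-SB replicate 1. Of 22 measured genes of insulin signalling, which include insulin-regulated genes of glucose and lipid metabolism, 13 were higher and 9 lower in STD-SB vs. STD, with a median of 0.09 and a mean of -0.09 (camera adjusted p = 0.978). In HFD-SB vs. HFD, 11 were higher and 11 lower, with a median of 0.0048 and a mean of 0.09 (camera adjusted p = 0.948). Limma called 0 of them in STD mice and 3 in HFD mice without adjustment, 1 higher and 2 lower.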

Upstream IPA analysis indicated that Insulin receptor (Insr) and Ppar-α were among the most significant regulators altered in STD-SB mice (Supplementary Fig. S6e), while Rictor was found in HFD-SB mice (Supplementary Fig. S6f). Alterations in pathways controlling the synthesis and utilization of different kinds of fats drove us to determine hepatic changes in lipid species promoted by SB-204990. The analysis of hepatic cholesterol esters indicated a robust reduction in both SB-treated STD and SB-treated HFD-fed mice (Fig. 6c). Taking advantage of our unbiased multiomic approach, we observed that, similar to effects of statins, reduced hepatic cholesterol was associated with increased levels of cholesterogenic machinery, indicating effective inhibition of downstream pathways of Acly activity (Fig. 6d–f, Supplementary Data 1)^29,30^. 

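In HFD mice given SB-204990, the enzymes of cholesterol biosynthesis drawn in Fig. 6d were higher together. Of 14 measured, 14 had a higher mean in HFD-SB than in HFD and the median log2 fold change was 1.05 (camera adjusted p = 3.82e-13; adjusted p = 0.331 with an estimated correlation). Hmgcs1, which makes HMG-CoA for the pathway, was 12.93 ± 0.700 (SD, n = 3) in HFD-SB and 10.66 ± 0.330 (SD, n = 3) in HFD, a log2 fold change of 2.28 (standard error 0.441, limma adjusted p = 0.433). Sqle, the squalene epoxidase, was 2.62 higher (standard error 0.776), Cyp51, the lanosterol demethylase, 2.10 higher (standard error 0.463) and Nsdhl, a later demethylation enzyme, 1.76 higher (standard error 0.515). Idi1, Msmo1, Fdps, Fdft1 and Mvd lay 1.66, 1.23, 1.10, 1.00 and 0.75 higher, and Pmvk, Sc5d, Lss, Dhcr7 and Mvk 0.49, 0.49, 0.31, 0.30 and 0.11 higher. With 1 array left out, Idi1 ranged from 0.82 (without HFD-SB replicate 1) to 2.76 (without HFD-SB replicate 2) and was 1.00 without HFD replicate 3. Msmo1 was 0.70 and Fdps 0.68 without HFD-SB replicate 1, and Msmo1 1.97 without HFD-SB replicate 2. Pmvk was 0.21, 1.06 and 0.20 without HFD-SB replicate 1, 2 and 3, and Lss was 0.51 without HFD replicate 1, 0.15 without HFD replicate 3, 0.67 without HFD-SB replicate 2 and 0.04 without HFD-SB replicate 3. Without adjustment 9 of the 14 passed, more than among other genes (Fisher's exact test, two-sided, odds ratio 43.2, adjusted p = 2.33e-08), and 6 passed when adjusted over the list alone. Of 51 lists, this was the 1 that passed Fisher's test in HFD-SB vs. HFD. The study drew this pathway for HFD-SB mice from data that include these arrays, so neither its count nor its interaction with the diet is independent evidence of its direction. Genes that SREBP2 regulates outside the pathway were also higher in HFD-SB, with a median of 0.43 and 8 of 9 members higher (camera adjusted p = 0.000123; adjusted p = 0.331 with an estimated correlation). Insig1, which retains SREBP in the endoplasmic reticulum when sterols are high, was 1.83 higher (standard error 0.510) and Stard4, a sterol carrier, 1.05 higher (standard error 0.313). Of 18 genes of fatty acid synthesis, 14 were higher, with a median of 0.27 (camera adjusted p = 0.00457; adjusted p = 0.331 with an estimated correlation): Scd1 was 1.97 higher (standard error 0.387), Fads1, a desaturase of polyunsaturated fatty acids, 1.12 higher (standard error 0.322) and Fasn, the fatty acid synthase, 0.75 higher (standard error 0.308; 0.48 without HFD replicate 3). The 3 measured enzymes of cholesterol synthesis that Fig. 6d does not draw had a median of -0.15 and a mean of 0.10 (camera adjusted p = 0.959). In STD mice the list of Fig. 6d had a median of 0.28 with 11 of 14 members higher (camera adjusted p = 0.0314; adjusted p = 0.807 with an estimated correlation). Limma called 0 of them without adjustment. Hmgcs1 was 0.76 higher (standard error 0.382; 0.36 without STD-SB replicate 1) and Cyp51 0.80 higher (standard error 0.401). The difference between the diets, tested as the interaction, had a median of 0.69 (camera adjusted p = 0.000167; adjusted p = 0.973 with an estimated correlation). Averaged over the 14 genes, the score per mouse was 0.62 ± 0.975 (SD, n = 3) in HFD-SB and -0.54 ± 0.298 (SD, n = 3) in HFD (exact two-sided permutation test, p = 0.2, where 0.1 is the smallest that 3 against 3 allow), and 0.14 ± 0.492 (SD, n = 4) in STD-SB and -0.20 ± 0.215 (SD, n = 4) in STD (exact two-sided permutation test, p = 0.257). The tests of this score were chosen after the result was seen. Replicate 2 of HFD-SB had a score of -0.50, within the range of the HFD mice. Its array had the lowest weight of the 14 (0.4983) and the lowest median correlation with the others (0.9739). Such a weight falls for an array unlike the others of its group, so it does not by itself measure quality. By the separation of control probe sets, at 0.7902, this array was the highest of HFD-SB. Without it the median in HFD-SB vs. HFD was 1.44 and Cyp51 (2.83, limma adjusted p = 0.00770) and Sqle (3.89, limma adjusted p = 0.0243) passed, while without HFD-SB replicate 1 it was 0.69, Scd1 had an adjusted p of 0.0108, Mvk was at -0.32 and Dhcr7 at -0.05; without HFD-SB replicate 3 Dhcr7 was at -0.02 and the list of fatty acid synthesis had an adjusted p of 0.317, and without HFD replicate 3 that p was 0.0619. Without HFD-SB replicate 2, the median of the SREBP2-regulated genes was 0.80. In STD mice the camera adjusted p of the Fig. 6d list was 0.162 without STD replicate 1 (median 0.24), 0.136 without STD replicate 2 (0.30) and 0.806 without STD-SB replicate 1 (0.10), and without STD-SB replicate 3 the median was 0.44. From higher levels of this machinery beside lower hepatic cholesterol, as with statins, the paper concludes that pathways downstream of Acly were effectively inhibited. Its evidence also includes proteomic data and Hmgcs immunoblots, which were not analysed here.

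**Figure D2:**
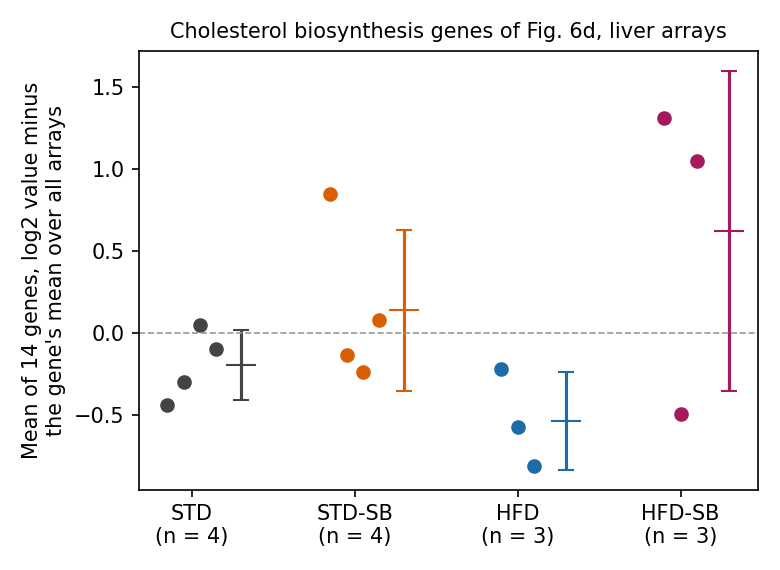
Score of the 14 measured cholesterol biosynthesis genes of Fig. 6d per liver array (vertical axis: mean over the genes of the log2 value minus the gene's mean over all 14 arrays) by group (horizontal axis). Each point is 1 mouse, the horizontal bar beside the points is the group mean and the whiskers are 1 SD. In HFD-SB, 2 mice sit at 1.31 and 1.05 and 1 at -0.50, against -0.22 to -0.81 in HFD.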

The global analysis of hepatic fatty acids indicated minor differences in fatty acid species, revealing a slight reduction in palmitic acid in STD-SB mice and a modest increase in vaccenic acid in HFD-SB mice (Fig. 6g). Consequently, the analysis of triglyceride species revealed a specific decrease in triglycerides containing two palmitic acids (POP and PLP) in STD-SB mice (Fig. 6h). In HFD-SB mice we found greater hepatic levels of several triglyceride species containing two saturated fatty acids (POP, PLS) and lower levels of triglycerides containing polyunsaturated fatty acids (POL, PLL, and OOL), an effect that has been observed in Acly depleted LNCaP cells (Fig. 6h)^31^. Analysis of polar lipid species indicated reductions of global phosphatidylserine levels in STD-SB mice (Supplementary Fig. S6g). The analysis of modulated hydrophobic species in our untargeted LC/MS metabolomics indicated increased levels of several long-chain phosphatidylcholines species, while short-chain phosphatidylcholines were decreased (Fig. 6i). Moreover, alterations in diglyceride and phosphatidylinositol species were also detected, indicating a profound modulation in the lipidome (Fig. 6i). Remarkably, an overall agreement with these trends was also found in SB-204990 treated mice fed with HFD (Fig. 6i). In addition, we observed a robust reduction of pteridine and betaine precursors related to folate cycle and one-carbon metabolism and a concomitant increased in transmethylated carnitine in STD-fed mice treated with SB-204990 (Fig. 6j). Of note, glycerol 3-phosphate, a precursor in the synthesis of glycerolipids, was increased in the liver of STD-SB mice (Fig. 6j). Interestingly, SB-204990 failed to affect these metabolite levels in mice fed with HFD. These data suggest that SB-204990-induced modulations in the folate cycle are more prominent in healthy-fed conditions, revealing differences in how this pathway is engaged under different feeding regimens. Overall, results shown revealed that SB-204990 produces modulations in pathways related to improved survival and healthspan, which include the metabolism of several amino acids and lipids^27,28^.

**Fig. 6:**
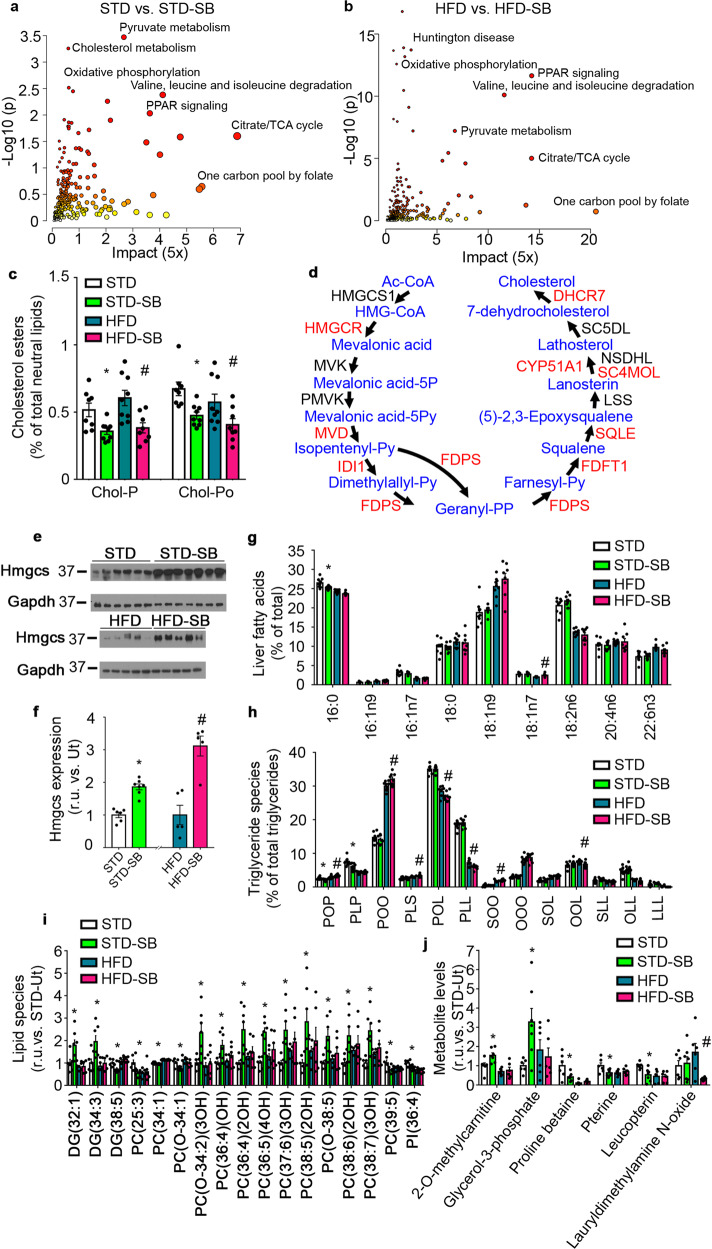
SB-204990 modulates fatty acid, cholesterol, and phospholipid metabolism. **a**, **b** Multiomics analysis in liver samples using transcriptomics, proteomics, and GC/MS- and LC/MS-based metabolomics. The JPA from MetaboAnalyst 5.0 was used to generate plots indicating the *p*-value and impact of significantly modulated pathways. **a** STD-SB vs. STD. Transcriptomic analysis; *n* = 4. iTRAQ proteomic analysis *n* = 4. Metabolomic GC/MS analysis; *n* = 5 for STD. *n* = 7 for STD-SB. Metabolomic LC/MS analysis; *n* = 6 for STD. *n* = 7 for STD-SB. **b** HFD-SB vs. HFD. Transcriptomic analysis; *n* = 3. iTRAQ proteomic analysis *n* = 4. Metabolomic GC/MS *n* = 6. Metabolomic LC/MS analysis *n* = 6. **c** Hepatic cholesterol esters. Chol-P: Cholesteryl palmitate. Chol-Po: Cholesteryl palmitoleate *n* = 8 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **d** Integration of multiomic analysis in cholesterol biosynthetic pathway in HFD-SB mice. Red indicates upregulation. Black indicates no significant differences. **e** Immunoblots for Hmgcs and Gapdh from liver homogenates. **f** Densitometric analyses of immunoblots shown in panel E. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 5 for HFD-SB. Student’s *t*-test. **g** Hepatic fatty acids. *n* = 9 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **h** Hepatic triglyceride species. P: Palmitic acid. O: Oleic acid. L: Linoleic acid. S: Stearic acid. *n* = 8 for STD. *n* = 9 for STD-SB. *n* = 9 for HFD. *n* = 8 for HFD-SB. Two-way ANOVA. **i** Analysis of significantly altered hydrophobic metabolites by LC/MS. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 6 for HFD. *n* = 6 for HFD-SB. Two-way ANOVA. **j** Analysis of significantly altered hydrophilic metabolites by LC/MS. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 6 for HFD. *n* = 6 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high-fat diet. r.u.: relative units. Ut: untreated. Data shown are the means ± SEM. *p < 0.05 STD-SB vs. STD. #*p* < 0.05 HFD-SB vs. HFD.

### SB-204990 targets hepatic mitochondrial function

Multiomic analysis revealed a marked effect of SB-204990 in pathways related to cellular energetics and mitochondrial pathways in STD and HFD feeding regimens (e.g., TCA cycle, pyruvate metabolism, and oxidative phosphorylation) (Fig. 6a, b, Supplementary Table S2, Supplementary Data 4, and Supplementary Fig. S7a, b). Contrary to the putative role of Acly in the production of Ac-CoA for de novo fatty acid synthesis and despite the fact that glucose incorporation into lipids was reduced by SB-204990, we found that primary hepatocytes exhibited a rapid increase in lipid content upon treatment with SB-204990 (Fig. 7a, b and Supplementary Fig. S2a). Interestingly, similar effects (e.g., larger lipid droplets/adipocyte size) have been observed in healthy-fed mice and cell cultures depleted of Acly activity (Fig. 3j, k)^22,31–33^. Incubation of primary hepatocytes with acetate or citrate did not increase lipid content (Fig. 7c and Supplementary Fig. S7c). Culture conditions mimicking hyperglycemia showed a trend towards increased lipid accumulation that was statistically significant only when supplemented with acetate. Under basal glucose conditions, SB-204990 produced net increases in lipid content even when culture media was supplemented with citrate and acetate. Lipid accumulation under conditions of SB-204990-mediated Acly inhibition might be explained by restricted metabolic activity. MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) test indicated that, under basal conditions, SB-204990 reduces cellular metabolism (Fig. 7d). Remarkably, acetate supplementation did not restore the metabolic activity of primary hepatocytes treated with SB-204990, supporting previous observations indicating that restricted Acly activity cannot be fully compensated with acetate supplementation^22^. Similar to treatments using SB-204990, experiments using bempedoic acid, a Food and Drug Administration (FDA)-approved Acly inhibitor, showed increased hepatocyte lipid content and reduced MTT activity, supporting that these effects rely on Acly inhibition (Fig. 7e, f). Intrigued by the potential effect of SB-204990 on mitochondrial performance, which could potentiate lipid accumulation, we evaluated mitochondrial functional dynamics in primary hepatocytes treated with SB-204990. SB-204990 reduced basal and maximal oxygen consumption rates (OCR) under standard culture conditions (e.g., low glucose; LG), while specifically maximal OCR was diminished in cells cultured on high glucose (25 mM) treated with SB-204990 (Fig. 7g). In standard and high glucose media, SB-204990 promoted reduction of extracellular acidification rate (ECAR) in cells challenged with oligomycin and FCCP, suggesting reduced glycolysis (Fig. 7h). Similarly, experiments using bempedoic acid also showed a reduction on maximal OCR in hepatocytes cultured with standard (5 mM) and high glucose (25 mM) concentration and restricted oligomycin-induced and FCCP-induced ECAR (Supplementary Fig. S7d, e). Direct evaluation of glycolysis in primary hepatocytes indicated that SB-204990 produced net decreases in ECAR in both basal and high glucose conditions (Fig. 7i). These results support the allosteric inhibition of glycolysis by intracellular accumulation of citrate^34^. We next determined whether SB-204990 could elicit effects in the mitochondria in vivo. Freshly isolated liver mitochondria of mice treated with SB-204990 (30 mg/kg of body weight; oral gavage; 3 h of treatment) exhibited a blockade and restricted increase of ADP-induced and FCCP-induced OCR, respectively (Fig. 7j). These data indicate a rapid effect of SB-204990 in mitochondrial uncoupling and suggest that factors involved in energy storage and utilization could be modulated under conditions of Acly inhibition mediated by SB-204990.

**Fig. 7:**
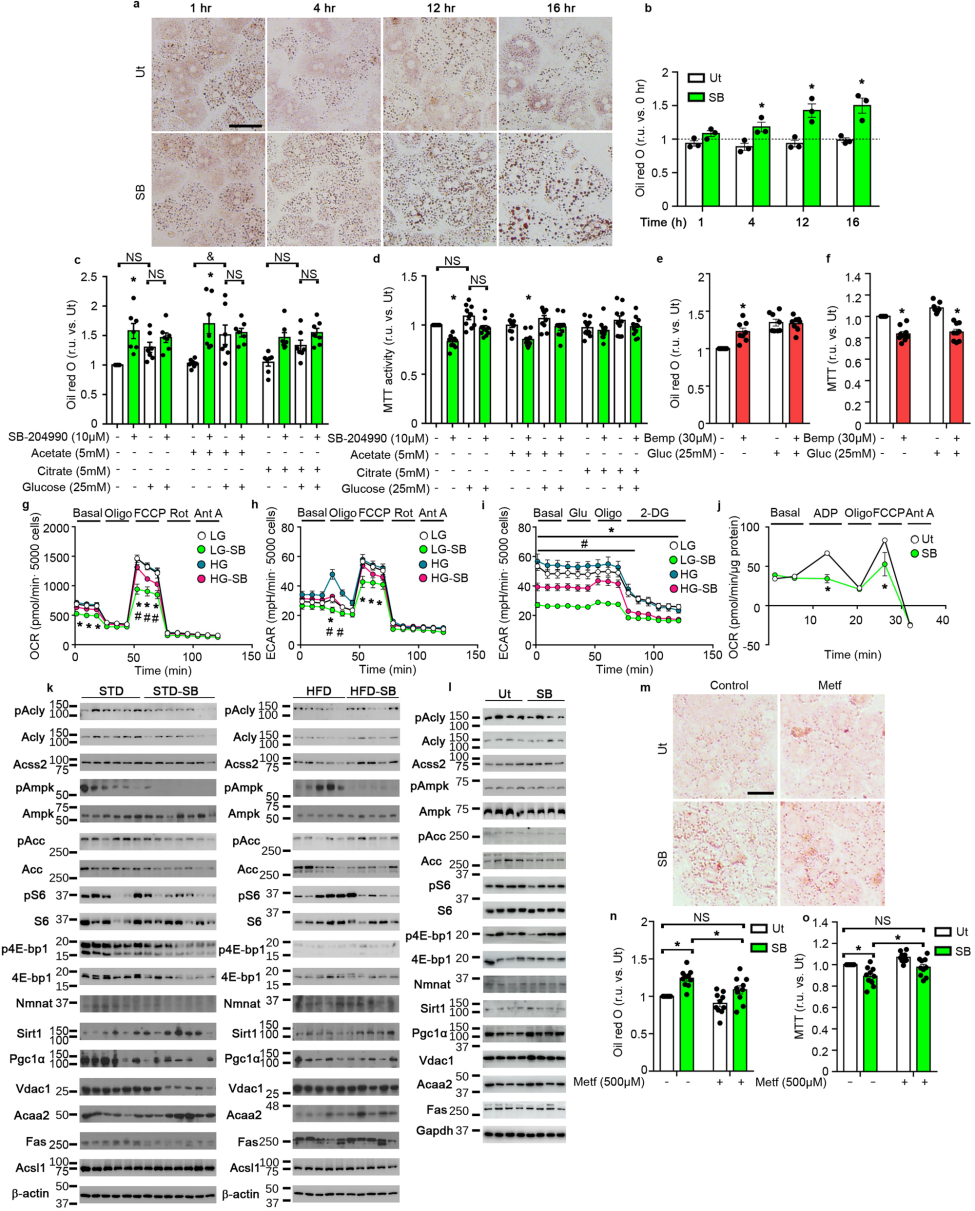
Reduced Ampk signaling is required for SB-204990-mediated effects in mitochondrial function and lipid accumulation. **a**–**j** Primary hepatocytes were treated with SB-204990 or bempedoic acid under different experimental conditions. Unless otherwise stated, hepatocytes were treated for 16 h with 10 µM SB-204990 or 30 µM bempedoic acid. **a** Representative images of primary hepatocytes stained with Oil red O treated with 10 µM SB-204990. Scale bar 50 µm. *n* = 3. **b** Quantification of Oil red O staining of primary hepatocytes treated with 10 µM SB-204990. *n* = 3. Two-way ANOVA. **c**–**d** Quantification of Oil red O staining and determination of metabolic activity by MTT test in primary hepatocytes treated with 10 µM SB-204990 in the presence of indicated doses of acetate or citrate. Glucose concentration in basal conditions (low glucose: LG) is 5 mM, and supplemented (high glucose: HG) is 25 mM. **c** Oil Red O staining. *n* = 7. Two-way ANOVA. **d** MTT test. *n* = 10. Two-way ANOVA. **e**, **f** Quantification of Oil red O staining and determination of metabolic activity by MTT test in primary hepatocytes treated with 30 µM bempedoic acid. Glucose concentration in basal conditions is 5 mM, and supplemented is 25 mM. **e** Oil Red O staining. *n* = 8. Two-way ANOVA. **f** MTT test. *n* = 9. Two-way ANOVA. **g** Oxygen consumption rate on primary hepatocytes. *n* = 4 for LG. *n* = 5 for LG-SB. *n* = 5 for HG. *n* = 5 for HG-SB. Two-way ANOVA. **h** Extracellular acidification rate on primary hepatocytes. *n* = 4 for LG. *n* = 5 for LG-SB. *n* = 5 for HG. *n* = 5 for HG-SB. Two-way ANOVA. **i** Extracellular acidification rate on primary hepatocytes on glycolysis stress test. *n* = 5 for LG. *n* = 6 for LG-SB. *n* = 5 for HG. *n* = 4 for HG-SB. Two-way ANOVA. **j** Oxygen consumption rate of freshly isolated liver mitochondria of mice gavaged with SB-204990. Liver samples were collected 3 h post-gavage. *n* = 3. Two-way ANOVA. **k** Immunoblots for hepatic proteins of mice treated with SB-204990 for 15 weeks. Densitometric quantification is shown in Supplementary Fig. S7f. *n* = 6 for STD. *n* = 7 for STD-SB. *n* = 5 for HFD. *n* = 5 for HFD-SB. **l** Immunoblots of primary hepatocytes treated or not with SB-204990 for 16 h. Densitometric quantification is shown in Supplementary Fig. S7i. *n* = 4. **m**–**o** Primary hepatocytes were treated with SB-204990 or not in the presence of metformin (500 µM) for 16 h. **m** Representative images of primary hepatocytes stained with Oil red O. Scale bar 50 µm. *n* = 10. **n** Quantification of Oil red O staining. *n* = 10. Two-way ANOVA. **o** Quantification of metabolic activity by MTT. *n* = 10. Two-way ANOVA. STD: standard diet. HFD: high-fat diet. SB: SB-204990. Bemp: Bempedoic acid. Glu: glucose. Oligo: Oligomycin. FCCP: Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone. Rot: Rotenone. Ant A: Antimycin A. ADP: Adenosine diphosphate. 2-DG: 2-deoxyglucose. NS: not significant. r.u.: relative units. Ut: untreated. Data shown are the means ± SEM. Unless otherwise stated *p < 0.05 SB vs. Ut or LG-SB vs. LG. #*p* < 0.05 HFD-SB vs. HFD. &*p* < 0.05 HG-acetate vs. acetate.

We next focused on determining modulations promoted by SB-204990 in the liver of mice fed with a healthy STD or an obesogenic HFD. We found that pThr 172 Ampk phosphorylation was reduced in the liver of mice treated for 15 weeks with SB-204990, irrespective of the diet, indicating a rich energetic status. Moreover, we found markers of restricted mTOR signaling and increased Sirt1 expression in STD-SB-204990 mice, whereas unaltered mTOR signaling and increased Sirt1 and Nmnat expression were found in HFD-SB-204990 mice (Fig. 7k and Supplementary Fig. S7f). These results suggest that enhanced Sirt1 expression or activity via greater NAD^+^ availability and restricted mTOR activity (specifically in STD-SB mice) could be concomitant to reduced Ampk activity^27,35^. Importantly, markers of mitochondrial content and biogenesis were reduced in the liver of mice treated with SB-204990 fed with a healthy diet, while expression levels of Acaa2, involved in mitochondrial β-oxidation, were increased in both STD-fed and HFD-fed mice treated with SB-204990 (Fig. 7k and Supplementary Fig. S7f). Modulations of mitochondrial functionality could alter stress resistance and oxidative damage accumulation^36^. Therefore, we next sought to determine expression levels of markers of the DNA damage response and lipid peroxidation. Interestingly, liver lysates of STD-SB mice exhibited reduced levels of Gadd153, while the livers of HFD-SB exhibited reduced lipid peroxidation (lysine 4-hydroxynonenal). Remarkably, the expression of the antioxidant protein Sod1 was increased in the livers of STD-SB and HFD-SB mice, while markers of autophagy exhibited divergent effects (Supplementary Fig. S7g, h). Under healthy feeding conditions, Fas levels were reduced, supporting the notion that reduced mitochondrial metabolism might have a greater specific weight promoting lipid accumulation in vivo than alterations on de novo lipogenesis (Fig. 7k and Supplementary Fig. S7f). In order to determine effects occurring early upon exposure to the Acly inhibitor SB-204990, we determined modulations on pathways altered in the liver of mice using cell cultures of primary hepatocytes. Similar to hepatic tissue of healthy-fed mice, we found that pThr 172 Ampk phosphorylation and pSer 79 Acc phosphorylation were reduced in primary hepatocytes treated with SB-204990 for 16 h, whereas alterations on markers of Sirt1 or mTOR activity were absent (Fig. 7l and Supplementary Fig. S7i). Primary hepatocytes were treated simultaneously with SB-204990 and the Ampk activator metformin (Fig. 7m–o and Supplementary Fig. S7j–l). Metformin normalized metabolic activity and lipid levels in SB-204990-treated hepatocytes, indicating that these effects require the blockade of Ampk activity. Moreover, metformin further exaggerated mitochondrial effects when cells were treated with SB-204990. Similar results were obtained using the Ampk activator AICAR (Supplementary Fig. S7m–o). Importantly, pharmacological inhibition and activation of other pathways altered by SB-204990, such as mTOR and folate cycle, did not revert alterations on MTT activity and lipid content promoted by SB-204990, indicating a major role of Ampk inhibition on these effects (Supplementary Fig. S7o). Together, these results indicate that SB-204990 modulates molecular mechanisms of aging, such as liponeogenesis and mitochondrial metabolic hubs, playing an important role in the control of energy metabolism via Ampk signaling.

## Discussion

The identification of efficient compounds able to reprogram cellular metabolism to prevent metabolic diseases is critical in the current aging society. In humans, nutritional interventions promoting improved metabolic control, such as caloric restriction or exercise, are challenging or even not feasible given the medical condition of the individuals. Advances in the knowledge of molecular mechanisms of metabolic control have been obtained through studies using genetically modified organisms, limiting the translational potential of the results generated. In contrast, pharmacological interventions might, in principle, be easily applied in clinical practice. In this study, we show that SB-204990 improves metabolic and physical health in diet-induced obese mice, which are known to suffer premature death^37^. It is important to mention that SB-204990 elicits different physiological effects depending on the feeding diet. In mice fed with a healthy standard diet, SB-204990 produced a metabolic imbalance with moderate insulin resistance, which is reminiscent of the effects of the geroprotector mTOR inhibitor rapamycin as well as the lack of adipose Rictor^38–40^, while SB-204990 produced improvements in glucoregulation in mice fed with HFD. In this regard, mice treated with SB-204990 fed with a healthy diet exhibited restricted phosphorylation of 4E-bp1, a well-known marker of mTOR activation, while another marker of mTOR activation, the phosphorylation of S6, was not significantly affected. These alterations in mTOR signaling were not detected in mice treated with SB-204990 fed with HFD. These results suggest that alterations in specific branches of mTOR signaling, which could be mediated by differential activation of phosphatases or other kinases that regulate targets of mTOR, might contribute to the development of compromised glucoregulation specifically in SB-204990-treated STD-fed mice. Whether compromised glucoregulation produced by SB-204990, similar to rapamycin, could produce unhealthy aging should be the focus of further research.

A potential molecular mechanism of cellular reprogramming that could occur under conditions of SB-204990-mediated Acly inhibition is the epigenetic modulation of histones via acetylation. Several reports have shown that restriction of Acly expression produces reduced levels of Ac-CoA and limited histone acetylation in cell cultures^23,41^. However, separate reports have also shown that upon Acly deficiency, acetylation levels of several histone residues are not altered in cell cultures and tissues^22,42^. Our results indicate that the acetylation of several histones can be enhanced by acetate but not by citrate, suggesting that cytoplasmic Ac-CoA synthetase could play a greater role in providing Ac-CoA than Acly to produce global increases in histone acetylation. Under these conditions, the Acly inhibitor SB-204990 did not affect global protein acetylation levels, further suggesting that the role of Acly in this important cellular process is limited. The analysis of different tissues has shown that compensatory mechanisms might be involved in maintaining unaffected histone acetylation levels in vivo in mice fed with challenging diets or mice lacking Acly^22,43^. Among those, alterations in the expression or activity of Ac-CoA-generating enzymes, such as cytoplasmic Ac-CoA synthetase or malonyl-CoA decarboxylase, could participate in this process. In mouse liver, SB-204990 failed to modulate Ac-CoA levels and histone acetylation and non-histone protein acetylation levels, indicating that the effects of SB-204990 on hepatic cholesterol levels and overall physiology are separated from global changes in histone and non-histone protein acetylation. Remarkably, these data suggest that different availability of Ac-CoA, subcellular compartmentation of Ac-CoA, which has not been evaluated herein, or regulatory processes exist in the modulation of cholesterol synthesis and histone acetylation upon Acly inhibition^22^. Despite these results, it is not possible to rule out that transcriptional changes produced by SB-204990 are due to changes in histone acetylation levels in specific transcriptional regulatory regions of target genes. These potential changes could orchestrate metabolic arrangements that could contribute to the physiological effects of SB-204990.

Our multiomic analysis has identified novel mechanisms and confirmed the enrichment of well-established pathways that depend on Acly activity. Among expected pathways modulated under restricted Acly activity, cholesterogenesis appears to be greatly restricted. These data support the effectiveness of Acly inhibition as a therapeutic target to reduce cholesterol levels. In this regard, another Acly inhibitor that also has an Ampk activatory effect, bempedoic acid, has successfully undergone clinical trials as a cholesterol-lowering agent, and it is now approved by the FDA and the European Medicine Agency (EMA)^20^. Fatty acid metabolism is another anticipated pathway modulated in mice treated with SB-204990. Changes in fatty acid profiles have been observed in conditions of restricted Acly activity^31^, and significant changes in phosphatidylserine levels and modulations on several phosphatidylcholines, diglycerides, and triglycerides species were observed in our study. These changes, indicating a modulation towards longer phosphatidylcholine species in mice treated with SB-204990, might affect membrane fluidity, limiting the activity of proteins in lipid rafts that play an important role in cellular signaling, including insulin sensitivity^44^. New pathways altered by the Acly inhibitor SB-204990 include changes in amino acid metabolism, mTOR, folate cycle, and one-carbon metabolism. These pathways have been highlighted in genetic and nutritional models of extended longevity^27,45–47^. Remarkably, the control of mTOR on Acly activity and stability has been demonstrated^48^, and previous observations indicated that the lack of Acly produces reduced mTOR signaling in differentiating adipocytes^49^. Our data indicate that targeting Acly in healthy feeding conditions produces reduced mTOR signaling in vivo, indicating the existence of effective crosstalk among master regulators of cellular metabolism and their targets. These central pathways play a role in controlling effectors of cellular energetics^50,51^. Multiomic analyses also highlighted effects on cellular energetics and mitochondria. Interestingly, SB-204990, as well as bempedoic acid, promoted lipid storage despite the fact that glucose incorporation into lipids was reduced in primary hepatocytes. Although similar results (e.g., larger lipid droplets/adipocyte size) have been observed in other experimental models depleted of Acly activity^22,31–33^, this is particularly interesting since Acly participates in de novo lipogenesis. Our results showing that SB-204990 and bempedoic acid produce net decreases in mitochondrial oxygen consumption suggest that reduced mitochondrial metabolism could contribute to accumulate lipids in hepatocytes treated with SB-204990 or bempedoic acid. Experiments performed in primary hepatocytes indicated that neither acetate nor citrate supplementation promoted lipid accumulation. These data suggest that restricted mitochondrial metabolism or alternative Ac-CoA sources, such as malonyl-CoA via malonyl-CoA decarboxylase activity, but not acetate or citrate, could contribute to accumulate intracellular lipids in hepatocytes treated with SB-204990 or bempedoic acid. Efficient mitochondrial performance is central to achieve longer and healthy life expectancy^52^. Effects of SB-204990 and bempedoic acid on mitochondrial function (i.e., producing restricted oxygen consumption) are similar to other pharmacological interventions that extend lifespan, such as rapamycin and metformin, which are considered mild mitochondrial poisons^36,51,53^. Despite lower oxygen consumption, mice exhibited lower activation of the master regulator of cellular energetics Ampk, which reflects a rich energetic status. The Ampk activators metformin and AICAR blunted the effects of SB-204990 in the alteration of metabolic activity and promotion of lipid storage while producing a synergistic effect in mitochondrial functional dynamics, suggesting a relevant role of Acly activity in cellular energetics. These effects were associated in vivo with restricted mTOR signaling and increased levels of Sirt1 (STD-SB mice) or the NAD^+^ generator Nmnat (HFD-SB). Sirt1, Ampk, and mTOR have complex crosstalk but are undoubtedly intertwined in the control of Acly stability and play a central role in lifespan and healthspan^38,54,55^.

Our study was carried out in a rather limited number of male C57BL/6 mice. Given the different responses to diets of male and female mice and sex-specific differences in metabolic control, sex differences are plausible and may be relevant^56–58^. Our work provides evidence of the effects in the hepatic tissue of the Acly inhibitor SB-204990. It remains to be investigated whether similar metabolic signatures occur in other organs. Several findings described herein must be taken into consideration in any potential further work using SB-204990 and await further investigation. In particular, the effects of Acly inhibitors on different feeding regimens, Acly-independent effects of SB-204990 and/or bempedoic acid, effects of acetate metabolism on longevity pathways, and the possibility of targeting monocarbonated metabolism to achieve healthy aging in mammals represent central questions that deserve further research. Although further work is required, our study posits that pharmacological inhibitors of the Acly produce profound modulations on lipid and mitochondrial metabolism that depend on the diet consumed, which might have important consequences for physical health, metabolic control, and life expectancy.

## Methods

### Animals, diets, and in vivo treatments

Mice experimentations were approved by the CABIMER Animal Committee and performed in accordance with the Spanish law on animal use RD 53/2013 and the EU Directive (2010/63/EU) for animal research. Eight-week old wild-type male C57BL/6 mice were purchased from Janvier Labs (Le Genest‐Saint‐Isle, France). Mice were housed in individually ventilated cages (Tecniplast, Buguggiate, Italy). Souralit plus 29/12 bedding (Souralit, Gerona, Spain) was sterilized by autoclave and added to each cage. Mice were group‐housed at 3–4 mice per cage. Mice were maintained on a 12-h light/dark cycle and had ad libitum access to rodent chow TD2914 (Envigo, Barcelona, Spain) and water until the initiation of the treatments. One cohort of mice was treated or not with SB-204990, mice were distributed in four different groups at 26 weeks of age, and treatments were initiated: (1) standard TD2914 diet (STD) with the following percentages of calories distribution: 67% from carbohydrates, 20% from proteins, and 13% from fats. (2) STD + 250 mg/kg of SB-204990 (STD-SB). (3) a cholesterol-free high-fat diet (HFD) TD.06414 (Envigo, Barcelona, Spain) with the following percentages of calories distribution: 21.4% from carbohydrates, 18.3% from proteins, and 60.3% from fats (37% saturated, 47% monounsaturated, and 16% polyunsaturated). (4) HFD + 250 mg/kg of SB-204990 (HFD-SB). At week 41 of life, these mice were euthanized at 16 h of fasting for the ex vivo analyses. Another cohort of mice was treated or not with SB-204990 starting at 5 weeks of age using the STD TD2914 diet. This cohort was subjected to indirect calorimetry analyses and was sacrificed at 10 weeks of life.

### Chemicals

SB-204990 was purchased from Tocris and Sreeni Labs Private Limited, and bempedoic acid was purchased from Cayman Chemical.

### Metabolic tests

For OGTTs, mice were fasted for 6 h at 10 a.m. and received a dose of glucose (3 g/kg) by gavage. For IPPTT, mice were fasted for 6 h from 10 a.m. and received an intraperitoneal injection of sodium pyruvate (2 g/kg). For the ITT, mice were fasted for 3 h from 10 a.m. and received an intraperitoneal injection of insulin (1.5 IU/kg). For the HOMA-IR, mice were fasted from 8 p.m., and determinations were performed at 16 h of fasting. To determine glucose levels, blood samples were taken by venipuncture using a Precision Xceed glucometer (Abbott, Madrid, Spain). Insulin was measured in plasma using ELISA kits (Crystal Chem, Downers Grove, IL, USA).

### RNA isolation and semi-quantitative RT–PCR

Total RNA was isolated from frozen tissues using the easy-blue total RNA Extraction kit (#17061, iNtRON Biotechnology, Inc., Seongnam, Korea). RNA concentration and quality were determined with the NanoDrop® Spectrophotometer ND-100. Total RNA (0.5–2 µg) was used to synthesize cDNA with the iScript™ cDNA Synthesis Kit (Bio-Rad Laboratories). Primer sequences are presented in Supplementary Data 5. The mRNA expression was calculated by the 2^−ΔΔCT^ method and normalized to the expression of Rps29.

### Acly activity

Acly activity was determined as described in ref. ^59^. In brief, liver tissue was lysed in ice-cold 220 mM mannitol, 70 mM sucrose, 5 mM potassium HEPES buffer, pH 7.5 containing 1 mM dithiothreitol. Lysates were centrifuged at 600 × *g* for 10 min to precipitate the nuclei and debris. Then, the supernatant was centrifuged at 5500 × *g* for 10 min to precipitate the mitochondrial fraction, and the supernatant was then centrifuged at 20,000 × *g* for 20 min to generate a cytosolic fraction used to measure enzyme activity. Enzymatic activity was measured in 5 mM citrate, 0.3 mM coenzyme A, 3 mM ATP, 0.15 mM NADH, 10 mM MgCl_2_, 10 mM dithiothreitol, and 6 units/ml of malate dehydrogenase in 100 mM Tris chloride buffer, pH 8.5 at 37 °C. The NADH disappearance was monitored at 340 nm for 1 min for background, after which 5 mM citrate was added to determine Acly activity.

### Primary hepatocyte isolation

Primary hepatocytes were isolated from the livers of wild-type male mice as previously described with minor modifications^60^. In brief, livers were perfused with Hank’s Balanced Salt Solution (5.33 mM KCl, 0.44 mM KH_2_PO_4_, 0.34 mM Na_2_HPO_4_, 138 mM NaCl, 4.17 mM NaHCO_3_, and 25 mM HEPES) containing 5 mM glucose supplemented with 0.5 mM EGTA and 25 mM HEPES (pH 7.4 at 37 °C) using a CTP100 peristaltic pump (Thermo Fisher). Once the liver was perfused, the perfusion solution was changed to DMEM (Sigma-Aldrich D5546) supplemented with 100 U/ml Penicillin and 0.1 mg/ml Streptomycin (pen-strep), 10 mM HEPES, and 100 U/ml of collagenase (Type IV, Worthington). Cells were released from the liver, and the cell suspension was filtered using a 70-μM cell strainer. Then, cells were centrifuged at 50 × *g* for 2 min three times. Cell pellets were resuspended in DMEM (Sigma-Aldrich D5796) supplemented with pen-strep, 10 mM HEPES, 10 nM dexamethasone, 2 mM L-glutamine, 1 mM sodium pyruvate, and 10% fetal bovine serum (FBS) and seeded into plates precoated with collagen type I (Sigma-Aldrich St. Louis, MO, USA). Then, 60 min post-seeding the media was changed to DMEM (Sigma-Aldrich D5546) supplemented with pen-strep, 10 mM HEPES, 100 nM dexamethasone, and 10% FBS. Media was changed 3 h later to serum-free DMEM (Sigma-Aldrich D5546) supplemented with pen-strep, 5 mM HEPES, 10 nM dexamethasone, 2 mM L-glutamine, 1 mM sodium pyruvate, and cells were cultured for up to 16 h for various experiments.

### Pancreatic islet procuration and culture

Pancreatic islets were isolated from wild-type mice by intraductal collagenase perfusion as previously described^61^. Islets were cultured for 16 h in RPMI 1640 supplemented with 10% FBS, pen-strep, 2 mM glutamine, 1 mM sodium pyruvate, 50 µM β-mercaptoethanol, and 10 mM HEPES.

### Glucose incorporation into lipids

Glucose incorporation into lipids was determined in primary hepatocytes, as previously described, with minor modifications^44^. Primary hepatocytes were seeded in 12-well culture dishes at 2.5 × 10^5^ cells per well and were incubated for 16 h under different experimental conditions. After a 60-min preincubation in 20 mM HEPES, pH 7.4, 114 mM NaCl, 4.7 mM KCl, 1.2 mM KH_2_PO_4_, 1.16 mM MgSO_4_, 2.5 mM CaCl_2_, 3 mM glucose, and 1% fatty acid-free bovine serum albumin at 37 °C, cells were treated with 30,000 cpm of [3-^3^H] glucose (0.5 Ci/mol, Perkin Elmer NET331C005MC) and plates were sealed with an optical adhesive film. The incubation was terminated 2 h later by adding 1 ml of methanol:phosphate buffered saline (PBS) (2:3) to the cells. Cells were collected with gentle pipetting, centrifuged at 700×*g*, and washed twice with PBS. Then, 200 μl of 0.2 M NaCl was added to the cell pellet, and the mixture was immediately frozen in liquid N_2_. Samples were thawed, and a mixture composed of 750 μl of CHCl_3_:methanol (2:1) and 50 μl of 0.1 N KOH per sample was added. Then, vigorous vortexing was applied, and the lipid and aqueous fractions were separated by centrifugation at 2000×*g* for 20 min. The top aqueous layer was discarded, and the bottom lipid-soluble layer was washed with 200 μl of methanol:water:CHCl_3_ (48:47:3). Aliquots (200 μl) of the lipid-soluble phase were transferred into scintillation vials, and radiolabeled lipids were quantified using liquid scintillation cocktail (Perkin Elmer).

### Cell death

Cell death was assessed by ELISA according to the instructions of the manufacturer (Sigma-Aldrich 115446775001). Optical density at 405 nm against 490 nm reference was determined with a Varioskan Flash spectrophotometer (Thermo Scientific). In the case of primary hepatocytes, cells were seeded in 12-well plates. In the case of pancreatic islets, 10 islets per well were used.

### MTT test

MTT activity was determined using the Cell Proliferation Kit I according to the recommendations of the manufacturer (Roche, Spain). Optical density was determined at 575 nm with a reference wavelength of 690 nm using a Varioskan Flash spectrophotometer (Thermo Scientific, Spain). In the case of primary hepatocytes, cells were seeded in 12-well or 24-well plates. In the case of pancreatic islets, 35 islets per well were used.

### Urea test

Urea production was determined in primary hepatocytes, as previously described, with minor modifications^62^. In brief, primary hepatocytes from wild-type mice were seeded in 12-well plates at a density of 3 × 10^5^ cells per well and were incubated for 16 h under different experimental conditions. Then, media was replaced, and urea production was measured after 2 h using the MAK006 kit according to the manufacturer’s instructions (Sigma-Aldrich St. Louis, MO, USA) using a Varioskan Flash spectrophotometer (Thermo Scientific).

### Glucose-stimulated insulin secretion

Groups of 10 pancreatic islets were washed in 500 μl of Krebs-Ringer bicarbonate-HEPES buffer (KRBH) (140 mM NaCl, 3.6 mM KCl, 0.5 mM NaH_2_PO_4_, 0.5 mM MgSO_4_, 1.5 mM CaCl_2_, 2 mM NaHCO_3_, 10 mM HEPES, and 0.1% BSA) and pre-incubated at 37 °C for 45 min in 300 μl of KRBH. Islets were then centrifuged, and the KRBH buffer was discarded. Subsequently, fresh KRBH supplemented with 2.2 mM glucose was added, and islets were incubated for 30 min. Next, the buffer was harvested (basal insulin secretion), and 500 μl of KRBH supplemented with 22 mM glucose was added. Islets were incubated for 30 min at 37 °C, and then the buffer was harvested (stimulated insulin secretion). Insulin levels were measured using a mouse insulin ELISA kit according to the manufacturer’s instructions (Crystal Chem).

### Pharmacokinetic studies

Wild-type mice received an oral gavage of SB-204990 (30 mg/kg of body weight), and serum samples were collected at different time points. SB-204990 in serum samples was quantified by a chromatography and mass spectrometry method. Briefly, 150 µl of acetonitrile containing 2,4,dichlorohydrocinnamic acid (internal standard) were added to 50 µl of serum samples, which were vortex-mixed and centrifuged at 20,000 × *g* at 4 °C for 15 min. Then, 110 µl of supernatant was transferred to the autosampler vial for analysis. The chromatographic experiments were carried out on an Agilent 1290 HPLC system (Agilent, CA). The separation of SB-204990 was accomplished using a C18 Supelco 50 × 2.1 mm, 3 µm column set at 4 °C. The mobile phase consisted of water/acetonitrile 90/10 with 0.1% formic acid as component A and acetonitrile/water 90/10 with 0.1% formic acid as component B using a linear gradient. Mass spectrometry analysis was performed using the mass spectrometer model API 4000 system from Applied Biosystems/AB Sciex. The data were acquired and analyzed using Multiquant 2.1.1. (Sciex). Negative electrospray ionization data were acquired using multiple reaction monitoring (MRM). Standards were characterized using the MRM transitions (389/329) for SB-204990 and (218,9/174.8) 2,4,dichlorohydrocinnamic. The instrumental settings were 500 °C and 4500 V, and compound parameter settings for collision energy were −24eV for SB-204990 and −16eV for 2,4,dichlorohydrocinnamic.

### Indirect calorimetry

Mouse metabolic rate was assessed by indirect calorimetry in an OxyletPro system (PanLab Harvard Apparatus). Mice were housed singly with water and food available ad libitum and maintained at ~22 °C under a 12:12-h light:dark cycle (light period 08:00–20:00). The concentrations of oxygen and carbon dioxide were monitored at the inlet and outlet of the sealed chambers to calculate oxygen consumption. Each chamber was measured for 60 s at 10-min intervals, and data were recorded for ~48 h total. Locomotor activity was monitored using an infrared photocell beam (rearing) and a sensor platform (activity). Food and water intake were automatically monitored using sensors in each cage.

### Barnes Maze

The method was performed according to a previously published protocol^63^. In brief, on the pre-training trial, mice were pre-trained to enter the escape box, guiding them to the escape box. Mice remained in the box for 2 min. Then, training trials were initiated (4 days). Mice were trained four trials per day, and trials were separated by 15 min. Mice were allowed to explore the maze for up to 3 min and were guided to the escape box. Once the mice entered the box, the buzzer was turned off, and the mice remained in the box for 1 min. The following day, subjects received a probe trial for 90 s to determine short-retention memory. During the probe trial, the escape box was removed. Primary latency and total attempts were recorded. Without further training, 7 days after, mice were tested for another probe trial for 90 s to determine long-term retention memory.

### Fecal lipid content

Lipid extraction from 1 g of dried feces was performed by chloroform-methanol as previously described in ref. ^64^. In brief, feces were lysed, and 0.9% NaCl solution was added and vortexed. Then, a similar volume of chloroform:methanol (2:1) was added, and samples were vortexed. Samples were centrifuged at 1000 × *g* for 10 min, and the lipid-containing nonpolar phase was extracted. Then, samples were air-dried, and lipids were quantified.

### Glycated hemoglobin

HbA1c levels were determined in blood samples according to the manufacturer’s protocol (Crystal Chem).

### Cholesterol and LDL/VLDL determinations

Cholesterol and low-density/very low-density lipoprotein (LDL/VLDL) in serum were determined using the EnzyChrom Assay kit (BioAssay Systems, E2HL-100), according to the manufacturer’s instructions.

### Rotarod

Results from rotarod tests are presented as the time to fall from an accelerating rotarod (4–40 rpm over 5 min). Mice were given a 1-minute habituation trial at 4 rpm on the day before the experiment. The results shown are the averages of three trials per mouse^65^.

### Wire hang

For the wire hang test, mice were allowed to grip a horizontal 1 mm wire with four paws for up to 60 s, and the latency to fall from the wire was determined. Three different trials were performed with each mouse, and the results shown are the averages of the three trials^65^.

### Determination of AST and ALT

Serum concentrations of AST and ALT were measured using a Cobas Integra 400 plus automated analyzer (Roche Diagnostics).

### Histochemistry and cytochemistry

Dissected tissues and cell cultures were fixed in 4% paraformaldehyde. Tissue sections (5 μm thick) were deparaffinized and rehydrated as previously described in ref. ^60^. For hematoxylin and eosin staining, sections were immersed in hematoxylin (Merck) and eosin (Merck) for 4 and 2 min, respectively. Evaluation of lipid content was performed using Oil red O staining. Quantification of lipid content was performed after isopropanol solubilization at 510 nm. The histological study of the stained sections was carried out using a Leica DM6000B microscope equipped with a DFC390 camera (Leica, Barcelona, Spain) and an Olympus IX71 with an Olympus DP70 camera (Olympus). Adipocyte size was quantified with ImageJ software (National Institutes of Health).

### AML12 cell culture

AML12 cells were obtained from ATCC and were maintained and propagated in DMEM/nutrient mixture F-12 Ham with 10% fetal bovine serum, pen-strep, ITS Liquid Media Supplement (Sigma-Aldrich), and 0.1 μm dexamethasone. For experiments, cells were exposed to 10% dialyzed FBS in DMEM/nutrient mixture F-12 Ham containing 17 mM glucose and were treated with additional glucose (up to 42 mM), citrate, acetate, and SB-204990 for 16 h. Samples were snap frozen and maintained at −80 °C until processed.

### Acid histone extraction

AML12 cell pellets (2 × 10^6^ cells) and liver samples were cut into small pieces (60–70 mg) and transferred to an Eppendorf tube. Thereafter, 1 ml of Triton Extraction Buffer (TEB; PBS containing 0.5% Triton X 100 (v/v), 0.02% (w/v) NaN_3_) + inhibitors (Trichostatin 10 μM, nicotinamide 10 mM, sodium butyrate 50 mM, with protease, and phosphatase inhibitors P0044, P5725, and P8340) were added per 200 mg of tissue/1 × 10^7^ cells, and samples were homogenized. Then, lysates were incubated on rotation for 10 min at 4 °C, and the mixture was centrifuged at 2000 rpm for 10 min at 4 °C. The supernatant was removed, and the pellet was resuspended in 100 μl of 0.2 N HCl and incubated on rotation overnight at 4 °C. Afterwards, samples were centrifuged at 2000 rpm for 10 min at 4 °C, and the supernatant was transferred to a new tube. Next, HCl was neutralized with NaOH 0.2 N, and samples were stored at −80 °C until used.

### Western blot

For total protein isolation, samples were lysed in radioimmunoprecipitation assay buffer (20 mM Tris–HCl, 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, pH 7.5) with protease, phosphatase, and deacetylase inhibitors P0044, P5725, P8340, and SC-362323. Western blots were performed according to standard methods, which involved, in certain cases, membrane stripping and incubation with a primary antibody of interest, followed by incubation with a horseradish peroxidase-conjugated secondary antibody and enhanced chemiluminescence. Antibodies used are presented in Supplementary Data 5. Blots were quantified with ImageJ, and the bands of interest were normalized to Ponceau S, β-actin, and/or Gapdh staining, as previously validated in refs. ^66,67^.

### Ac-CoA determination

Ac-CoA was determined using the MAK039 kit following the instructions of the manufacturer (Sigma-Aldrich).

### Transcriptome profiling

cRNA preparations were hybridized to mouse Clariom™ S Assay Array chips using the standard protocols of the Genomic Core Facility of CABIMER (Affymetrix, Santa Clara, CA, USA). Briefly, 50 ng of total RNA from each biological sample was used as a template to prepare biotinylated fragmented cRNA using a two-cycle amplification step. Image analysis, quality control, and quantification of data were performed using the Affymetrix GeneChip Command Console Software 2.0. Statistic data analysis was performed using the Transcriptome Analysis Console (TAC), which included the processing of fluorescence data (raw data), data normalization, the exchange value of expression of a condition regarding control, and statistical parameters appropriate to establish a degree of credibility (*p*-value) (Affymetrix). Transcripts that showed *p*-value <0.05 were selected as differentially expressed genes. In the TAC analyses module, Wikipathways was used. Raw data are accessible at GSE196853.

### Untargeted metabolomics

Metabolite extraction was performed in frozen tissues using 400 µl of MeOH:water (8/1, v-v). After vortexing, samples underwent five repeated freeze–thaw cycles and were kept on ice for 1 h. Then, samples were centrifuged (10 min, 15200 rpm at 4 °C), and 100 μl and 250 μl of supernatant were transferred to autosampler vials for respective liquid chromatography/mass spectrometry (LC/MS) and gas chromatography/mass spectrometry (GC/MS) analysis. For LC/MS and MS/MS analysis, samples were injected into a UHPLC system (1290 Agilent) coupled to a quadrupole time of flight (QTOF) mass spectrometer (6550 Agilent Technologies) operated in positive electrospray (ESI+) and negative electrospray (ESI−) ionization mode. Tissue extracts were separated using a Waters Acquity UPLC BEH HILIC (1.7 µm, 2,1 × 150 mm). The solvent system was A = 50 mM ammonium acetate in water and B = acetonitrile/water with 50 mM ammonium acetate. The linear gradient elution used started at 95% A (time 0–2 min) and finished at 95% B (9.5 min). The injection volume was 2 μl. ESI conditions were gas temperature 150 °C, drying gas 11 L/min, nebulizer 35 psig, fragmentor 120 V, and skimmer 65 V. The instrument was set to acquire over the m/z range of 50–1200 with an acquisition rate of 3 spectra/s. MS/MS was performed in targeted mode, with a default iso width (the width half-maximum of the quadrupole mass bandpass used during MS/MS precursor isolation) of 1,3 m/z (narrow). The collision energy was fixed at 10, 20, 30, and 40 V. For GC/MS analysis, samples were dried under a stream of N_2_ gas and lyophilized before chemical derivatization with 40 µl of methoxyamine in pyridine (30 µg/ml) for 45 min at 60 °C. Subsequently, samples were silylated using 25 µl of N-methyl-N-trimethylsilyltrifluoroacetamide with 1% trimethylchorosilane (Thermo Fisher Scientific) for 30 min at 60 °C to increase the volatility of metabolites. A 7890B GC system coupled to a 7250 QTOF mass spectrometer (Agilent Technologies) was used for GC-MS analysis. Derivatized samples (1 µl) were injected in the gas chromatograph system equipped with an Agilent 19091S-433UI HP5-ms Ultra Inert 86 stationary phase column (30 m × 0.25 mm × 0.25 μm). Helium was used as a carrier gas at a flow rate of 1.5 ml/minute in constant flow mode. The temperature gradient used was from 70 to 190 °C at a heating rate of 11 °C/m and from 190 to 325 °C at 21 °C/minute, finally holding for 4 min. Electron impact ionization was conducted at 70 eV, and the source temperature was set to 230 °C. Mass spectra were recorded after a solvent delay of 3 min, with the analyzer acquiring in full-scan MS mode at a rate of 5 scan/sec within a mass range of 35–700 m/z. Upon acquisition, raw LC/MS proprietary vendor files were converted to the open standard format *mzML* using Proteowizard MS-convert^68^ and subsequently processed by XCMS software (version 3.10.2)^69^. XCMS analysis of these data provided a matrix containing the retention time, m/z value, and integrated peak area for aligned features across samples (a feature being defined as molecular entity with a unique m/z and a specific retention time). QC samples were used to account for analytical variation. In LC/MS experiments, features significantly modified by SB-204990 in STD and HFD were prioritized for MS/MS identification in targeted mode. Metabolites were identified as conforming to Level 2, as specified by Schymanski et al., since their accurate mass and experimental MS/MS spectra coincide with the fragmentation pattern of chemical standards from the METLIN, MassBank, and/or NIST17 databases^70^. For GC/MS analyses, raw GC/MS data were converted to *mzXML* format using Proteowizard MS-convert. Subsequent data deconvolution and alignment were performed using eRah, and metabolite identification was conducted by matching fragment spectra with compound spectra present in the Golm database and NIST17 libraries^71^. Data processing was conducted in R versions 3.6.1 and 4.0.3 (R-Foundation for statistical computing, www.Rproject.org). Raw data are accessible at 10.5281/zenodo.6222260.

### Proteomic analysis

iTRAQ labeling with two 8-plex iTRAQ kits was performed in the Proteomic facility of the Institute of Biomedicine of Seville using their standard protocols. Individual liver samples were isolated in urea lysis buffer (8 M urea, 25 mM Tris, 100 mM NaCl, 25 mM NaF, 10 mM Na_4_P_2_O_7_, 50 mM β-glycerophospate, 1 mM Na_3_VO_4_, 1:100 protease inhibitors, and 1:100 deacetylase inhibitors, pH 8). Samples were sonicated for 10 s and centrifuged at 20,000 × *g* for 15 min at 4 °C. The supernatant was harvested and stored at −80 °C. Then, samples were reduced with 50 mM tris-(2-carboxyethyl)phosphine (AB Sciex) at 60 °C for 1 h with shaking and were subsequently alkylated using 200 mM S-methyl methanethiosulfonate (AB Sciex) for 30 min at room temperature. Samples were then trypsinized at 37 °C in a 10:1 ratio (w/w) of substrate/enzyme in a water bath overnight (Promega). Then, samples were speed-vac dried. The iTRAQ-labeling assay was conducted according to the manufacturer’s instructions (iTRAQ 8-plex, AB Sciex). Briefly, peptides were reconstituted in 1 M triethylammonium bicarbonate (Sigma-Aldrich St. Louis, MO, USA), 0.05% SDS, 1:100 phosphatase inhibitor cocktail, 1:100 protease inhibitor cocktail, and 0.002% benzonase (Novagen, Argentina) and labeled with one isobaric amine-reactive tag. After 2 h of incubation, labeled samples were pooled, dried at 45 °C, and stored overnight at 4 °C. iTRAQ-labeled samples were desalted using Oasis HLB C18 cartridges (Waters, Milford, MA, USA) and dried using a vacuum centrifuge. Peptides were then prefractionated using MCX Oasis columns (Waters) and increasing concentrations (50–2000 mM) of ammonium formate. Fractions were collected, individually washed using C18 cartridges, and dried. Peptides from each fraction were separated using nano-liquid chromatography (nano LC 1000, Thermo Scientific) and analyzed by means of nano-electrospray ionization (Proxeon Biosystems, Odense, Denmark) connected to a Q Exactive Plus Orbitrap mass spectrometer (Thermo Scientific). Briefly, 13 µl of each fraction was loaded, preconcentrated, and washed in an Acclaim PepMap (75 µm × 2 cm, nanoViper, C18, 3 µm, 100 Å) precolumn (Thermo Scientific). Peptides were separated in an analytical column (75 µm × 15 cm, nanoViper, C18, 2 µm, 100 Å, Acclaim PepMap RSLC) for 240 min at 200 nL/minute (Thermo Scientific). Peptides were eluted with a gradient of buffer A (0.1% formic acid, 100% H_2_O) to buffer B (0.1% formic acid, 100% acetonitrile). The Q Exactive system was used for MS/MS analysis in the positive ion and information-dependent acquisition mode. Proteins were identified and quantified using Proteome Discoverer (v2.1, Thermo Fisher Scientific), using three embedded search nodes; Mascot^72^ (v2.5.1), Sequest HT (Thermo Fisher Scientific), and MS Amanda^73^ (v2.1.5) search algorithms. The Percolator algorithm was used to calculate the false discovery rate (FDR) of peptide spectrum matches, set to a *q*-value of 0.05^74^. Entrez labels and gene names were retrieved with the R interface to Uniprot web services R package version 2.20.0. Raw counts were normalized using the weighted trimmed mean of M-values method^75^, and the batch effect for the two iTRAQ experiments was removed using ComBat^76^. The contrast between different conditions was carried out with the quasi-likelihood test implemented in edgeR^77^. Raw data are accessible at 10.5281/zenodo.6140992.

### Multiomic analyses

Transcriptomic, proteomic, and metabolite profiles were analyzed using MetaboAnalyst version 5.0^26^ and Ingenuity pathway analysis (IPA) (Qiagen). Significantly modulated transcripts, proteins, and metabolites were included in the analyses, and protein levels were prioritized when protein and transcript levels were available. Multiomics analyses were performed utilizing the Joint Pathway Analysis (JPA) module from MetaboAnalyst 5.0. including the settings “All pathways; hypergeometric test, closeness centrality, combine queries”. IPA analyses used the modules Upstream Regulators, ToxList, and Canonical Pathways.

### Hepatic lipid analyses

Hepatic lipids were extracted from ~20 mg of tissue using hexane-isopropanol, as previously described in ref. ^64^. Samples were analyzed by GLC as previously described in ref. ^78^. In brief, fatty acid methyl esters (FAMES) were obtained from isolated lipids by heating the samples at 80 °C for 1 h in 3 ml of methanol/toluene/H_2_SO_4_ (88:10:2 v/v). Heptadecanoic acid (1/10 w/w) was added to each sample as an internal standard to allow quantification. After cooling, 1 ml of heptane was added, and the samples were mixed. FAMES were recovered from the upper phase and then separated and quantified using a Hewlett–Packard 5890A gas chromatograph (Palo Alto, CA, USA) with a Supelco SP-2380 capillary column of fused silica (30 m length, 0.25 mm i.d., 0.20 μm film thickness) (Bellefonte, PA, USA). Hydrogen was used as the carrier gas, with a linear gas rate of 28 cm/s. The detector and injector temperatures were set at 220 °C, and the oven was set at 170 °C, with a split ratio of 1:50. Fatty acids were identified using standards (Sigma-Aldrich, St. Louis, MO, USA). Triacylglycerides and cholesterol esters were separated and quantified by GLC as previously described^79^ with an Agilent 6890 gas chromatograph (Palo Alto, CA, USA). Triheptadecanoic acid was added to the samples as the internal standard for quantification. The injector and detector temperatures both were 380 °C, the oven temperature was 345 °C, and a head pressure gradient from 70 to 120 kPa was applied, changing this last parameter depending on the column. The gas chromatography capillary column was a J & W Scientific DB-17HT (15 m length, 0.25 mm i.d., 0.15 μm film thickness) (Folsom, CA, USA), with a linear gas rate of 50 cm/s, the split ratio was 1:80, and the detector was a flame ionization detector (FID). The different triacylglycerides and cholesterol esters were identified with respect to known samples, and the FID response was corrected. Polar lipids were analyzed and quantified by HPLC^80^. Separation by HPLC was carried out in a Waters 2695 Module (Milford, MA) equipped with a Waters 2420 ELSD. The column used was a Lichrospher 100 Diol 254-4 (5 μm; Merck) applying a method based on a linear binary gradient of solvent mixtures containing different proportions of hexane, 2-propanol, acetic acid, water, and trimethylamine. The flow was 1 ml/min, data were processed using Empower software, and the ELSD was regularly calibrated using commercial high-purity standards for each lipid.

### Oxygen consumption and ECAR

Mitochondrial bioenergetics on primary hepatocytes were measured using an XF24 Extracellular Flux Analyzer (Agilent)^81^. After 16 h of treatment, cells were washed with Seahorse assay media (Seahorse Bioscience), which was supplemented with glucose at 10 mM, pyruvate at 1 mM, and glutamine at 2 mM, pH 7.2. Cells were incubated in a CO_2_-free incubator at 37 °C for 1 h. Then, OCR and ECAR were measured. OCR and ECAR were determined in basal conditions and through consecutive injections of oligomycin (4 μM) at minute 27, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP; 2 μM) at minute 52, rotenone (1 μM) at minute 78, and antimycin A (5 μM) at minute 104. For the glycolysis stress test, after 16 h of treatment, cells were washed with Seahorse assay media (Seahorse Bioscience), which was supplemented with L-glutamine at 2 mM, pH 7.2. Cells were incubated in a CO_2_-free incubator at 37 °C for 1 h. ECAR was determined in basal conditions and through consecutive injections of glucose (10 mM) at minute 27, oligomycin (1 μM) at minute 52, and 2-deoxyglucose (50 mM) at minute 78. OCR rates in fresh liver mitochondria were determined in samples of mice exposed to an oral gavage of SB-204990 (30 mg/kg of body weight) following the isolated mitochondria protocol of Agilent. In brief, 3 h after gavage, the liver was extracted, and the quadrate lobule was transferred to a gentleMACS^TM^ dissociation tube with 5 ml of ice-cold MSHE buffer (70 mM sucrose, 210 mM mannitol, 5.0 mM HEPES, 1.0 mM EGTA, 0.5% (w/v) fatty acid-free BSA, pH 7.2). Subsequently, the tissue was homogenized on a gentleMACS tissue dissociator under the mouse-mito tissue isolation cycle protocol. Fresh samples were filtered twice through a 40-µm mesh filter and finally through a 10-µm mesh filter. The filtrate was centrifuged at 9000 × *g* for 10 min at 4 °C, and the pellet was resuspended in 200 µl of ice-cold BSA-free MSHE to quantify protein content. Then, fatty acid-free BSA 0.5% (w/v) was added, and samples were diluted in warm (37 °C) MAS buffer (70 mM sucrose, 220 mM mannitol, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 10 mM succinate, 2 µM rotenone, 0.5% (w/v) fatty acid-free BSA, pH 7.2). Then, 5 µg of mitochondria per well were plated in Seahorse plates, and plates were centrifuged at 2000 × *g* for 20 min at 4 °C using a swinging bucket microplate adapter. OCR was determined through consecutive injections of ADP (4 mM) at minute 13, oligomycin (3.16 µM) at minute 20, FCCP (4 µM) at minute 26, and antimycin A (4 µM) at minute 31.

### Statistics and reproducibility

The statistical analysis was performed using SigmaPlot 12.0 (SigmaPlot, Barcelona, Spain) and GraphPad Prism 7 (GraphPad Software Inc, San Diego, CA). Different statistical tests based on the number of groups and recommendations of the statistical SigmaPlot 12.0 and GraphPad Prism 7 were used. Statistical tests are reported in figure legends. Normality was assumed in statistics. Dunn’s post hoc test was used in ANOVA on ranks. Dunnett’s post hoc test was used in Supplementary Fig. S2c, and Bonferroni post hoc test was used in Fig. 7b and Supplementary Fig. S2g, i, m, o. The remaining analyses were performed using Tukey’s post hoc test. Data are shown as means ± SEM. Significance is reported at *p* ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

Further information and request for resources and regents should be directed to and will be fulfilled by the lead contact, A.M.M. (). A list of the main resources is included in Supplementary Data 5. Unedited blots are shown in Supplementary Fig. S8. Source data underlying the graphs and charts in the main manuscript can be found at 10.6084/m9.figshare.21912012.v1. Accession ID for trancriptomic data: Gene Expression Omnibus GSE196853 Accession ID for metabolomic data: Zenodo 10.5281/zenodo.6222260. Accession ID for proteomic data: Zenodo 10.5281/zenodo.6140992.

# Supplementary material for: Metabolic reprogramming by Acly inhibition using SB-204990 alters glucoregulation and modulates molecular mechanisms associated with aging
**Source:** Commun Biol. 2023 Mar 8;6:250. doi: 10.1038/s42003-023-04625-4

Supplementary information

Metabolic reprogramming by Acly inhibition using SB-204990 alters glucoregulation and modulates molecular mechanisms associated with aging

Authors: Alejandro Sola-García^{*,1}, María Ángeles Cáliz-Molina^{*,1}, Isabel Espadas^{*,1}, Michael Petr^{2,3}, Concepción Panadero-Morón¹, Daniel González-Morán¹, María Eugenia Martín-Vázquez¹, Álvaro Jesús Narbona-Pérez¹, Livia López-Noriega¹, Guillermo Martínez-Corrales¹, Raúl López-Fernández-Sobrino¹, Lina M. Carmona-Marin², Enrique Martínez-Force⁴, Oscar Yanes^{5,6}, Maria Vinaixa^{5,6}, Daniel López-López^{7,8,9}, José Carlos Reyes¹, Joaquín Dopazo^{7,8,9,10}, Franz Martín^{1,6}, Benoit R. Gauthier^{1,6}, Morten Scheibye-Knudsen^{2,3}, Vivian Capilla-González¹ and Alejandro Martín-Montalvo^{#,1,6}.

³Tracked.bio, Copenhagen, Denmark

⁷Clinical Bioinformatics Area, Fundación Progreso y Salud (FPS), CDCA, Hospital Virgen del Rocío, c/Manuel Siurot s/n, 41013, Sevilla, Spain

^{*}These authors contributed equally

Table S1. List of significantly modulated metabolites by GCM in both. HFDSB vs-HFD and STDSB vs-STD experimental groups.

Name	HFDSB-HFD<br>logFC	HFDSB-HFD<br>Pvalue	STDSB-STD<br>logFC	STDSB-STD<br>Pvalue
Pyridine. 2-<br>hydroxy-<br>(1TMS)	-0.753290415	0.029157741	0.696755891	0.045220085
Pyrophosphate<br>(4TMS)	-1.021599248	0.023934549	1.037715039	0.040639926

Table S2. List of significantly altered Pathways using Metaboanalyst 5.0 in STDSS vs. STD comparison. Settings: All pathways; Closeness centrality.

Name	-log10 (p)	Impact (5x)
Pyruvate metabolism	3.4713	2.6642
Cholesterol metabolism	3.2584	0.5991
Oxidative phosphorylation	2.5159	0.61645
Amyotrophic lateral sclerosis (ALS)	2.4485	0.7722
Valine, leucine and isoleucine degradation	2.3807	4.1103
Glutamatergic synapse	2.2596	2.0543
PPAR signaling pathway	2.0318	3.62895
Parkinson's disease	1.9099	0.4469
Glycolysis or Gluconeogenesis	1.9002	2.1647
Axon guidance	1.8606	0.61465
Glycerolipid metabolism	1.8504	0.71845
beta-Alanine metabolism	1.7848	0.59135
Thermogenesis	1.783	0.62085
Peroxisome	1.7431	0.6154
Dopaminergic synapse	1.7182	1.3677
Arginine and proline metabolism	1.6585	0.9743
Citrate cycle (TCA cycle)	1.6016	6.876
p53 signaling pathway	1.584	4.7604
Hematopoietic cell lineage	1.5056	0.26316
Retinol metabolism	1.482	3.5001
Fatty acid degradation	1.381	0.4559
Cellular senescence	1.3715	1.00615
Retrograde endocannabinoid signaling	1.3696	0.8803
Olfactory transduction	1.3595	0.278685
Propanoate metabolism	1.3427	1.07395
Hippo signaling pathway - multiple species	1.3069	1.3127

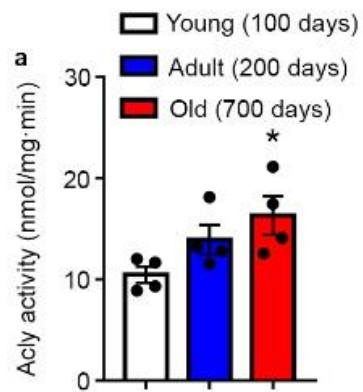

Figure S1, related to Figure 1. Age-dependent increase in hepatic Acly activity.-(a) Hepatic Acly activity. $n = 4$. One-way ANOVA. Data shown are the means $\pm$ SEM. * $p < 0.05$ Old vs. Young.

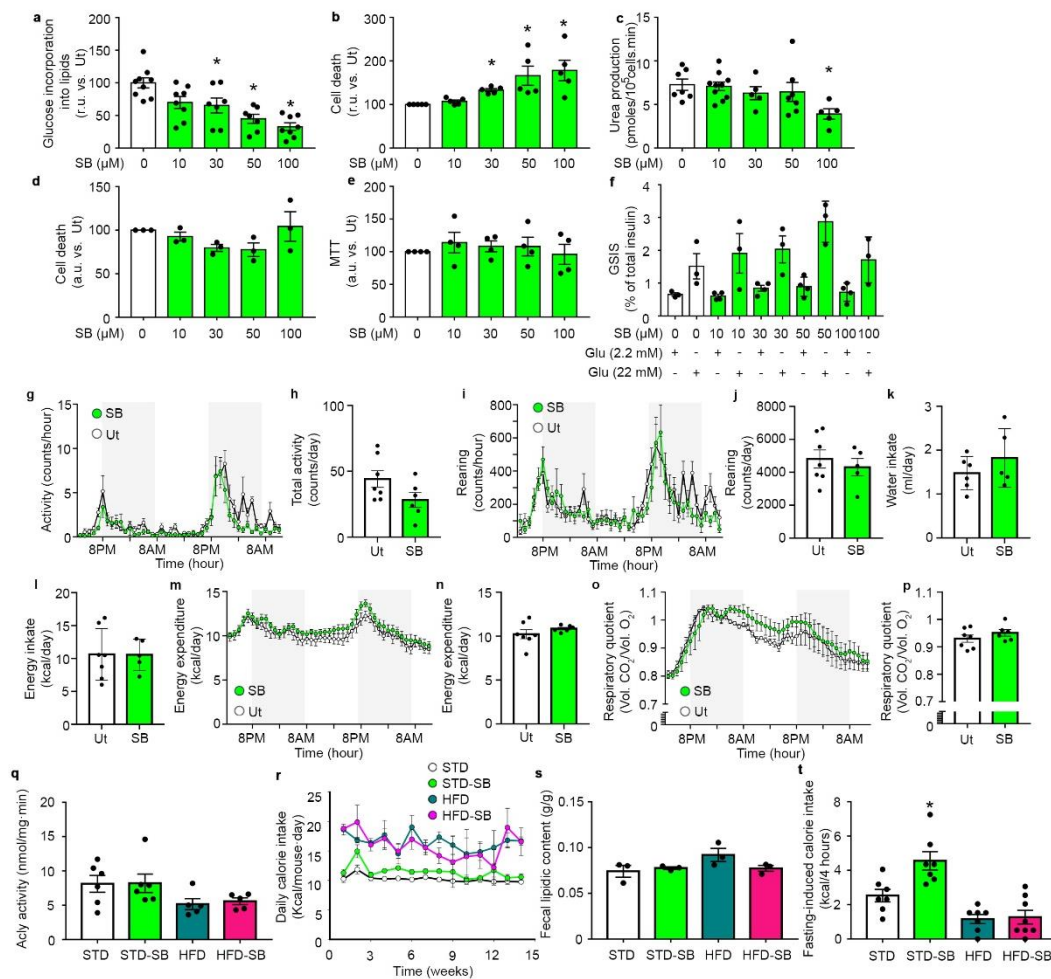

Figure S2, related to figure 2. Effect on viability and functionality of SB-204990 in primary pancreatic islets and hepatocytes. (a-c) Primary hepatocytes were isolated and exposed to different concentrations of SB-204990 for 16 hours. (a) Determination of glucose incorporation into lipids. $n = 9$ for untreated, $n = 8$ for $10 \mu\text{M}$ SB, $n = 7$ for $30 \mu\text{M}$ SB, $n = 7$ for $50 \mu\text{M}$ SB, $n = 8$ for $100 \mu\text{M}$ SB. One-way ANOVA. (b) Cell death analysis by ELISA. $n = 5$. One-way ANOVA on Ranks. (c) Determination of urea production. $n = 7$ for untreated, $n = 10$ for $10 \mu\text{M}$ SB, $n = 5$ for $30 \mu\text{M}$ SB, $n = 7$ for $50 \mu\text{M}$ SB, $n = 5$ for $100 \mu\text{M}$ SB. One-way ANOVA. (d-f) Primary pancreatic islets were isolated and exposed to different concentrations of SB-204990 for 16 hours. (e) Cell death analysis by ELISA. $n = 3$. One-way ANOVA on Ranks. (f) Determination of metabolic activity by MTT test. $n = 4$. One-way ANOVA on Ranks. (g) Determination of glucose stimulated insulin secretion (GSIS). $n = 3$ for Ut 2.2 mM Glu, Ut 22 mM Glu, $10 \mu\text{M}$ SB-204990 on 22 mM Glu, $30 \mu\text{M}$ SB-204990 on 22 mM Glu, $50 \mu\text{M}$ SB-204990 on 22 mM Glu and $100 \mu\text{M}$ SB-204990 on 22 mM Glu. $n = 4$ for $10 \mu\text{M}$ SB-204990 on 2.2 mM Glu, $30 \mu\text{M}$ SB-204990 on 2.2 mM Glu, $50 \mu\text{M}$ SB-204990 on 2.2 mM Glu and $100 \mu\text{M}$ SB-204990 on 2.2 mM Glu. One-way ANOVA. (g) Hourly spontaneous activity. $n = 7$ Ut. $n = 6$ SB. Two-way ANOVA Bonferroni. (h) Daily spontaneous activity. $n = 7$ Ut. $n = 6$ SB. Student's t -test. (i) Hourly rearing activity. $n = 7$ Ut. $n = 5$ SB. Two-way ANOVA Bonferroni. (j) Daily rearing activity. $n = 7$ Ut. $n = 5$ SB. (k) Water intake during indirect calorimetry. $n = 6$ Ut. $n = 5$ SB. Student's t -test. (l) Daily energy intake during indirect calorimetry. $n = 7$ Ut. $n = 5$ SB. Student's t -test. (m) Hourly energy expenditure. $n = 7$

Ut. n = 6 SB. Two-way ANOVA Bonferroni. (n) Daily energy expenditure. n = 7 Ut. n = 6 SB. Student's t-test. (o) Hourly respiratory quotient. n = 7 Ut. n = 6 SB. Two-way ANOVA Bonferroni. (p) Daily respiratory quotient. n = 7 Ut. n = 6 SB. Student's t-test. (q) Hepatic Acly activity. n = 6 for STD. n = 6 for STD-SB. n = 5 for HFD. n = 5 for HFD-SB. Two-way ANOVA. (r) Average daily energy intake over the course of the study. n = 3. Two-way ANOVA. (s) Fecal lipid content at week 10 of treatment. n = 3. Two-way ANOVA. (t) Fasting-induced energy intake at week 8 of treatment. n = 7 for STD, STD-SB and HFD. n = 8 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high fat diet. Ut: untreated. Glu: Glucose. r.u.: relative units. Data shown are the means $\pm$ SEM. * $p < 0.05$ SB vs. untreated or STD-SB vs. STD.

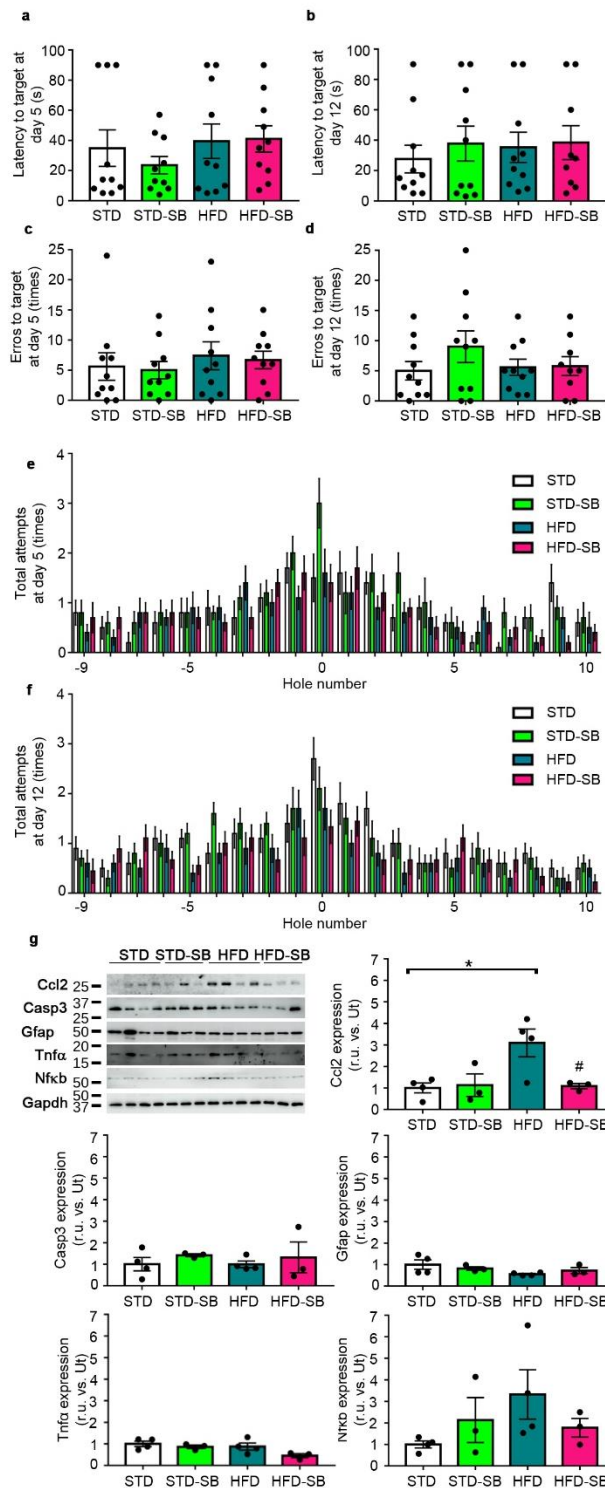

Figure S3, related to figure 3. SB-204990 supplementation does not alter neurocognitive function. (a-f) Spatial memory was assessed by Barnes Maze at week 12-13 of treatment. (a) Latency to target at day 5. $n = 10$. Two-way ANOVA. (b) Latency to target at day 12. $n = 10$ for STD. $n = 10$ for STD-SB. $n = 10$ for HFD. $n = 9$ for HFD-SB. Two-way ANOVA. (c) Errors to target at day 5. $n = 10$. Two-way ANOVA. (d) Errors to target at day 12. $n = 10$ for STD. $n = 10$ for STD-SB. $n = 10$ for HFD. $n = 9$ for

HFD-SB. Two-way ANOVA. (e) Total attempts to target at day 5. $n = 10$. Two-way ANOVA. (f) Total attempts to target at day 12. $n = 10$ for STD. $n = 10$ for STD-SB. $n = 10$ for HFD. $n = 9$ for HFD-SB. Two-way ANOVA. (g) Western blots and densitometry analysis of expression levels of apoptotic and inflammatory markers. $n = 4$ STD. $n = 3$ STD-SB. $n = 4$ HFD. $n = 3$ HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high fat diet. Data shown are the means $\pm$ SEM. * $p < 0.05$ HFD vs. STD or STD-SB vs. STD. # $p < 0.05$ HFD-SB vs. HFD.

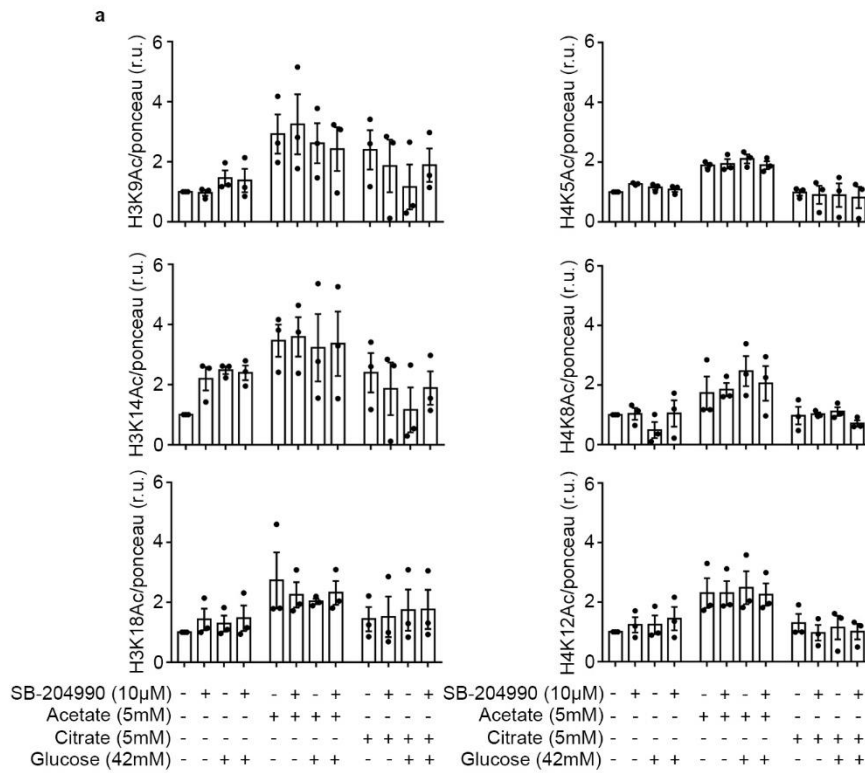

Figure S4, related to figure 4. Quantification of histone acetylation in AML12 cells. AML12 cells were cultured under standard conditions and were treated with indicated doses of acetate, citrate and SB-204990 for 16 hours. Glucose concentration in basal conditions is 17 mM and supplemented is 42 mM. (a) Quantification of histone acetylation levels by western blot of several residues is depicted. $n = 3$. Two-way ANOVA. SB: SB-204990. r.u.: relative units. Data shown are the means $\pm$ SEM. * $p < 0.05$ vs. untreated cells under the same culture conditions. Of note; SB-204990 did not produce significant alterations on histone acetylation.

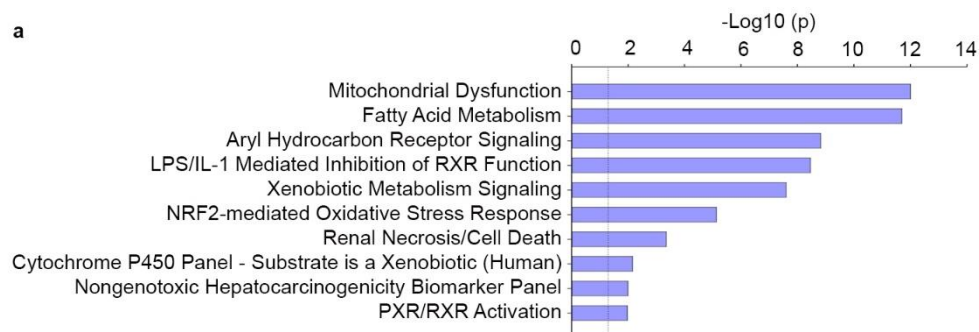

Figure S5, related to figure 5. Multiomic analysis of liver samples. (a) The ToxList module of IPA was used to generate plots depicting the top 10 processes with the lowest p value according to the analytical scheme shown in Figure 5B. Transcriptomic analysis; n = 4 for STD. n = 4 for STD-SB. n = 3 for HFD. n = 3 for HFD-SB. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS analysis; n = 5 for STD. n = 7 for STD-SB. n = 6 for HFD. n = 6 for HFD-SB.

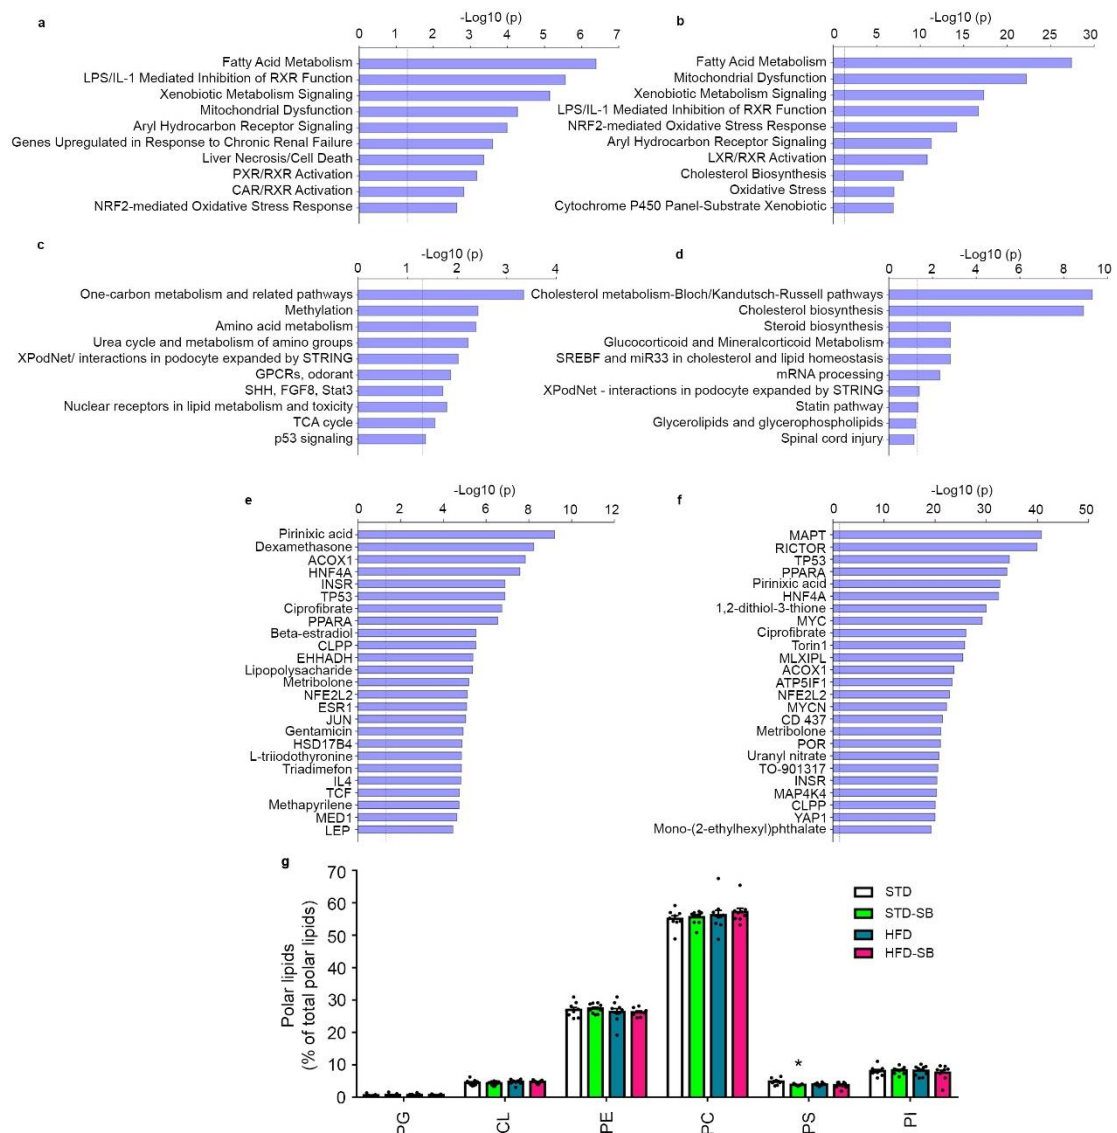

Figure S6, related to figure 6. Hepatic metabolomics in lipid species promoted by SB-204990 in STD-fed and HFD-fed mice. (a-b) Multiomics analysis in liver samples using transcriptomics, proteomics and GC/MS- and LC/MS-based metabolomics. The ToxList module of IPA was used to generate plots depicting the top 10 processes with the lowest p value. (a) STD-SB vs. STD. Transcriptomic analysis; n = 4. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS analysis; n = 5 for STD. n = 7 for STD-SB. Metabolomic LC/MS analysis; n = 6 for STD. n = 7 for STD-SB. (b) HFD-SB vs. HFD. Transcriptomic analysis; n = 3. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS n = 6. Metabolomic LC/MS analysis n = 6. (c-d) The Wikipathways module of the Transcriptional Analysis Console was used using transcriptomic data to generate plots depicting the top 10 pathways with the lowest p value. (c) STD-SB vs. STD. n = 4. (d) HFD-SB vs. HFD. n = 3. (e-f) The Upstream Regulators module of IPA was used to generate plots depicting the top 25 upstream regulators with the lowest p value. (e) STD-SB vs. STD. Transcriptomic analysis; n = 4. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS analysis; n = 5 for STD. n = 7 for STD-SB. Metabolomic LC/MS analysis; n = 6 for STD. n = 7 for STD-SB. (f) HFD-SB vs. HFD. Transcriptomic analysis;

n = 3. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS n = 6. Metabolomic LC/MS analysis n = 6. (g) Hepatic polar lipids. PG: Phosphatidylglycerol. CL: Cardiolipin. PE: Phosphatidylethanolamine. PC: Phosphatidylcholine. PS: Phosphatidylserine. PI: Phosphatidylinositol. n = 9 for STD. n = 11 for STD-SB. n = 10 for HFD. n = 9 for HFD-SB. Two-way ANOVA. SB: SB-204990. STD: standard diet. HFD: high fat diet. Data shown are the means $\pm$ SEM. * $p < 0.05$ STD-SB vs. STD. # $p < 0.05$ HFD-SB vs. HFD.

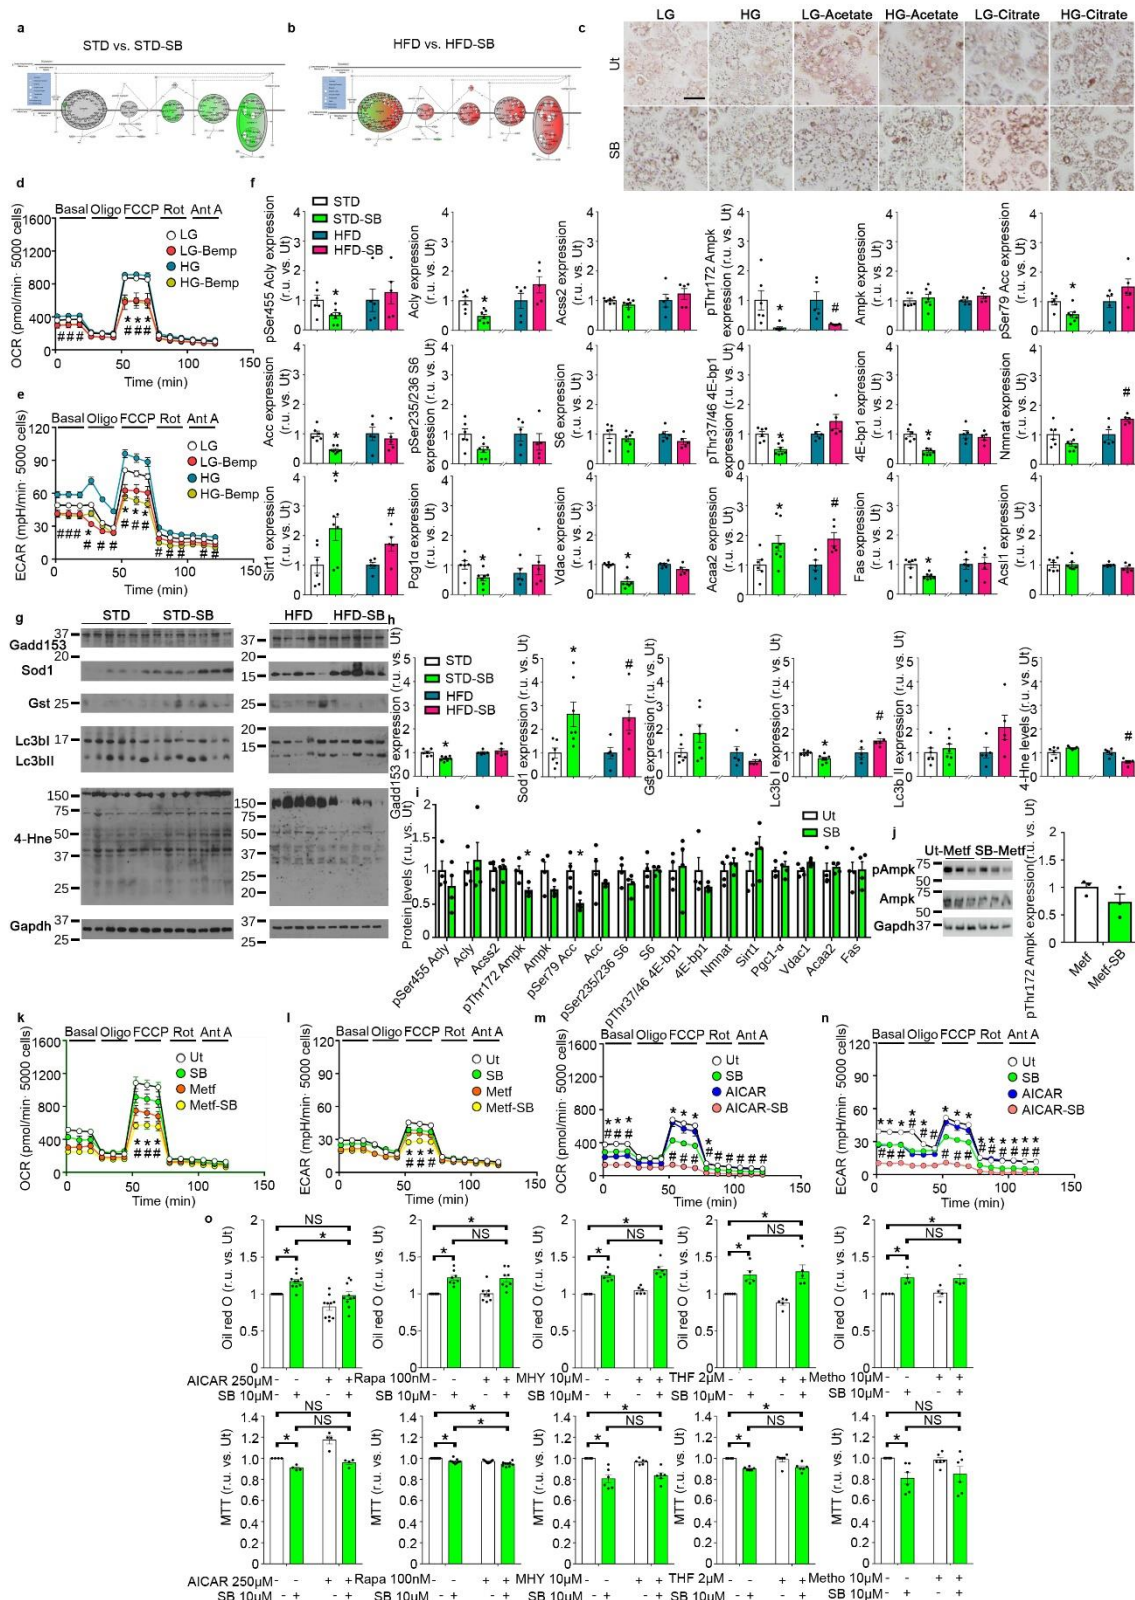

Figure S7, related to figure 7. Effects of SB-204990 in mitochondria and cellular stress. (a-b) Multiomics analysis in liver samples using transcriptomics, proteomics and GC/MS and LC/MS-based metabolomics. Representative picture of the annotated canonical pathway oxidative phosphorylation of IPA. (a) STD-SB vs. STD. Transcriptomic analysis; n = 4. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS

analysis; n = 5 for STD. n = 7 for STD-SB. Metabolomic LC/MS analysis; n = 6 for STD. n = 7 for STD-SB. (b) HFD-SB vs. HFD. Transcriptomic analysis; n = 3. iTRAQ proteomic analysis n = 4. Metabolomic GC/MS n = 6. Metabolomic LC/MS analysis n = 6. (c) Representative images of primary hepatocytes stained with Oil red O treated or not with 10 μ M SB-204990 in the presence of acetate or citrate. Scale bar 50 μ m. n = 7 (d) Oxygen consumption rate on primary hepatocytes treated with 30 μ M bempedoic acid for 16 hours. n = 5 for LG. n = 4 for LG-Bemp. n = 6 for HG. n = 5 for HG-Bemp. Two-way ANOVA. (e) Extracellular acidification rate on primary hepatocytes treated with 30 μ M bempedoic acid for 16 hours. n = 5 for LG. n = 4 for LG-Bemp. n = 6 for HG. n = 5 for HG-Bemp. Two-way ANOVA. (f) Densitometric quantification of hepatic proteins by western blot of blots shown in Figure 7K. n = 6 for STD. n = 7 for STD-SB. n = 5 for HFD. n = 5 for HFD-SB. Student's t-test. (g) Immunoblots for hepatic proteins of mice treated with SB-204990 for 15 weeks. (h) Densitometric quantification of hepatic proteins by western blot. n = 6 for STD. n = 7 for STD-SB. n = 5 for HFD. n = 5 for HFD-SB. Student's t-test. (i) Densitometric quantification of hepatic proteins by western blot of blots shown in Figure 7L. n = 4. Student's t-test. (j) Primary hepatocytes were treated with SB-204990 or not in the presence of metformin (500 μ M) for 16 hours. Immunoblots for total and phosphorylated Ampk and densitometric quantifications were performed. n = 3 Metformin control. n = 3 Metformin-SB. Student's t-test. (k) Oxygen consumption rate on primary hepatocytes treated with SB-204990 or not in the presence of metformin (500 μ M). n = 5. Two-way ANOVA. (l) Extracellular acidification rate on primary hepatocytes treated with SB-204990 or not in the presence of metformin (500 μ M). n = 5. Two-way ANOVA. (m) Oxygen consumption rate on primary hepatocytes treated with SB-204990 or not in the presence of AICAR (250 μ M). n = 5. Two-way ANOVA. (n) Extracellular acidification rate on primary hepatocytes treated with SB-204990 or not in the presence of AICAR (250 μ M). n = 5. (o) Primary hepatocytes were treated with SB-204990 or not in the presence of AICAR, Rapamycin, MHY1485, Tetrahydrofolic acid or Methotrexate for 16 hours. Quantification of Oil red O staining and metabolic activity by MTT test of primary hepatocytes treated with 10 μ M SB-204990 in the presence or not of the indicated compounds. n = 10 in Oil red O test for AICAR experiments. n = 4 in MTT test for AICAR experiments. n = 8 in Oil red O test for Rapamycin experiments. n = 9 in MTT test for Rapamycin experiments. n = 6 in Oil red O test for MHY1485 experiments. n = 6 in MTT test for MHY1485 experiments. n = 5 in Oil red O test for Tetrahydrofolic acid experiments. n = 6 in MTT test for Tetrahydrofolic acid experiments. n = 4 in Oil red O test for Methotrexate experiments. n = 6 in MTT test for Methotrexate experiments. Two-way ANOVA. STD: standard diet. HFD: high fat diet. SB: SB-204990. Bemp: Bempedoic acid. Metf: Metformin. Rapa: Rapamycin. MHY: MHY1485. THF: Tetrahydrofolic acid. Metho: Methotrexate. NS: Not significant. r.u.: relative units. Data shown are the means $\pm$ SEM.* $p < 0.05$ SB vs. Ut, LG-Bemp vs. LG, SB-control vs. Ut-control or STD-SB vs. STD. # $p < 0.05$ HG-Bemp vs. HG, SB-Metf vs. Metf, SB-AICAR vs. AICAR or HFD-SB vs. HFD. Other comparisons are highlighted using connector lines and are marked with an asterisk.

Figure S8. Unedited blots shown in the manuscript. Background was set to grey for consistency among panels in main figures.

Blots in figure 4a.

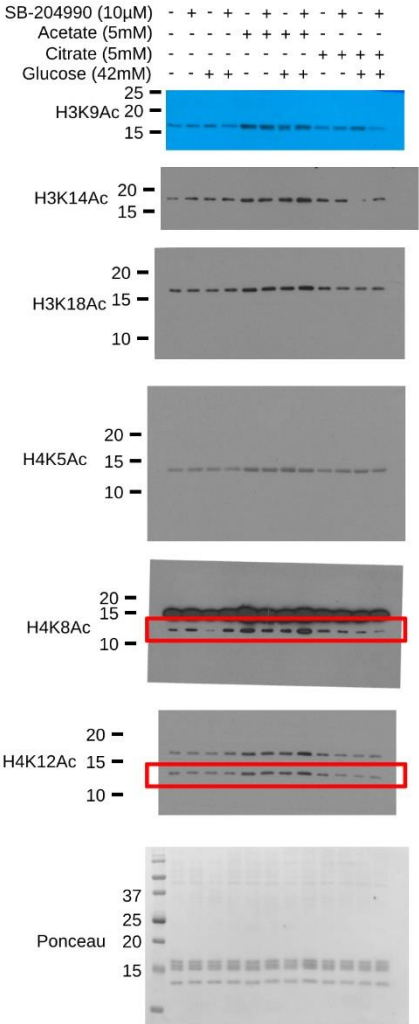

Blots in figure 4b.

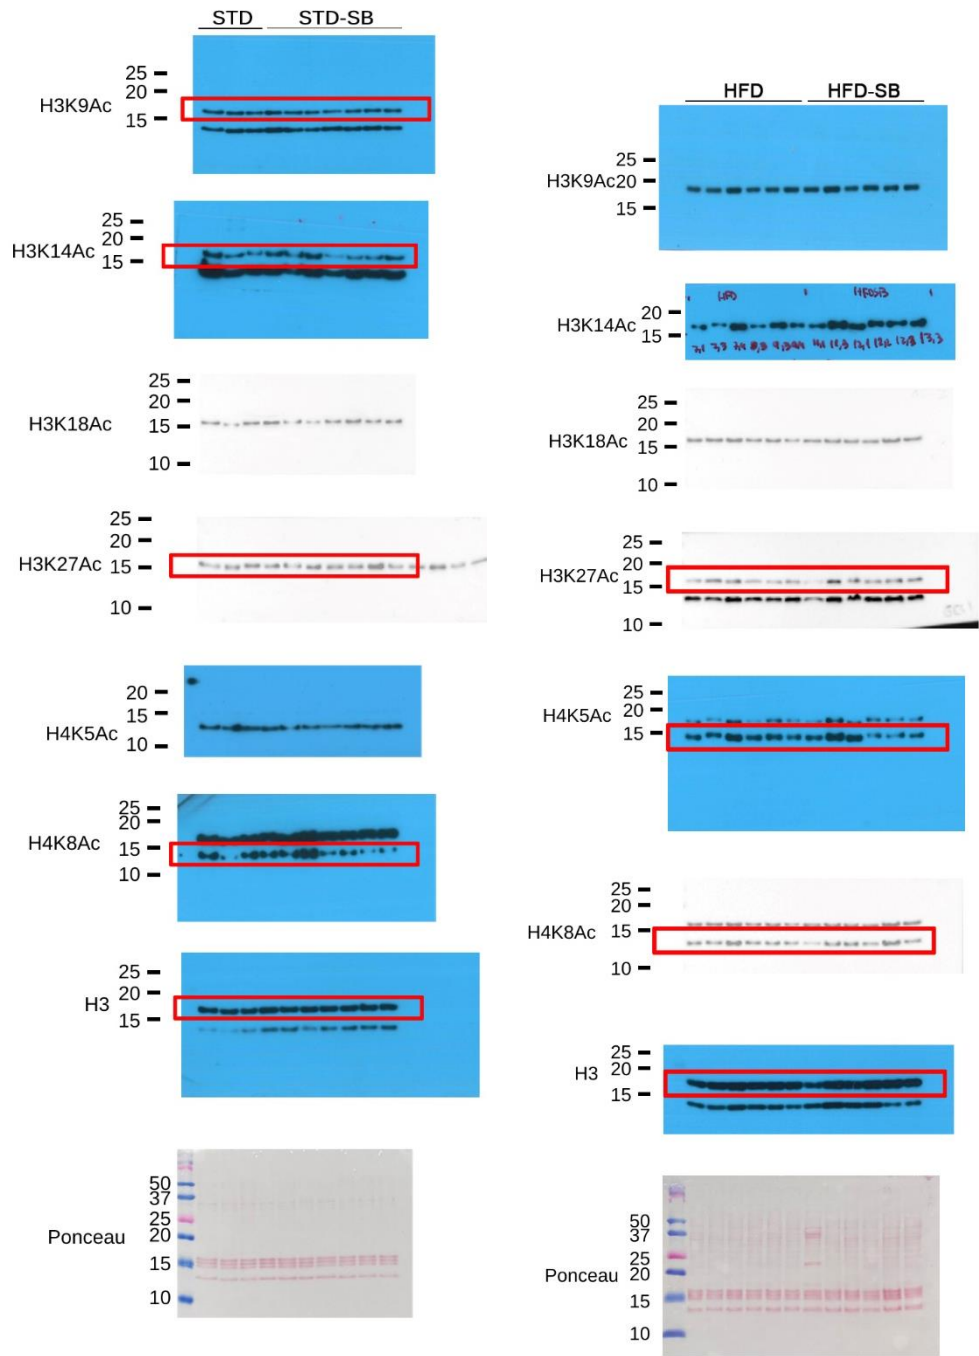

Blots in figure 4d.

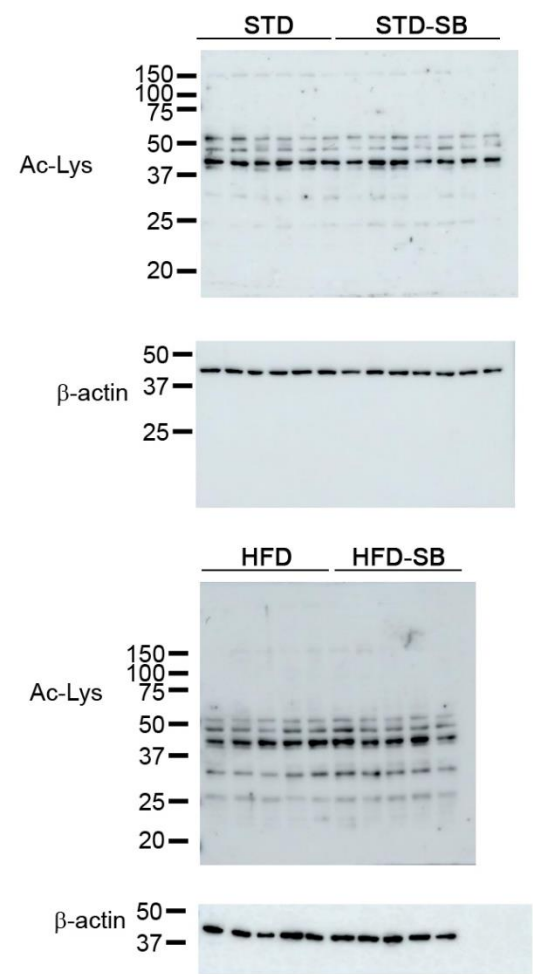

Blots in figure 6e.

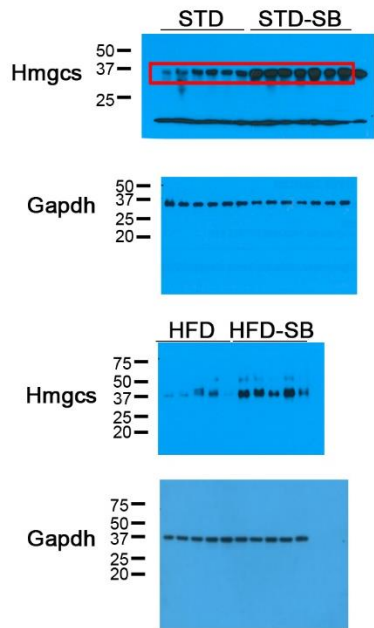

Blots in figure 7 k.

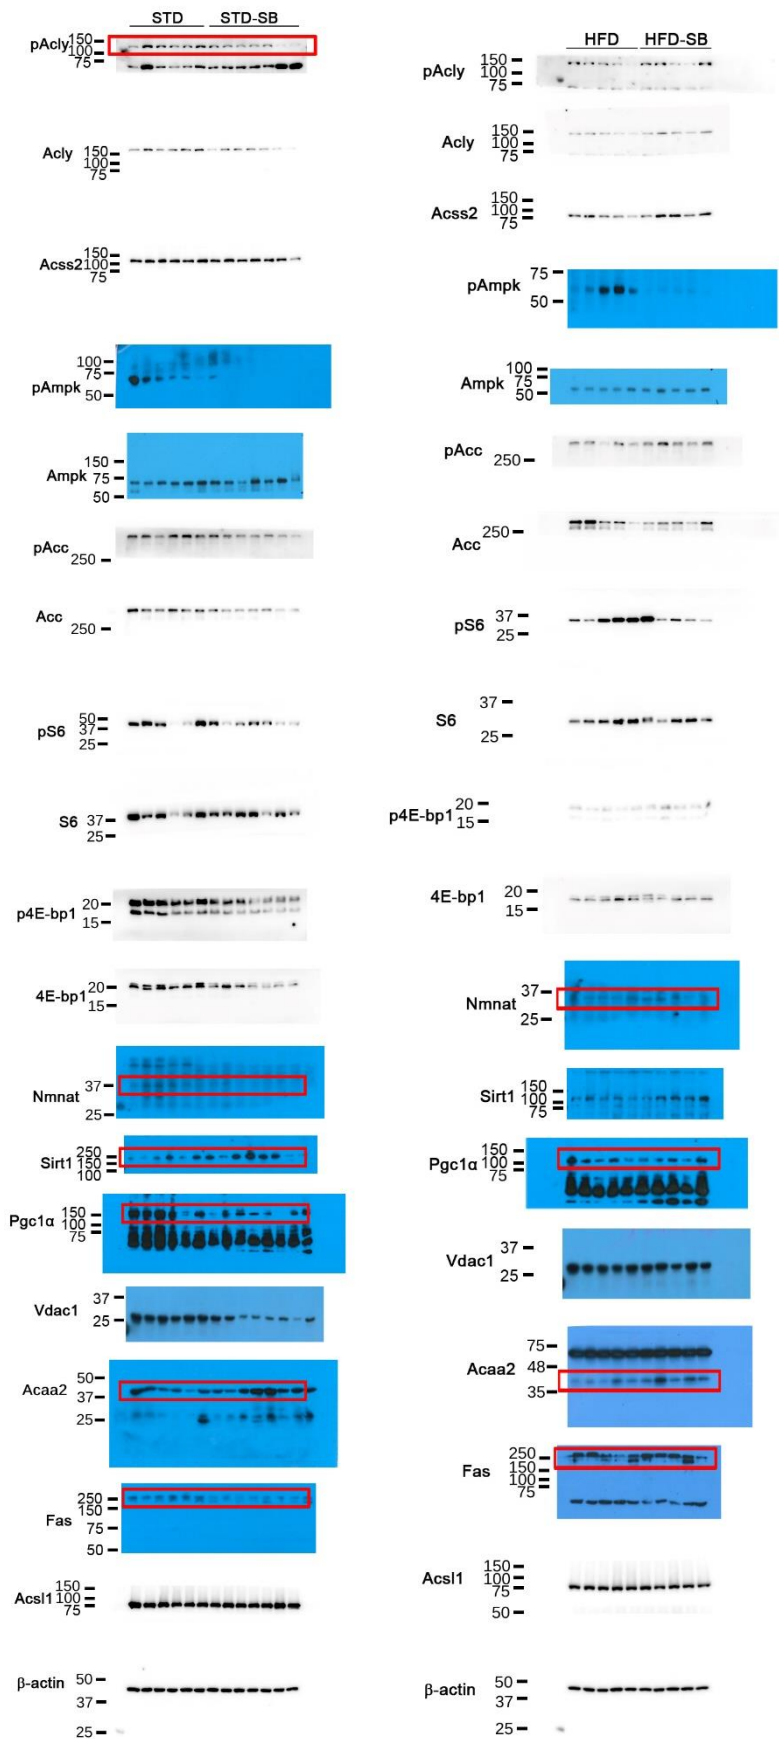

Blots in figure 7I

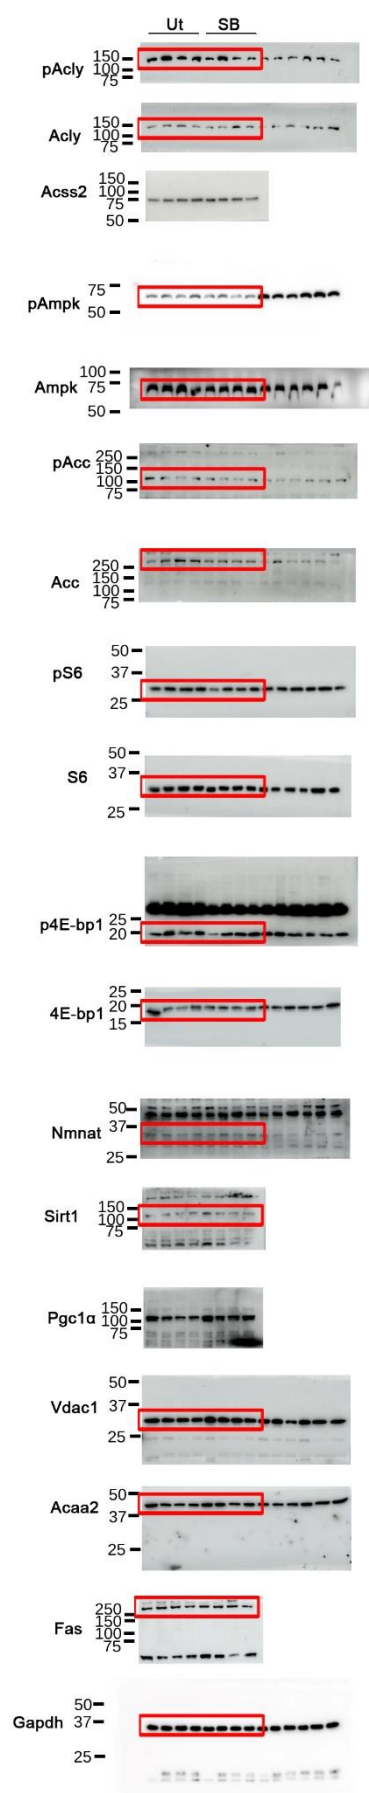

Blots in figure S3g

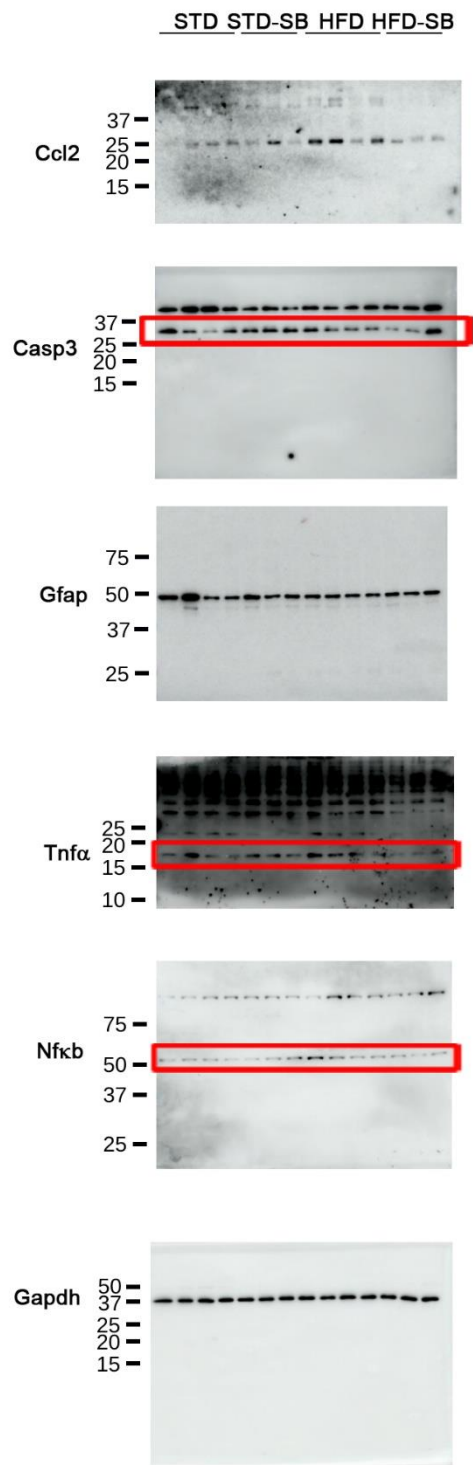

Blots in figure S7g.

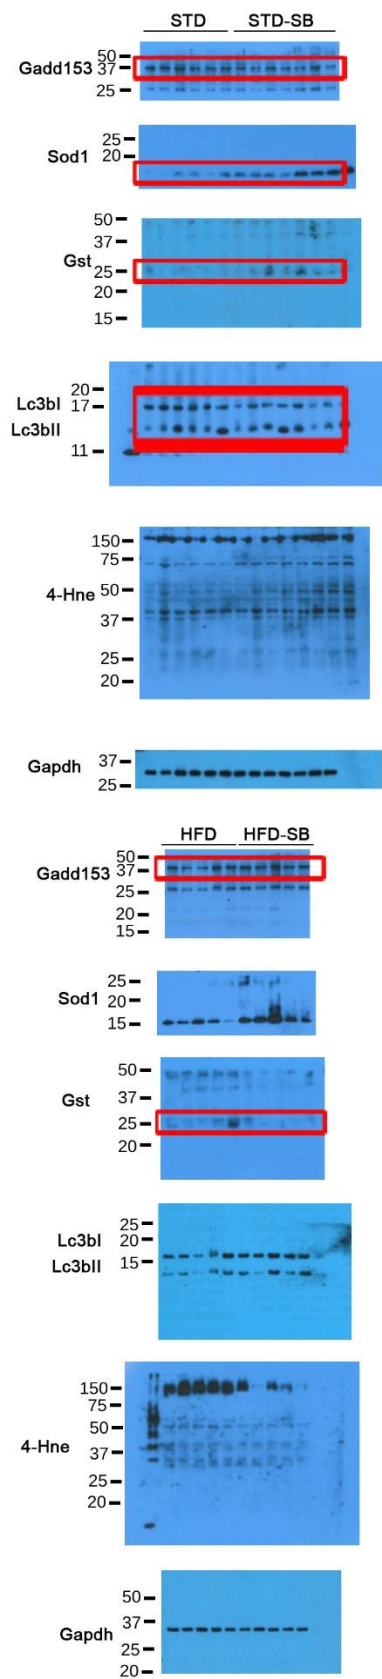

Blots in figure S7j.

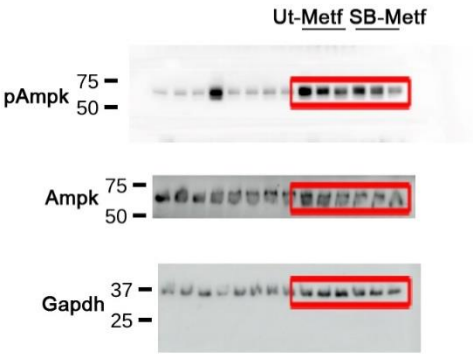

**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary material for: Metabolic reprogramming by Acly inhibition using SB-204990 alters glucoregulation and modulates molecular mechanisms associated with aging
**Source:** Commun Biol. 2023 Mar 8;6:250. doi: 10.1038/s42003-023-04625-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

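The list in Supplementary Data 1 gives 51 transcripts with a fold change and a p for each diet, and 42 of its gene symbols matched a named probe set, while 8 did not match and 1 symbol reads as a date. In the limma model 41 of the 42 had the sign of the list on both diets and 40 had an unadjusted p under 0.05 on both; for 41, the p lay within 5% of the p listed on both diets. Of the 42, 12 were higher with SB-204990 on both diets, among them Srebf2, Csad, Arhgap32, Tmem50b, B4galt7, Cul7 and Zfp354a, and 7 were lower on both, among them Bcat2, Cox11, Fastkd1 and Cobl. The other 23 were higher on one diet and lower on the other; 1 of them, Ccdc169, is listed as lower on both, and another, dimmer probe set of that gene was lower on both (-0.55 in HFD-SB vs. HFD and -0.48 in STD-SB vs. STD). Jrkl, for example, had a log2 fold change of 0.90 in HFD-SB vs. HFD and -0.62 in STD-SB vs. STD, and Ms4a6d, a macrophage membrane protein, 0.75 and -0.68. Of the 42, 5 are olfactory, vomeronasal or taste receptors and 12 had a mean under the background level of such receptors, among them Rhag, Cga and Vmn1r204. Among genes above it, Cul7, a cullin of ubiquitin ligases, was 0.65 higher in HFD-SB and 0.76 higher in STD-SB. No gene of the list passed limma's adjustment on either diet, where the smallest adjusted p over all probe sets was 0.433 in HFD-SB vs. HFD.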

Description: List of significantly altered transcripts in both, HFDSB vs-HFD and STDSB vs-STD experimental groups.

File Name: Supplementary Data 2

Description: List of significantly altered proteins in both. HFDSB vs-HFD and STDSB vs-STD experimental groups.

File Name: Supplementary Data 3

Description: List of significantly altered Pathways using Metaboanalyst 5.0. Settings: All pathways; Closeness centrality.

File Name: Supplementary Data 4

Description: List of significantly altered Pathways using Metaboanalyst 5.0 in HFDSB vs. HFD comparison. Settings: All pathways; Closeness centrality.

File Name: Supplementary Data 5

Description: List of resources for materials used in this work.

# Supplementary material for: Metabolic reprogramming by Acly inhibition using SB-204990 alters glucoregulation and modulates molecular mechanisms associated with aging
**Source:** Commun Biol. 2023 Mar 8;6:250. doi: 10.1038/s42003-023-04625-4
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection It was not required

Data analysis It was not required

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting the results of the study will be made available from the corresponding author upon reasonable request.

Transcriptomic data: Gene Expression Omnibus GSE196853

Metabolomic data: Zenodo DOI: 10.5281/zenodo.6222260.

Proteomic data: Zenodo DOI: 10.5281/zenodo.6140992.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

H3K18ac Cell Signaling Technology 13998T
 H3K27ac Cell Signaling Technology 8173T
 H4K5ac Cell Signaling Technology 8647T
 H4K8ac Cell Signaling Technology 2594T
 H4K12ac Cell Signaling Technology 13944T
 Acetylated lysine Cell Signaling Technology 9441
 Anti-Rabbit IgG HRP-linked Cell Signaling Technology 7074P2
 Hmgcs Santa Cruz Biotechnology SC-166763
 Gapdh Cell Signaling Technology Cat# 2118, RRID:AB_561053
 pSer455 Acly Cell Signaling Technology 4331
 Acly Cell Signaling Technology 4332
 AceCS1 Cell Signaling Technology 3658
 Nmnat Santa Cruz Biotechnology Sc-98249
 Sirt1 Millipore 07-131
 pThr172 Ampk Cell Signaling Technology Cat# 2535, RRID:AB_331250
 Ampk Cell Signaling Technology Cat# 2532, RRID:AB_330331
 pSer79 ACC Cell Signaling Technology 11818
 ACC Cell Signaling Technology 3676
 Pgc1a Santa Cruz Biotechnology Cat# sc-517380, RRID:AB_2755043
 Vdac1 Abcam Cat# ab15895, RRID:AB_2214787
 Acaa2 Santa Cruz Biotechnology Cat# sc-100847, RRID:AB_2219392
 Fas Santa Cruz Biotechnology Cat# sc-55580, RRID:AB_2231427
 Acl1 Cell Signaling Technology 9189
 pThr37/46 4E-bp1 Cell Signaling Technology 2855
 4E-bp1 Cell Signaling Technology 9452
 pSer 235/236 S6 Cell Signaling Technology 4856
 S6 Cell Signaling Technology 2217
 β -actin Sigma-Aldrich A5441
 Gadd153 Santa Cruz Biotechnology Cat# sc-575, RRID:AB_631365
 Sod1 Abcam Cat# ab13498, RRID:AB_300402
 Gst Sigma-Aldrich Cat# G1160, RRID:AB_259845
 Lc3b Cell Signaling Technology Cat# 2775, RRID:AB_915950
 4-hne Millipore Cat# 393206-100UL, RRID:AB_211975
 Anti-mouse IgG HRP Sigma-Aldrich A-9044
 Anti-rabbit IgG HRP Sigma-Aldrich A-0545
 Ccl2 Enzo Life Sciences Cat# ALX-804-465-C100, RRID: AB_2050978 1:200
 Casp3 Cell Signaling Technology Cat# 9662, RRID: AB_331439 1:1000
 Gfap Sigma-Aldrich Cat# G3893, RRID: AB_477010 1:1000
 Tnf α Proteintech Cat# 26405-1-AP 1:1000
 Nfkb Abcam Cat# ab32536, RRID: AB_776751 1:10000
 Anti-mouse HRP-IgGk light chain Santa Cruz Biotechnology Cat# sc-516102, RRID:AB_2687626

Validation

All antibodies used were purchased from well-established companies (Cell Signaling Technology, Santa Cruz Biotechnology n Sigam.-Aldrich, Millipore, ABCAM...). All antibodies are validated according to manufacturer's product description as shown on their website.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	AML-12 cells were purchased from ATCC.
Authentication	AML-12 cells were authenticated based on their distinctive hepatocyte morphology.
Mycoplasma contamination	Cells were tested negative for micoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	These cell lines were not used.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mus musculus: C57BL/6
Wild animals	Wild animals were not used.
Reporting on sex	Experiments were performed in male mice.
Field-collected samples	Field-collected samples were not used.
Ethics oversight	Experimentation was approved by the CABIMER Animal Committee and the Junta de Andalucía.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

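Gene expression was measured on mouse Clariom S arrays in the livers of 14 male C57BL/6 mice, with 1 array per mouse: 4 on the standard diet, 4 on the standard diet with SB-204990, 3 on the high-fat diet and 3 on the high-fat diet with SB-204990. The log2 values were made by the authors before deposit with RMA (background correction, quantile normalization and summary of probes into probe sets), named in their processing notes beside the Transcriptome Analysis Console, with no version. The deposited table has 28846 probe sets, of which 6640 are array controls and were left out. Of the 22206 tested, 19572 carry 1 gene symbol, for 19505 genes, and 2634 carry none. For the 55 genes with several probe sets, the one with the highest mean over all arrays was used in gene lists. No column was left unused and no symbol was updated. The array's genome build is not named in the files, so positions are not printed.

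The log2 values were analysed as deposited with R 4.3.3, limma 3.58.1 and statmod 1.5.0. One linear model with 4 group means was fitted to all 14 arrays, and contrasts were tested with limma's moderated statistics, two-sided, at an adjusted p under 0.05 (Benjamini-Hochberg) and at the unadjusted threshold of 0.05 that the paper uses. The contrasts were the drug on each diet, the diet with and without the drug, HFD-SB vs. STD, and the interaction of drug and diet. Values of single genes were also compared with exact two-sided permutation tests. The 51 gene lists cover the pathways the paper names, other liver functions and cell-type markers, and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry; p was adjusted over the lists within each comparison. Fisher's exact test, two-sided, compared calls between lists and other genes. The number and sign of calls shared by 2 comparisons were set against 100 simulations of unchanged groups with the same group sizes and spreads and independent genes, and against 100 with the residuals of the arrays in a new order, which keeps the correlation between genes.

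Genes named are those that the paper names for liver transcripts, the genes with the smallest p in each direction in each comparison (up to 5, predicted genes and olfactory, vomeronasal and taste receptors counted but not named), and up to 4 members of each list described with the smallest p; genes below the receptors' background level were mostly left out of the text. Values in Supplementary Data 1 had been seen beforehand. Receptors named in the discussion of that supplement are there because it lists them.

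For arrays, signal over background takes the place of depth. The background level was set at the 95th percentile (5.12 on the log2 scale) of 1456 probe sets for olfactory, vomeronasal and taste receptors, and 11838 probe sets have a mean above it. The pipeline was tested on simulated data: of 100 genes given a log2 change of 1, between 17 and 33 were recovered at an adjusted p under 0.05 depending on the comparison, and of 100 given a change of 2, between 80 and 88. Simulations with no change gave 0 adjusted calls by limma and between 1143 and 1184 calls at an unadjusted p under 0.05.

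The alternatives tried were a fit of only the 2 groups compared, moderation with a trend and robust, no moderation, the fit of only the 2 groups together with no moderation, array weights, the replicate number as a block, removal of probe sets under the background level, quantile normalization applied again, centring of each array on its median, a fold change of at least 1.5, the mean over a gene's probe sets, the other set tests, the HFD arrays divided between comparisons, and leaving out each array. Averaging by Tukey's biweight, the separation of control probe sets as a covariate and other probe sets of 1 gene were added after the values were seen. Proteomic, metabolomic and Western blot measurements are not in the deposited table and were not analysed.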

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

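Of the tests below, the simulation of the reciprocal signs and the limma and camera tests of each comparison were planned. So were camera with an estimated correlation and leaving out each array. The remaining tests on the cholesterol, complex I and ribosome genes, the covariate among them, were chosen only after the result was seen. The use of planned values to weigh explanations for these genes was also chosen then.

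The response to SB-204990 differed between diets in 6 gene lists when the interaction of drug and diet was tested with camera at its preset correlation. The medians were 0.69 for the cholesterol enzymes of Fig. 6d, -0.30 for PPARa targets, 0.28 for methionine and methyl transfer, -0.48 for lipid droplet and steatosis genes, 0.31 for bile acid genes and 0.40 for genes of hepatocytes near the central vein. Their camera adjusted p was 0.000167, 0.0450, 0.00518, 0.00105, 0.0365 and 0.0450, and 0.973 for each with an estimated correlation. The study drew Fig. 6d for HFD-SB mice from data that include these arrays, so the interaction of its list is not independent evidence of a difference between diets. The 3 measured enzymes that the figure does not draw had a median of -0.15 in HFD-SB vs. HFD. Limma called 0 probe sets for the interaction after adjustment and 910 at an unadjusted p under 0.05.

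Signals were also present in genes that the paper does not discuss. In STD-SB vs. STD, acute-phase genes were lower, with a median log2 fold change of -0.30 and 12 of 20 members lower (camera adjusted p = 0.0105; adjusted p = 0.645 with an estimated correlation). Saa1, a serum amyloid, was 7.69 ± 0.586 (SD, n = 4) in STD-SB and 10.58 ± 2.37 (SD, n = 4) in STD, a log2 fold change of -2.90 (standard error 0.808). Saa2, Orm1 and Orm2 were at -3.19, -1.55 and -1.67, and these 4 genes passed when adjusted over the list alone. The list's median was -0.09 without STD replicate 3 (camera adjusted p = 0.257) and -0.26 without STD-SB replicate 3 (0.112, adjusted), and the call was also lost without moderation (adjusted p = 0.0824).

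In HFD vs. STD, genes of hepatocytes near the portal vein were lower, with a median of -0.58 and 6 of 9 members lower (camera adjusted p = 0.0103; adjusted p = 0.874 with an estimated correlation). The median was -0.56 without STD replicate 4 (camera adjusted p = 0.0915) and -0.37 without HFD replicate 2, and the call was also lost without moderation (adjusted p = 0.0691). In HFD-SB vs. STD the list's median was -0.72, with 8 of 9 lower (camera adjusted p = 4.06e-05; adjusted p = 0.238 with an estimated correlation), and -0.47 without HFD-SB replicate 3. In HFD-SB vs. HFD, ribosomal protein genes were lower, with a median of -0.16 and 48 of 59 members lower (camera adjusted p = 0.0239; adjusted p = 0.967 with an estimated correlation). Their median was -0.05 without HFD replicate 1 (camera adjusted p = 0.902), -0.25 without HFD replicate 2, -0.36 without HFD-SB replicate 1 and 0.06 without HFD-SB replicate 3 (camera adjusted p = 0.840). The call was also lost without dim probe sets (-0.1379, adjusted p = 0.161) and after quantile normalization again (-0.153, adjusted p = 0.062).

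In 1 of 34 groups of 4 arrays tested, an array stood apart from the others of its group. The score of urea cycle, aromatic amino acid, arginine and proline genes was -0.10 in STD replicate 1 and between 0.20 and 0.22 in the other STD arrays and this gap, relative to the group's range, is beyond Dixon's 95% critical value. Chance gives this in about 1 in 20 independent tests, and the 34 are not independent, since they use the same arrays.

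For the reciprocal signs of HFD-SB vs. HFD and HFD vs. STD, the explanation that both comparisons use the same HFD arrays with opposite sign was tested by simulation. Of 100 draws of unchanged groups with independent genes, 58 gave a share of opposite signs at least as high as the 99.51% measured, and of 99 draws with reordered residuals that shared calls, 72 did, so the values are consistent with shared arrays alone. The measured covariance was 0.01033 less negative than the median with independent genes and 0.00742 less negative than that with reordered residuals, and it lies within the range of the latter (-0.1261 to 0.02535). The 206 shared probe sets were fewer than in any draw with independent genes (234 to 312), while 47 of 100 draws with reordered residuals had as many or more (range 0 to 964). With the HFD arrays divided, the share was 46.43% to 66.67%. A reversal by the drug in part of the probe sets was not excluded by these tests and stays open.

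The rise of the cholesterol enzymes in HFD-SB vs. HFD stayed with each array left out in turn, and hepatocyte markers did not rise with it. The lowest median without any 1 array was 0.69, with a camera adjusted p of 1.09e-05 at the preset correlation. The median of 14 hepatocyte markers was -0.005983 (standard error over genes 0.0421), against 1.05 (standard error over genes 0.216) for the cholesterol enzymes. These errors do not measure the spread between mice. The rule for hepatocyte content asked for a marker rise as large as that of the enzymes, so it cannot speak to smaller shifts. Whether SB-204990 raises the cholesterol enzymes on the standard diet too cannot be told apart with 4 against 4 mice (score difference 0.33, exact two-sided permutation test, p = 0.257). With an estimated correlation the camera adjusted p in HFD mice was 0.331. HFD-SB replicate 2 lay within the HFD range, so variation between mice or between arrays stays open. Its array had the lowest weight (0.4983) and the highest control separation of its group (0.7902). A response to sterol depletion by the drug is a hypothesis that these arrays do not test.

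For the lower complex I and ribosomal protein genes in HFD-SB vs. HFD, the scores of both lists varied together between arrays of one group. After the group means were taken off, Pearson's r over 14 arrays was 0.906 (permutation test, p = 3e-05, adjusted p = 9e-05 over 3 relations computed), Spearman's rho 0.868 (permutation test, p = 0.00014, adjusted p = 0.00042), and r was 0.885 without the 2 arrays farthest from the median. With control separation as a covariate the complex I median was -0.1989 (camera adjusted p = 0.0946) and that of ribosomal proteins -0.11 (camera adjusted p = 0.742), while within groups the separation had r of 0.0451 with complex I (permutation test, p = 0.88) and 0.205 with ribosomal proteins (permutation test, p = 0.48). HFD-SB replicate 3 and STD-SB replicate 4, with the lowest complex I scores of their groups (-0.4451 and -0.281), had the highest erythroid (0.5217 and 0.5648) and endothelial (0.3955 and 0.5912) scores of theirs. Within groups, the mean score of Kupffer, endothelial and erythroid markers had r of -0.506 with complex I (permutation test, p = 0.066, adjusted p = 0.087 over 3 relations computed), -0.245 without the 2 arrays farthest from the median, and r of -0.475 with ribosomal proteins (permutation test, p = 0.087, adjusted p = 0.087). The other relation computed, with the bile acid score, had r of -0.505 (permutation test, p = 0.066, adjusted p = 0.087), and 0.0458 without the 2 farthest arrays. In HFD-SB vs. HFD the median of these 40 markers was -0.094 (standard error 0.0697), with 15 higher and 25 lower, so more blood and other cells in HFD-SB livers cannot be told apart from the other explanations with these few arrays. Array quality and the drug cannot be told apart here, since 3 arrays per group leave both possible. A shared source of variation between livers or between arrays is a candidate explanation, and an effect of the drug stays open.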

How the results depend on the processing

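Averages by Tukey's biweight and the control separation as a covariate were chosen after the values were seen. The other alternatives here were planned. Among main results, 448 values under alternatives stayed on the same side, 64 moved and 9 lost their call; among other lists 728 stayed, 145 lost their call (35 with an estimated correlation, 35 with fry, 56 with 1 array left out, 19 otherwise) and 2 reversed; among named genes 2496 stayed, 8 passed the adjustment and 14 reversed. The cause was not tested except where fewer probe sets or arrays were used by construction.

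Adjusted calls by limma for HFD vs. STD were 2 with only the 2 groups, 1 with trend and robust and 1 with array weights, Scd1 among them each time (limma adjusted p = 0.0018, 0.027 and 0.0101). Without dim probe sets, which leaves fewer tested, the unadjusted calls were 445 (STD-SB vs. STD), 410 (HFD-SB vs. HFD), 434 (HFD vs. STD), 525 (HFD-SB vs. STD), 592 (HFD-SB vs. STD-SB) and 422 (interaction). With an estimated correlation or with fry, 0 lists passed in each of the 5 comparisons, against 12, 5, 2, 7 and 11 with camera's preset correlation. Lists for HFD vs. STD numbered 8 with only the 2 groups, 0 without moderation, 5 with array weights, 8 without dim probe sets and 1 after quantile normalization again.

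The Fig. 6d list in HFD-SB vs. HFD kept its median of 1.05 and lost its call with an estimated correlation (adjusted p = 0.331) and with fry (adjusted p = 0.345). In STD-SB vs. STD its median of 0.2825 lost its call without moderation (adjusted p = 0.116), without dim probe sets (0.0691), with an estimated correlation (0.807) and with fry (0.959). The reciprocal share was 100% with only the 2 groups and 100% without dim probe sets, and with the HFD arrays divided it was 58.73%, 61.7%, 61.54%, 46.43%, 53.73% and 66.67%; with adjusted calls in both comparisons there were none to share. Shared calls of SB-204990 across diets were 79 without moderation and 31 without dim probe sets, and those of diet 42 without dim probe sets.

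With 1 array left out, unadjusted calls ranged over 655 to 1037 (STD-SB vs. STD), 740 to 1384 (HFD-SB vs. HFD), 786 to 1082 (HFD vs. STD), 914 to 1864 (HFD-SB vs. STD), 971 to 1744 (HFD-SB vs. STD-SB) and 742 to 1239 (interaction). Adjusted calls by limma ranged over 0 to 2 for HFD-SB vs. HFD, 0 to 1 for HFD vs. STD and 0 to 0 elsewhere. Lists passing ranged over 9 to 17, 2 to 12, 1 to 8, 4 to 11 and 8 to 12, and the Fig. 6d median over 0.6897 to 1.442 (HFD) and 0.1021 to 0.4372 (STD). The reciprocal share ranged over 95.18% to 100%, shared drug calls over 33 to 79 and shared diet calls over 50 to 113. Leaving out HFD-SB replicate 1 gave the highest unadjusted calls for HFD-SB vs. HFD, STD and STD-SB (1384, 1864 and 1744) and the highest shared calls (79 and 113), and the lowest shared calls came without HFD replicate 3 (33) and without STD replicate 2 (50).

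The sign reversed for ribosomal proteins in HFD-SB vs. HFD (-0.3601 to 0.0571 over arrays left out, above 0 without HFD-SB replicate 3) and proteasome genes in HFD-SB vs. STD-SB (-0.4063 to 0.03332, above 0 without HFD-SB replicate 2). In HFD-SB vs. HFD it reversed over arrays left out for Dhcr7 (-0.05207 to 0.9629, also -0.02232), Mvk (-0.32 to 0.6141), Rictor (-0.1857 to 0.1454, also -0.02452 and -0.01733), Ppara (-0.3402 to 0.08023) and Insr (-0.0909 to 0.1305, also -0.03163), and in STD-SB vs. STD for Acly (-0.1614 to 0.2336, also -0.02186). Rictor was -0.003357 with median centring and -0.05686 with biweight averages, and Insr -0.01887 with biweight averages.

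With the replicate number as a replicate block the unadjusted calls were 788 (STD-SB vs. STD), 869 (HFD-SB vs. HFD), 1075 (HFD vs. STD), 1151 (HFD-SB vs. STD), 1033 (HFD-SB vs. STD-SB) and 856 (interaction). Of 19 pairs of arrays with the same number, r of residuals across probe sets was -0.308 to 0.388 (median -0.0296), over 0.1 in 4, and 1 of 14 arrays was closest to one with its own number, so the numbers do not pair the mice. Signal over background limits 46.7% of the probe sets, whose mean is under the receptors' level.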

Differences from the paper's values

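Of 84 log2 fold changes in Supplementary Data 1 that were compared, 8 differ from the paper's, where differing means an opposite sign or a gap larger than the probe set's residual SD in the limma model, and of 12 other measures (the counts of transcripts) 0 differ by more than 1.5 times at the paper's unadjusted threshold. Tukey biweight averages in place of group means were chosen after seeing the values; they leave p unchanged, so they drop none of the paper's called items, and bring 41 of 42 genes within 0.01 of the paper's values on both diets.

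In HFD-SB vs. HFD, Arhgap32 had the paper's value of 1.07724 and a value here of 0.7897; of 22 alternatives set before the data were examined it does not differ with quantile normalization again (0.8634), without HFD replicate 2 (0.8901) and without HFD-SB replicate 1 (1.071), and differs with the others; with biweight averages it is 1.079. Abcg4 had the paper's value of 0.443607 and 0.7431 here; of 21 alternatives it does not differ with array weights (0.6703), median centring (0.7285), without HFD replicate 3 (0.5079) and without HFD-SB replicate 2 (0.5495), and differs with the others; with biweight averages it is 0.447. Rhag had the paper's value of 0.176323 and 0.9851 here; of 21 it does not differ without HFD-SB replicate 3 (0.3211), and differs with the others; with biweight averages it is 0.1701.

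Also in HFD-SB vs. HFD, Dio1 had the paper's value of -0.238787 and -0.8844 here; of 22 alternatives it does not differ with array weights (-0.703), without HFD replicate 1 (-0.5531) and without HFD-SB replicate 2 (-0.4372), and differs with the others; with biweight averages it is -0.2344. Vmn1r204 had the paper's value of -0.485427 and -1.065 here; of 21 it does not differ with array weights (-0.9138) and without HFD-SB replicate 2 (-0.5708), and differs with the others; with biweight averages it is -0.4849. In STD-SB vs. STD, Cga had the paper's value of -1.07724 and -0.659 here; of 21 it does not differ without STD replicate 4 (-0.9543) and without STD-SB replicate 4 (-0.7827), and differs with the others; with biweight averages it is -1.074.

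Ccdc169 had the paper's values of -0.485427 in HFD-SB vs. HFD and -0.505891 in STD-SB vs. STD, and 0.007747 and -0.07299 here. Of 22 alternatives set before the data were examined, the first does not differ without HFD-SB replicate 3 (-0.2411) and differs with the others, and the second differs with all 22; biweight averages differ too (0.07636 and -0.04969). Another probe set of this gene, dimmer and chosen after seeing the values, gives -0.5466 and -0.4769, with unadjusted limma p below 0.05 on both diets as in the paper, and with biweight averages -0.4868 and -0.5078; it drops none of the paper's other called items.

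Of the pathways that the paper ranks across omics layers on both diets, none of the transcript lists for the citrate cycle, the folate one-carbon pool or the respiratory complexes passed on both diets. The camera adjusted p of the citrate cycle was 0.135 in STD and 0.876 in HFD mice and that of the folate pool 0.840 and 0.935. Branched-chain amino acid degradation and PPARa targets passed in STD mice (0.00218 and 0.000694) and not in HFD mice (0.566 and 0.959). With an estimated correlation their adjusted p in STD mice was 0.674 and 0.478, and the branched-chain call was also lost without STD replicate 3 (-0.24, adjusted p = 0.167), STD-SB replicate 3 (-0.29, 0.123) and STD-SB replicate 4 (-0.15, 0.241). The paper's ranking also used metabolites and proteins, which were not analysed here, and no transcript direction is stated for these pathways.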

Other observations

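The tests on other splits of the arrays were planned for the unadjusted counts of the 5 comparisons, and the others were chosen only after the result was seen.

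In STD mice given SB-204990, 18 of 18 genes of lipid droplets and steatosis had a higher mean, with a median log2 fold change of 0.36 (camera adjusted p = 1.74e-05; adjusted p = 0.333 with an estimated correlation) and 0.55 without STD replicate 2. Cidec, which enlarges lipid droplets, was 9.64 ± 0.490 (SD, n = 4) in STD-SB and 7.55 ± 1.34 (SD, n = 4) in STD, and Cd36, a fatty acid transporter, was 1.28 higher (standard error 0.389); 2 genes passed when adjusted over the list alone. Of 27 genes of xenobiotic metabolism, 19 were lower, with a median of -0.30 (camera adjusted p = 0.00218; adjusted p = 0.275 with an estimated correlation), -0.15 without STD-SB replicate 2 and -0.16 without STD-SB replicate 3. Genes of hepatocytes near the central vein had a median of -0.35 (10 of 12 lower, camera adjusted p = 0.00218), -0.14 without STD-SB replicate 2, and those near the portal vein -0.38 (7 of 9 lower, camera adjusted p = 0.00218), -0.20 without STD replicate 3. With an estimated correlation their adjusted p was 0.275 and 0.333.

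Between SB-204990-treated mice on the 2 diets, xenobiotic genes were higher in HFD-SB than in STD-SB, with a median of 0.37 and 24 of 27 higher (camera adjusted p = 0.000536; adjusted p = 0.190 with an estimated correlation). The fall of this list in STD-SB vs. STD rests on the same STD-SB arrays. Fatty acid oxidation genes were lower, with a median of -0.30 and 17 of 22 lower (camera adjusted p = 0.000535; adjusted p = 0.874 with an estimated correlation), -0.12 without STD-SB replicate 1, -0.14 without HFD-SB replicate 2 and -0.16 without HFD-SB replicate 3. Of 21 measured genes whose proteins the paper followed by Western blot, the median in HFD-SB vs. HFD was 0.10, with 2 higher at an unadjusted p under 0.05, Fasn and Hmgcs1, and 1 when adjusted over the list alone (camera adjusted p = 0.185).

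Of the splits of the same arrays into groups of the same sizes, the real one included, as many or more unadjusted calls came from 22 of 35 for STD-SB vs. STD (815, highest other 1867), 6 of 35 for HFD vs. STD (947, 1346), 22 of 35 for HFD-SB vs. STD (1023, 2507), 25 of 35 for HFD-SB vs. STD-SB (1094, 2787) and 71 of 100 for the interaction (910, 2019), so chance cannot be excluded for these counts. For adjusted calls, 0 by limma in each comparison, no split can give fewer, so the splits decide nothing; the highest others were 1 for STD-SB vs. STD, 0 for HFD vs. STD, 1 for HFD-SB vs. STD, 15 for HFD-SB vs. STD-SB and 2 for the interaction. For lists, as many or more came from 8 of 35 for STD-SB vs. STD (12, highest other 20), 33 of 35 for HFD vs. STD (2, 13), 21 of 35 for HFD-SB vs. STD (7, 17) and 15 of 35 for HFD-SB vs. STD-SB (11, 23), and for the Fig. 6d median in STD-SB vs. STD in 14 of 35 (0.28, 0.45), so chance cannot be excluded for these either.

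For HFD-SB vs. HFD the 10 splits of 3 against 3 are too few for a share under 0.05. As many or more unadjusted calls came from 10 of 10 (896, highest other 1802), so no split gave fewer than the real one. For lists it was 7 of 10 (5, 13), and for the Fig. 6d median 2 of 10 (1.05, 1.096). Adjusted calls by limma were 0, with a highest other of 0. Splits that call well above the real counts may point to a structure among the arrays that the diets and the drug do not name. Correlation between genes could give such counts too, and which of them it is was not tested.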
